# Multiomics integration unveils photoperiodic plasticity in the molecular rhythms of marine phytoplankton

**DOI:** 10.1093/plcell/koaf033

**Published:** 2025-02-11

**Authors:** Ana B Romero-Losada, Christina Arvanitidou, M Elena García-Gómez, María Morales-Pineda, M José Castro-Pérez, Yen Peng Chew, Gerben van Ooijen, Mercedes García-González, Francisco J Romero-Campero

## Abstract

Earth's tilted rotation and translation around the Sun produce pervasive rhythms on our planet, giving rise to photoperiodic changes in diel cycles. Although marine phytoplankton plays a key role in ecosystems, multiomics analysis of its responses to these periodic environmental signals remains largely unexplored. The marine picoalga *Ostreococcus tauri* was chosen as a model organism due to its cellular and genomic simplicity. *Ostreococcus* was subjected to different light regimes to investigate its responses to periodic environmental signals: long summer days, short winter days, constant light, and constant dark conditions. Although <5% of the transcriptome maintained oscillations under both constant conditions, 80% presented diel rhythmicity. A drastic reduction in diel rhythmicity was observed at the proteome level, with 39% of the detected proteins oscillating. Photoperiod-specific rhythms were identified for key physiological processes such as the cell cycle, photosynthesis, carotenoid biosynthesis, starch accumulation, and nitrate assimilation. In this study, a photoperiodic plastic global orchestration among transcriptome, proteome, and physiological dynamics was characterized to identify photoperiod-specific temporal offsets between the timing of transcripts, proteins, and physiological responses.

## Introduction

Marine phytoplankton plays a pivotal role in Earth's ecosystems, acting as primary producers by contributing to ∼45% of global photosynthetic net primary production (Field et al. 1998). Consequently, it not only sustains the existence of most oceanic life but also supports life across the entire planet. Light availability has a profound impact on marine phytoplankton growth and physiology (Edwards et al. 2015). Earth's rotation produces the most pervasive rhythmic environmental signal, giving rise to alternating cycles of days (light periods or photoperiods) and nights (dark periods or skotoperiods), collectively known as diel cycles. Earth's tilted rotational axis and its translation around the Sun also lead to photoperiodic variations in diel cycles, resulting in long days (LDs) in summer and short days (SDs) in winter in temperate zones, the regions between the tropics and the polar circles. Seasonality plays a central regulatory role in marine phytoplankton dynamics (Bolaños et al. 2020; Chen et al. 2021; Mondal and Banerjee 2022). However, the different molecular rhythms underpinning these responses are not yet characterized.

Chronobiology is a multidisciplinary field that focuses on the study of the timing and regulation of biological rhythms and their synchronization with environmental cycles (Kuhlman et al. 2018). Specifically, the autonomous oscillating molecular systems that have evolved to anticipate and respond to diel cycles are referred to as circadian clocks. These systems are entrained to external inputs, diel cycles, and produce rhythmic output of biological processes. Circadian rhythms are self-sustained, maintaining rhythmicity of about 24 h under constant conditions. To distinguish these biological rhythms from diel rhythms that respond to the environment, chronobiology experiments are typically designed as a sequence of several consecutive days under alternating light/dark cycles, followed by several consecutive days of constant light (LL) or dark (DD), called free-running conditions (Kuhlman et al. 2018). Extensive chronobiological studies on circadian and diel rhythms have been conducted at the molecular and physiological levels in many model organisms (Bläsing et al. 2005; Miller et al. 2007; Patke et al. 2020; Ma et al. 2021; Petersen et al. 2022; Häfker et al. 2023) uncovering key molecular mechanisms and regulators controlling circadian rhythms. However, only initial steps have been taken to analyze such systems in marine phytoplankton using omics technologies (Monnier et al. 2010; Annunziata et al. 2019; Kay et al. 2021), which are beginning to characterize molecular rhythms at the transcriptomic and proteomic levels and identify their circadian clock regulators. A recent kingdom-wide comparative analysis of diel gene expression profiles across Archaeplastida has highlighted evolutionary trends in rhythmic patterns across the green lineage (Ferrari et al. 2019). However, this study solely focused on the transcriptomic layer and did not explore the effect of different photoperiods and free-running conditions.

To characterize the responses of marine phytoplankton to photoperiodic variations in diel cycles, the model phytoplanktonic picoeukaryote *Ostreococcus tauri* (*Ostreococcus*) was selected due to its cellular simplicity (Henderson et al. 2007) and fully sequenced and annotated genome (Derelle et al. 2006; Palenik et al. 2007; Blanc-Mathieu et al. 2014). Moreover, *Ostreococcus* occupies a key position in the green lineage (Viridiplantae) as a representative of the Class Mamiellophyceae, which diverged early from the group that would give rise to land plants and, therefore, could provide insights into the ancestral traits of green plants and their evolutionary processes (van Baren et al. 2016; de los Reyes et al. 2017; Bachy et al. 2022). Intensive and extensive studies on the physiology of *Ostreococcus* have provided a solid foundation for systems biology and omics studies. Chronobiological studies (Corellou et al. 2009; Monnier et al. 2010; O'-Neill et al. 2011; van Ooijen et al. 2011; Freeney et al. 2016) have uncovered the fundamental components of the *Ostreococcus* circadian clock revealing key rhythmic processes. Cell-cycle analysis (Corellou et al. 2005; Robbens et al. 2005; Gil-Rodríguez et al. 2024) have provided insights into the molecular components regulating cell-cycle progression in *Ostreococcus* under different light regimes while photobiology approaches (Sands et al. 2023) have highlighted the role of light quality in different biological processes. Research into sexual reproduction (Benites et al. 2021), viral infections dynamics (Derelle et al. 2018; Castillo et al. 2021), and biomass composition (Ral et al. 2004; Degraeve-Guilbault et al. 2017, 2020; Guyon et al. 2018) have expanded the knowledge of *Ostreococcus*’ potential strategies to cope with biotic and nutritional stresses. Finally, omics analysis (Monnier et al. 2010; Le Bihan et al. 2011, 2015; Henríquez-Castillo et al. 2018; Bousquet et al. 2020; Kay et al. 2021) have provided global characterizations of the transcriptome and proteome separately. These investigations have unveiled that the *Ostreococcus* circadian clock is notably simpler than that of other photosynthetic organisms like *Arabidopsis thaliana*. It has been shown to be constituted only by a reduced central loop comprising potential orthologues of CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) and TIMING OF CAB EXPRESSION 1 (TOC1). In contrast, Arabidopsis has a more complex clock composed of interlocking loops, including a morning loop constituted among others by PSEUDO RESPONSE REGULATORS 9, 7, and 5 (PRR9, PRR7, and PRR5), the central loop consisting in CCA1 and TOC1, and an evening loop involving additional components such as ZEITLUPE and GIGANTEA (Serrano-Bueno et al. 2017).

Despite these advances, *Ostreococcus* responses to photoperiodic variations in diel cycles, as well as free-running conditions, remain to be explored, particularly through multiomics integrative analysis. This study aimed to characterize the *Ostreococcus* transcriptome, proteome, and physiological rhythmicity, under long and short photoperiods. Additionally, to determine circadian rhythms, our experiments were extended to free-running conditions consisting of LL or DD. Integration of transcriptomic and proteomic data with physiological measurements unveiled a photoperiodic plastic global orchestration between transcriptome, proteome, and physiological dynamics, with photoperiod-specific temporal offsets between the phase of transcript, protein, and physiological rhythms.

## Results

### Transcript rhythmicity under diel cycles and free-running conditions

In this study, photochemostats operated in a continuous regime (Supplementary Fig. S1A) were used simulating LD conditions (16 h light:8 h dark) or SD conditions (8 h light:16 h dark). The illuminating system simulated the progressive light intensity increase and decrease during solar daylight cycles with a maximum light irradiance of 1,500 μE m^−2^ s^−1^. Temperature and pH were maintained constant at 20 °C and 8. Samples were collected for 3 consecutive days every 4 h starting at ZT0, Zeitgeber time 0, the time point corresponding to the beginning of the photoperiod simulating dawn (Supplementary Fig. S1B). 

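Cultures of O. tauri strain RCC4221 were sampled at 6 time points per day under LD (16 h light, 8 h dark) and under SD (8 h light, 16 h dark), which gave 18 RNA libraries for each photoperiod. The 3 samples of a time point, numbered 1 to 3, came from consecutive days of culture, so p-values of tests on samples rest on the spread between such days. Tests with genes as units, such as Fisher's exact and sign tests of lists, do not measure that spread. LD and SD were separate cultures, and the paper states a lower dilution rate in SD than in LD. Differences between LD and SD therefore cannot be told apart from those of culture and dilution rate. The libraries were sequenced as single reads of 75 nt, and the authors mapped the reads to the v3.0 genome with HISAT2, assembled transcripts with StringTie and computed FPKM (fragments per kilobase and per 1000000 mapped reads) with Ballgown inside the MARACAS pipeline. These FPKM values, each library scaled alone, were analysed here for 7668 genes. Times gene length, most of the smallest FPKM values of a library lie near whole steps of 1 aligned base. With reads of 75 nt this gives an estimate of its mapped reads. These were 510000 to 8660000 reads (median 6390000) in LD and 5670000 to 11480000 reads (median 9040000) in SD. The paper states about 10000000 reads generated per sample, a count before mapping, and the values rest on the estimated numbers. In LD, sample number 3 held the shallowest libraries, with up to 1007 genes at an FPKM of 0. Rhythmicity over 24 h was tested with a circular umbrella rank test, which follows the idea of RAIN and takes its p from 1000000 permutations, and an adjusted p (Benjamini-Hochberg) under 0.05 was called rhythmic. Peak time and amplitude came from a cosine fitted to FPKM for each gene. Mean levels and daily profiles were compared with limma on log2(FPKM + 1).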

Robust global rhythmicity was detected in the transcriptomes under LD and SD conditions by using hierarchical clustering (HC) and principal component analysis (PCA) (Supplementary Fig. S1, C to E). 

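Whole transcriptomes carried the time of day in both photoperiods. By 1 minus Pearson's r over all genes, the nearest neighbour of each library was another library of its own time point in 18 of 18 cases in LD and 18 of 18 in SD. With time labels permuted, a like count of neighbours from the same or an adjacent time point had a permutation p of 1.9e-04 in LD and 1.2e-04 in SD. The first principal component held 37.5% of the variance in LD and the second 27.7%, and in SD they held 43.6% and 17.4%. Around the centre of this plane the mean positions of the 6 time points ran in the order of the day in LD and in SD. Gene profiles were most alike between sample numbers 1 and 2, with a median Pearson's r across 6880 genes of 0.86 in LD and 0.89 in SD. Sample number 3 was less like both, with a median r of 0.70 and 0.75 in LD, and 0.65 and 0.71 in SD.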

A cyclic circular organization of the transcriptomes was revealed over diel cycles (Supplementary Fig. S1, D and E). Photoperiodic variations did not affect transcriptome rhythmicity, as the sets of rhythmic genes under LD and SD entrainment were near-identical, comprising ∼80% of the genome under either condition (Fig. 1A). 

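Transcripts of the ribosomal protein RPL7AE (ostta02g01210) illustrate a gene that was rhythmic under both photoperiods. Its expression went from 118 ± 14.3 (SD, n = 3) FPKM at ZT8 to 1534 ± 478 FPKM at ZT20 in LD, and in SD from 145 ± 11.9 FPKM at ZT4 to 1408 ± 142 FPKM at ZT12 (adjusted p = 1.2e-04 in LD and 7.9e-05 in SD, permutation rank test). INCENP (ostta05g00480), which binds Aurora kinase at the inner centromere, cycled in both as well, with maxima of 156 ± 12.7 FPKM at ZT16 in LD and 99.2 ± 3.45 FPKM at ZT12 in SD. By the same test of a 24 h rhythm, 5321 genes (69.4% of 7668) were rhythmic in LD and 3945 (51.5%) in SD, with 12 h rhythms tested apart. The 2 sets shared 3128 genes, against 2738 if the sets were independent, which is 58.8% of the LD set and 79.3% of the SD set. limma with cosine and sine terms called 5325 genes in LD and 3687 in SD. The counts depend on the sample numbers: without number 2 the rank test called 3240 genes in LD and 1564 in SD, without number 1 3485 and 1759, and without number 3 4867 and 4473. From the overlap of the 2 sets and their size, the paper concludes that a change of photoperiod left transcriptome rhythmicity unaffected.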

Arrhythmic genes were either not expressed or lowly expressed. Indeed, rhythmic genes presented significant maximum expression levels 3-fold greater than arrhythmic genes (Fig. 1B). These genes are mainly involved in stress responses such as viral infection, and might not be expressed under these laboratory conditions.

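The highest expression of a gene was taken as its largest mean FPKM over the 6 time points. In LD the median of this value was 84.0 FPKM for rhythmic genes (quartiles 42.5 and 192) and 36.9 FPKM for the 2347 other genes (quartiles 16.4 and 86.0). Their ratio was 2.27 (SD 0.0857 over 3 sample numbers). In SD the medians were 74.1 FPKM for rhythmic genes and 45.9 FPKM for the 3723 other genes, a ratio of 1.61 (SD 0.0541). A two-sided permutation test of the difference of medians gave p = 1e-05 in each photoperiod, the smallest value that 100000 resamples can give, with genes rather than samples as its units. A maximum under 1 FPKM was found for 143 genes without a rhythm and 2 rhythmic genes in LD, and for 104 and 23 in SD. CRY3 (ostta01g06470), a cryptochrome, is a gene with no 24 h rhythm call in LD (adjusted p = 0.52, permutation rank test) in spite of 69.0 ± 27.9 (SD, n = 3) FPKM at ZT4. The paper describes CRY3 as bimodal in LD, a shape that the 24 h test does not look for. The test of a 12 h rhythm called 1 gene in LD, which was not CRY3.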

**Figure 1.**
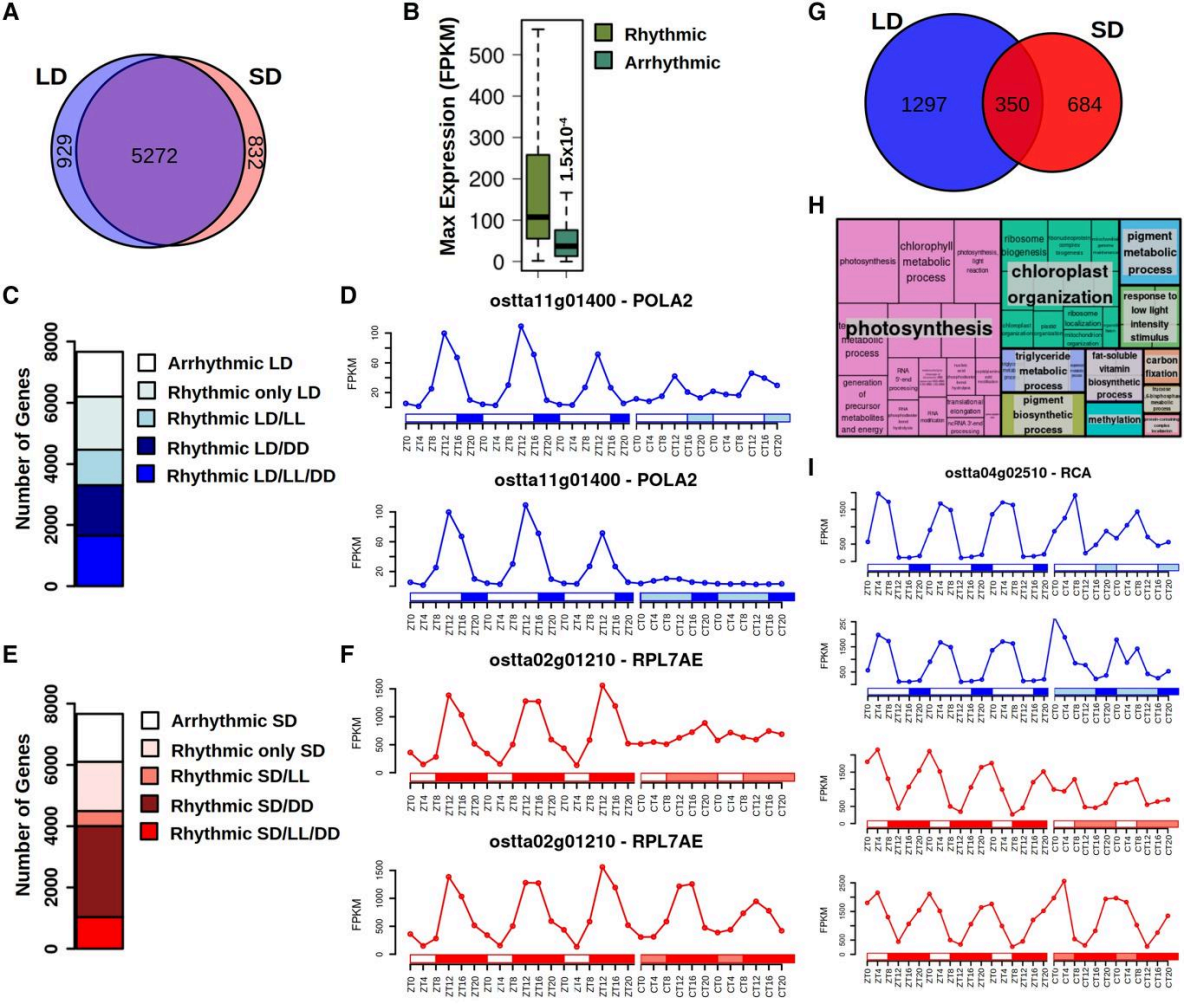
Transcriptome rhythmicity under alternating light/dark cycles and identification of circadian genes including free-running conditions. **A)** Venn diagram comparing rhythmic genes under LD (blue circle) and SD (light red circle). **B)** Boxplot representing the maximum expression level of rhythmic and arrhythmic genes. Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. Gene expression levels are measured as FPKM. Significance was computed according to Mann–Whitney–Wilcoxon nonparametric test. **C)** Bar plot representing with blue colors different rhythmic gene sets under LD conditions. **D)** Gene expression profiles during 3 consecutive days under LD, 2 consecutive days under LL, and 2 consecutive days under DD of *DNA polymerase alpha subunit B* (*ostta11g01400*, *POLA2*). White rectangles represent photoperiods (light periods or days), blue-filled rectangles correspond to skotoperiods (dark periods or nights) under LD, light blue rectangles mark subjective nights or days under LL and DD, respectively after LD entrainment. ZTN, Zeitgeber time *N*, marks the time point *N* hours after dawn (lights on, ZT0). CTN, circadian time *N* denotes the time point *N* hours after subjective dawn. A discontinuity is shown on the time axis to indicate that samples were collected after 24 h acclimation to the corresponding free-running conditions. **E)** Bar plot representing with red colors different rhythmic gene sets under SD conditions. **F)** Gene expression profiles during 3 consecutive days under SD and 2 consecutive days under LL and DD of *Ribosomal protein L7Ae* (*ostta02g01210*, *RPL7AE*). White rectangles represent photoperiods, red-filled rectangles correspond to skotoperiods under SD, light red rectangles mark subjective nights or days under LL and DD, respectively, after SD entrainment. **G)** Venn diagram comparing circadian genes identified after LD entrainment (blue circle) and after SD entrainment (red circle). **H)** Treemap summarizing the biological processes significantly enriched over rhythmic genes under LD, SD, LL, and DD. Rectangle sizes represent significance levels. **I)** Gene expression profiles during 3 consecutive days under LD and SD; and 2 consecutive days under LL and DD of *RuBisCO Activase* (*ostta04g02510*) exemplifying rhythmic genes under LD, SD, LL, and DD involved in photosynthesis related processes.

In order to distinguish between circadian-regulated genes and those responding to the rhythmic environment, cultures were transferred to free-running conditions consisting of LL or DD. 

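Free-running cultures gave 2 samples per time point and 12 libraries per regime, numbered 4 and 5 in LL and 6 and 7 in DD, each number being a day of culture. Estimated depth was 2080000 to 11480000 reads (median 9400000) in LL after LD, with the CT0 library of number 4 as the shallowest, 6560000 to 11720000 reads (median 7630000) in LL after SD, 8210000 to 13060000 reads (median 10460000) in DD after LD and 4520000 to 14230000 reads (median 8340000) in DD after SD. Values of LL stood in one table with LD and SD, and those of DD in another. A comparison of levels between DD and LL therefore joins 2 tables whose libraries were each scaled to FPKM alone. With upper-quartile scaling the median log2 change of all genes from LL to DD moved from -0.11 to 0.01 after LD and from -0.24 to -0.06 after SD. In the table of DD 181 values, all but 1 of those that were whole numbers without decimals, were divided by 1000, since this brought them nearer to the other values of the gene. The sample numbers 6 and 7 pair the samples in DD, so values with the number as a replicate block are given beside several calls in DD. In the rank test this block subtracts the mean of each sample number from the log values. Ranks are then permuted over all samples without keeping the block, so its p can be too small. On simulated data with 1917 rhythmic genes and a peak 4 times the trough, the rank test called 84.2% of them in LL after LD, 91.6% in LL after SD, 66.9% in DD after LD and 68.9% in DD after SD. With a peak 2 times the trough these shares were 34.2%, 54.7%, 18.6% and 16.95%, and with 1.5 times at most 9.44%. With 50 rhythmic genes of each size, a peak 8 times the trough was called in 0, 27, 0 and 1 of 50 genes. So a weak rhythm, or one kept by few genes, can be missed in 12 samples.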

No samples were collected during the first day of constant conditions to allow culture acclimation, and samples were collected thereafter to generate transcriptomic data for 2 consecutive days starting at circadian time 0 (CT0), the time point corresponding to subjective dawn (Supplementary Fig. S1B). A clear reduction in rhythmicity was observed under constant conditions: ∼21% of the transcriptome was completely reliant on diel cycles to maintain rhythmicity since these genes lost their rhythms under both LL and DD (Fig. 1, C and E; Supplementary Table S1), independently from the entrainment regime. In contrast, the transcriptome proportion that maintained oscillations exclusively under LL or DD, but not both, was dependent on the previous entrainment. 

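CYCB and PCNA, of cell division and DNA replication, had no rhythm call in constant conditions after LD by the rank test. CYCB (ostta01g06150), the mitotic cyclin, cycled in LD, yet in constant conditions after LD its adjusted p was 0.28 in LL and 0.99 in DD by the permutation rank test. PCNA (ostta06g02890), the sliding clamp of the DNA polymerase, spanned 14.8 ± 7.24 (SD, n = 3) to 1268 ± 28.6 FPKM in LD, but 279 ± 87.0 (SD, n = 2) FPKM at CT0 and 667 ± 19.6 FPKM at CT12 in LL after LD, where its adjusted p by permutation was 0.17. A replicate block by sample number had PCNA called in LL and in DD after LD (adjusted p = 0.0055 and 0.038, permutation). After LD entrainment all 5321 rhythmic genes (69.4%) were without a call in both LL and DD, since the rank test called 0 genes in either. At an unadjusted p under 0.05 it called 1696 genes in LL and 2713 in DD, and limma called 0 and 2311. Under limma 3332 genes (43.5%) were rhythmic in LD alone. After SD entrainment, 2304 genes (30.1%) cycled under SD and in neither constant condition by the rank test, and 1701 by limma. With the sample number as a replicate block, the rank test left 2421 genes after LD and 1918 after SD rhythmic in the diel cycle alone. The paper concludes from such losses that these genes need diel cycles to keep their rhythms.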

Whereas 15% kept cycling under LL after LD entrainment, only 6% were rhythmic after SD entrainment. 

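In LL after SD the rank test called 4 genes, ostta01g01350, ostta05g01000, ostta05g01870 and ostta05g03490, named after their values were seen. Their mean levels over the time points were 22.4, 138, 188 and 12.0 FPKM (n = 2), and each had an adjusted p of 0.0096 by permutation. Only ostta01g01350 and ostta05g03490 were rhythmic in SD too, so the set cycling under SD and LL and not DD held 2 genes. After LD entrainment no gene was called in LL. At an unadjusted p under 0.05 the sets cycling in the diel cycle and in LL, but not in DD, held 701 genes after LD and 204 after SD. limma called 0 genes in LL after LD and 20 after SD, none of which was among the 4. With the sample number as a replicate block, the rank test called 616 genes in LL after LD and 59 in LL after SD. The likeness of a gene's profile between the days of sampling was higher after LD: across 6880 genes the median Pearson's r between sample numbers 4 and 5 was 0.46 in LL after LD and 0.22 in LL after SD. From a larger share of cycling genes after LD than after SD, the paper concludes that the rhythms kept under LL depended on the previous entrainment.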

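MCM6 (ostta01g02580), a subunit of the helicase that opens replication origins, CDC45 (ostta04g04640), which joins that helicase, and the topoisomerase subunit TOP6B (ostta05g02940) had higher means at CT12 than at CT4 in LL after LD, short of a rhythm call by the rank test. Each was called with the sample number as a replicate block (adjusted p = 0.034, permutation). MCM6 had 21.0 ± 8.24 (SD, n = 2) FPKM at CT4 and 42.8 ± 0.837 FPKM at CT12 (adjusted p = 0.33, permutation rank test), CDC45 11.9 ± 2.88 and 29.4 ± 1.43 FPKM at these times, and TOP6B 17.5 ± 6.12 and 42.4 ± 2.47 FPKM. In LL after SD MCM6 had 46.2 ± 21.5 FPKM at CT4 and 72.3 ± 15.9 FPKM at CT12, without a call by the rank test or its block (adjusted p = 0.84 and 0.52, permutation). Of 24 DNA replication factors picked by their annotation, 9 in LL after LD and 6 in LL after SD had an unadjusted p under 0.05, and 0 passed adjustment over all genes by the rank test or by limma after LD. The block gave calls for 14 of the 24 in LL after LD and 1 after SD, against 616 and 59 of all 7668 genes. Of 20 core histone genes 3 and 1 had an unadjusted p under 0.05 in LL after LD and after SD. In the median over 23 rhythmic members, the amplitude of the replication factors in LL after LD was 0.302 times that in LD.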

The oscillating genes under LL, both after LD and SD entrainment, were found to be significantly involved in DNA replication and chromosome organization (Fig. 1D; Supplementary Fig. S2). 

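UGE and HK, of sugar metabolism and of signalling, kept daily rhythms in darkness after SD. UGE (ostta08g01570), a UDP-glucose 4-epimerase, went in DD after SD from 39.6 ± 10.1 (SD, n = 2) FPKM at CT8 to 166 ± 53.7 FPKM at CT0 (adjusted p = 0.027, permutation rank test). HK (ostta09g02190), a histidine kinase of signal transduction, went there from 79.2 ± 14.3 FPKM at CT8 to 612 ± 82.7 FPKM at CT20 (adjusted p = 0.01, same permutation test). After LD entrainment UGE in DD had 30.9 ± 2.13 FPKM at CT16 and 166 ± 32.2 FPKM at CT0, which limma called rhythmic (adjusted p = 0.01) and the permutation rank test did not (adjusted p = 0.055). UGE was called there with the sample number as a block (adjusted p = 0.016, permutation). In DD after SD the rank test called 2788 genes (36.4%), of which 1639 (21.4%) cycled in SD and not in LL. In DD after LD it called 0 genes, with 2713 at an unadjusted p under 0.05, while limma called 2311 genes after LD and 3894 after SD. By limma 1993 genes (26.0%) cycled in LD and DD but not LL, and 1967 (25.6%) in SD and DD but not LL. The limma sets in DD after LD and after SD shared 1771 genes, against 1174 if independent. With the sample numbers as a replicate block, the rank test called 3594 genes in DD after LD and 4199 in DD after SD. Sample number 7 carries the limma calls after LD: 786 were made without number 6 and 0 without number 7, whereas after SD 2402 and 2489 were made.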

The detrimental effect of DD over transcriptome rhythmicity was smaller than that of LL, with almost 22% maintaining oscillations after LD entrainment and 39% after SD entrainment. This observation is remarkable, as previous studies have found a complete lack of transcription under DD (O’-Neill et al. 2011). This can be attributed to the growth conditions in our experiments, which allow *Ostreococcus* cells to accumulate substantial amounts of starch to be used as energy source under DD to maintain oscillations (see section on starch content analysis). The biological processes RNA processing and ribosome biogenesis were found to be significantly enriched among the rhythmic genes under DD, both after LD and SD entrainment (Fig. 1F; Supplementary Fig. S3). 

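The 6 genes of the small-subunit processome and of 60S assembly named by the legends, UTP14, BMS1, MPP10, UTP11, UTP12 and RRS1, cycled in DD after SD. UTP14 (ostta04g00770) had 4.43 ± 0.849 (SD, n = 2) FPKM at CT4 and 70.3 ± 29.6 FPKM at CT16, and BMS1 (ostta05g01080), a GTPase of ribosome assembly, had 3.29 ± 1.17 FPKM at CT4 and 56.9 ± 32.4 FPKM at CT16 (adjusted p = 0.011 and 0.017, permutation rank test). In DD after LD limma called all 6 as well, as for UTP14 with 6.73 ± 1.79 FPKM at CT8 and 24.5 ± 0.284 FPKM at CT0 (adjusted p = 0.012, limma), and the rank test called none of them. It called 4 of 6 with the sample number as a block (adjusted p of UTP14 = 0.048, permutation). Among the genes rhythmic in SD that the paper's own gene tables contain, 45.2% cycled in DD. The share was 21 of 28 for ribosome biogenesis (adjusted p = 0.011, Fisher's exact test) and 6 of 6 for the genes of the legends (adjusted p = 0.039, Fisher's exact test). By limma calls after SD these shares were 25 of 28 (adjusted p = 0.0085, exact) and 6 of 6 (adjusted p = 0.14, exact), so the second did not pass. Ribosomal proteins went the other way after SD, with 19 of 78 (adjusted p = 0.0022, Fisher's exact test). After LD, where the calls are those of limma and 37.7% of such LD-rhythmic genes cycled in DD, the shares were 26 of 30 for ribosome biogenesis (adjusted p = 2.8e-06, exact), 6 of 6 for the legend genes (adjusted p = 0.025, exact) and 44 of 68 for ribosomal proteins (adjusted p = 2.3e-04, exact). Proteasome subunits were fewer than chance gives after LD, 4 of 29 (adjusted p = 0.048, exact). The lists hold genes found by words of their annotation and examples the study chose on these samples, which are not independent evidence. With rhythms called at an adjusted p under 0.01, the shares after SD were 3 of 26, 0 of 6 and 2 of 67, with adjusted p of 1.00 in Fisher's exact test for each.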

Orthologues of the central components of the circadian clock, *ostta06g02340* (*CCA1*) and *ostta13g01820* (*TOC1*), exhibited rhythmicity under both LL and DD free-running conditions. 

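CCA1 encodes a MYB transcription factor and TOC1 a pseudo-response regulator, which form the feedback loop of the clock. In DD after SD both cycled: CCA1 went from 204 ± 154 (SD, n = 2) FPKM at CT0 to 1672 ± 85.8 FPKM at CT12, and TOC1 from 30.6 ± 40.7 FPKM at CT0 to 576 ± 91.8 FPKM at CT8 (adjusted p = 0.0095 and 0.017, permutation rank test). In DD after LD, CCA1 had 216 ± 166 FPKM at CT4 and 1240 ± 29.9 FPKM at CT16, and TOC1 55.1 ± 60.8 FPKM at CT0 and 480.1 ± 199.7 FPKM at CT12. limma called these rhythms (adjusted p = 0.029 and 0.035), and the permutation rank test did not (adjusted p = 0.13 and 0.14, or 0.07 and 0.058 with the sample number as a replicate block). LL flattened both profiles without a call by either test. TOC1 in LL after LD ran between 171 ± 87.6 FPKM at CT8 and 658 ± 165 FPKM at CT16 (adjusted p = 0.19, unadjusted p = 0.024, permutation rank test, and adjusted p = 0.042 with the number as a block), and in LL after SD between 433 ± 89.4 FPKM at CT20 and 737 ± 379.5 FPKM at CT12 (adjusted p = 0.99, permutation). CCA1 in LL had adjusted p of 0.22 after LD and 0.87 after SD in that permutation test, with an unadjusted p of 0.044 after LD. From rhythmic profiles in both constant conditions, the paper states that the central clock components were rhythmic there.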

CCA1 presented higher levels of expression under DD, in contrast to the halt in oscillations reported previously under different growth conditions (O’-Neill et al. 2011), while TOC1 showed higher expression levels under LL (Supplementary Fig. S4). 

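Mean levels over the 6 time points were compared across the tables of LL and DD with limma. The log2 changes are differences of mean logs and need not equal the ratio of mean FPKM. For TOC1 after SD the log2 change is a larger drop than that ratio. After LD, CCA1 averaged 286 FPKM in LL and 634 FPKM in DD, a log2 change of 0.87 (standard error 0.25, adjusted p = 0.0065, limma). After SD it averaged 409.5 and 768 FPKM, a log2 change of 0.44 (standard error 0.22, adjusted p = 0.089, limma), which passed the threshold with upper-quartile scaling only. TOC1 was lower in DD after SD, with 569.5 FPKM in LL and 202 FPKM in DD and a log2 change of -2.46 (standard error 0.43, adjusted p = 1.1e-04, limma). After LD its log2 change of -0.66 did not pass (adjusted p = 0.091, limma). The difference between the 2 entrainments was itself past the threshold for TOC1 (log2 1.80, adjusted p = 0.023, limma) and not for CCA1 (log2 0.43, adjusted p = 0.4). Libraries of the same sample number vary together in DD. In limma on 1 value per regime and sample number, the change of TOC1 after SD passed (adjusted p = 0.023), while that of CCA1 after LD (adjusted p = 0.055) and the difference between entrainments for TOC1 (adjusted p = 0.52) did not.

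**Figure D1:**
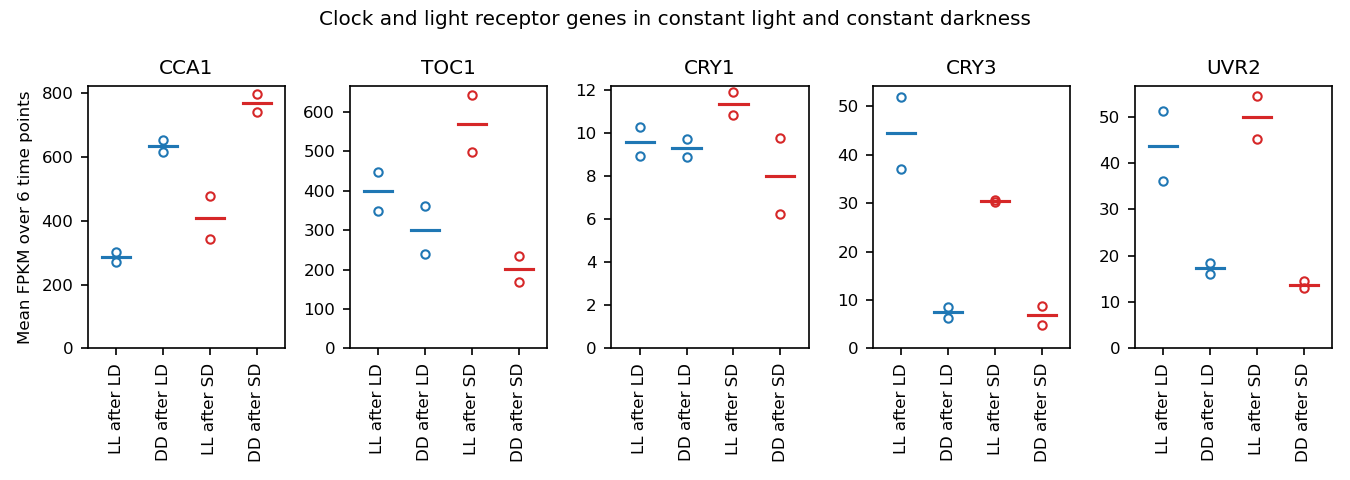
Mean FPKM over the 6 time points of CCA1, TOC1, CRY1, CRY3 and UVR2 in LL and DD after LD (blue) and after SD (red). Circles are sample numbers 4 and 5 in LL and 6 and 7 in DD, each averaged over the time points, and the line is their mean. For CCA1 the means rise from 286 to 634 FPKM after LD, and for TOC1 they go from 569.5 to 202 FPKM after SD.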

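CRY3 (ostta01g06470), a cryptochrome of the DNA photolyase family, and UVR2 (ostta03g05620), a class II DNA photolyase that repairs UV damage in light, had lower transcript levels in darkness. CRY3 averaged 44.5 FPKM in LL and 7.49 FPKM in DD after LD, a log2 change across the 2 tables of -2.49 (standard error 0.19, adjusted p = 3.2e-08, limma), and its change after SD was -2.10 (adjusted p = 1.3e-07, limma). UVR2 averaged 43.7 FPKM in LL and 17.3 FPKM in DD after LD (log2 -1.33, adjusted p = 1.3e-04, limma) and changed by -1.92 after SD (adjusted p = 3.3e-09, limma). CRY1 (ostta15g01000 in the tables), the third light receptor, was lower in DD after SD by a log2 change of -0.63 (adjusted p = 0.0046, limma) and not after LD (-0.08, adjusted p = 0.67, limma). On 1 value per sample number CRY3 and UVR2 passed after both entrainments, and CRY1 after SD did not (adjusted p = 0.1, limma). In DD after SD the rank test called CRY1, with 1.57 ± 0.137 (SD, n = 2) FPKM at CT4 and 12.7 ± 4.41 FPKM at CT16, and UVR2, with 5.55 ± 2.73 and 28.3 ± 6.56 FPKM at CT4 and CT12 (adjusted p = 0.044 and 0.02, permutation), but not CRY3 (adjusted p = 0.89). In DD after LD limma called CRY1 and UVR2 (adjusted p = 0.012 and 0.035), as did the rank test with the sample number as a replicate block (adjusted p = 0.019 and 0.047, permutation) but not without it. None of the 3 was called in LL, where the smallest adjusted p of the permutation rank test was 0.17, for UVR2 after LD.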

Orthologues of the light receptors, *ostta15g0100* (*CRYPTOCHROME 1, CRY1*), *ostta01g06470* (*CRYPTOCHROME 3, CRY3*), and *ostta03g05620* (*UV RESISTANCE 2, UVR2*), were rhythmic under both LL and DD free-running conditions, with higher expression levels under LL than DD. Their rhythmic expression profiles were affected by photoperiodic variations except *CRY3*, which presented an identical pattern under both LD and SD but with an additional peak of expression at the beginning of the photoperiod under LD. This suggests a central position of these genes at the regulatory core of the circadian clock responding to photoperiodic variations in *Ostreococcus* (Supplementary Fig. S4).

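The daily profiles of all 3 light receptors differed between LD and SD by limma (adjusted p = 1.6e-05 for CRY1, 1.7e-07 for UVR2 and 0.016 for CRY3). UVR2 was highest at ZT4 in LD, with 129 ± 43.6 (SD, n = 3) FPKM, and at ZT16 in SD, with 90.1 ± 42.4 FPKM. CRY1 had its maximum at the same times, 20.4 ± 10.1 FPKM in LD and 17.3 ± 5.07 FPKM in SD. CRY3 in SD had a single maximum of 24.1 ± 3.49 FPKM at ZT12 (adjusted p = 0.018, permutation rank test), and 14.5 ± 1.28 FPKM at ZT4. In LD its night values were 27.6 ± 9.54 FPKM at ZT16 and 22.7 ± 2.94 FPKM at ZT20, below its maximum at ZT4. The cosine peak of CRY1 lay at 1.3 ± 0.9 h in LD and 14.3 ± 0.7 h in SD (standard error of the fit), and that of UVR2 at 2.3 ± 1.2 h and 14.3 ± 0.7 h.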

Genes presenting rhythmicity under both LD and SD as well as maintaining their rhythmic expression profiles under both free-running conditions were considered in this study as those more directly regulated by the circadian clock in *Ostreococcus*. A clear dependence on the previous entrainment regime was observed, with 1,647 genes keeping rhythmicity under both free-running conditions after LD entrainment, versus 1,034 following SD entrainment. These 2 sets overlapped partially, identifying 350 genes corresponding to 4.6% of the *Ostreococcus* transcriptome (Fig. 1G; Supplementary Table S1). 

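RCA (ostta04g02510), the activase of Rubisco, comes close to a gene that cycles in every regime after LD. It had 118 ± 17.4 (SD, n = 3) FPKM at ZT12 and 1786 ± 162 FPKM at ZT4 in LD, 472 ± 332 and 1148 ± 147 FPKM at these times in LL, and 237 ± 20.0 FPKM at CT16 and 2230 ± 635 FPKM at CT0 in DD. Its unadjusted p by the permutation rank test was 0.0055 in LL and 7.8e-04 in DD, and its adjusted p 0.14 and 0.055. Blocked by sample number these were 0.056 and 0.015, a call in DD. Genes called rhythmic in the photoperiod, in LL and in DD numbered 0 after LD and 0 after SD by the rank test. At an unadjusted p under 0.05 in all 3 regimes they numbered 764 after LD and 284 after SD. limma gave 0 and 10, and the rank test with the sample number as a replicate block 341 after LD and 17 after SD. In all 6 regimes 0 genes were rhythmic by the rank test, by limma and with the block, and 73 at an unadjusted p under 0.05. The paper concludes from its own counts that the number of genes rhythmic in both constant conditions depended on the previous entrainment.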

Functional enrichment analysis revealed that these genes are significantly involved in photosynthesis, chloroplast organization, and pigment metabolic processes (Fig. 1, H and I). 

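Genes of pigment synthesis and light harvesting were over-represented among those that cycled in darkness by the rank test after SD, though not in each setting. Of the genes of chlorophyll and haem synthesis rhythmic in SD, 14 of 16 cycled in DD (adjusted p = 0.005, Fisher's exact test), and of the chlorophyll a/b-binding proteins 16 of 17 (adjusted p = 6.6e-04, exact). For chlorophyll and haem synthesis this did not pass with limma calls (12 of 13, adjusted p = 0.067, exact) or with rhythms at an adjusted p under 0.01 (1 of 11, adjusted p = 1.00, exact). By limma in DD after LD the shares were 14 of 17 (adjusted p = 0.0038, exact) and 16 of 21 (adjusted p = 0.0059, exact), and 7 of 7 for the photosynthesis genes the paper names (adjusted p = 0.011, exact). Copies of chlorophyll a/b-binding genes may share reads, which was not tested and would leave the value of a single copy uncertain. In LL after LD the rank test and limma made no call in these lists, and the replicate block called 3 and 4 genes of the first 2. An unadjusted p under 0.05 in LL was reached after LD by 13 of 18 genes of chlorophyll and haem synthesis and 10 of 24 chlorophyll a/b-binding genes, and after SD by 3 and 5. A ferredoxin-NADP reductase, FNR (ostta18g01250), which passes electrons to NADP, had in DD after SD 212 ± 30.1 (SD, n = 2) FPKM at CT8 and 923 ± 352 FPKM at CT20 (adjusted p = 0.017, permutation rank test). Its maximum there was at subjective dawn.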

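ORC1 (ostta04g05220), which marks replication origins, and the E2F partner DP (ostta10g01190) belong to the G1 list of cell cycle genes, of which 7 of 11 cycled in DD after SD by the rank test (7 adjusted over the list alone) and 4 in DD after LD by limma. DP in DD after SD fell to 7.52 ± 3.34 (SD, n = 2) FPKM at CT16 from 93.8 ± 20.9 FPKM at CT4 (adjusted p = 0.017, permutation). For the S list the numbers in DD were 18 of 35 after SD by the rank test and 6 after LD by limma, and for the G2-M list 6 and 4 of 16. By limma the numbers in DD after SD were 9 for G1, 25 for S and 9 for G2-M, and the rank test called 0 of these in DD after LD. Blocked by sample number, which pairs the samples of DD, it called 5, 16 and 6 after LD and 9, 26 and 11 after SD. Of 30 genes of ribosome biogenesis limma called 26 in DD after LD and 27 after SD, and the rank test 0 and 23, or 21 and 28 with the block. In LL an unadjusted p under 0.05 was found for 13 of these 30 after LD and 0 after SD, and for 10 and 4 of the S list, with no call after adjustment by the rank test. The replicate block called 2 genes of ribosome biogenesis and 16 of the S list in LL after LD.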

The specific circadian genes detected after LD entrainment are significantly involved in ribosome biogenesis whereas those found after SD entrainment are primarily associated with cell cycle. This indicates a strong influence of the circadian clock over these processes. However, genes identified as circadian after LD entrainment lose rhythmicity under LL after SD entrainment, and the reverse for the specific circadian genes after SD entrainment that lose rhythmicity under DD after LD entrainment. This suggests a strong detrimental impact on rhythmicity of LL after SD entrainment with a short photoperiod, as well as constant darkness after LD entrainment with a short dark period (Supplementary Fig. S5).

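MCM2 (ostta11g00910), a subunit of the replicative helicase, cycled in DD after SD, where it went from 4.19 ± 0.446 (SD, n = 2) FPKM at CT16 to 23.8 ± 3.53 FPKM at CT4 (adjusted p = 0.011, permutation rank test), and in DD after LD it had 17.6 ± 5.02 and 17.0 ± 0.465 FPKM at these times (adjusted p = 0.14, same permutation test, and 0.02 by limma). RCA, near a rhythm in LL after LD, had 515 ± 49.9 FPKM at CT12 and 1065 ± 172 FPKM at CT4 in LL after SD (unadjusted p = 0.012, permutation), where photosystem and PsbP genes with an unadjusted p under 0.05 numbered 8 of 35, against 13 in LL after LD. The difference in rhythmicity between entrainments was not tested gene by gene.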

In LD-entrained cultures, significant reductions in amplitude were detected under both LL and DD conditions for the LD/LL and LD/DD rhythmic genes, respectively (Fig. 2A). 

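Amplitudes after LD entrainment were lower in both constant conditions. SBPase (ostta03g05500), a sedoheptulose-bisphosphatase of the Calvin cycle, had an amplitude of 703 ± 48.1 FPKM (standard error of the cosine fit) in LD, 317 ± 80.5 FPKM in LL and 576 ± 134 FPKM in DD. For the clock gene CCA1 the amplitude was 0.168 times that of LD in LL and 0.899 times in DD. Over the 5321 genes rhythmic in LD, the median amplitude was 27.1 FPKM in LD, 9.12 FPKM in LL and 12.9 FPKM in DD, with median ratios of 0.344 (SD 0.0569 over sample numbers) and 0.498 (SD 0.0912). The amplitude was lower in LL for 99.0% of genes and in DD for 89.3%. Gene by gene, 2826 were lower and 1 higher in LL at an adjusted p under 0.05. Median amplitudes per sample number did not overlap between LD and LL (exact permutation p = 0.2, the smallest that 3 against 2 samples allow). Amplitudes in DD come from the other table and are given as values without a test. The intended set, genes rhythmic in both regimes, was empty by the rank test and was replaced after this was seen. Choosing genes by their rhythm in LD alone favours a lower amplitude in the second regime. Among 1993 genes rhythmic in LD and DD by limma the median ratio was 0.622. The paper concludes that rhythms were damped in LD-entrained cultures under both constant conditions.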

In SD-entrained cultures, amplitude reduction was only noted when transferred to LL for SD/LL rhythmic genes but no substantial change was found when transferred to DD for SD/DD rhythmic genes (Fig. 2D). 

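After SD entrainment the 2 constant conditions differed. Over the 3945 genes rhythmic in SD, the median amplitude went from 18.7 FPKM in SD to 4.91 FPKM in LL, a median ratio of 0.260 (SD 0.0684 over sample numbers), with 1847 genes lower and 2 higher at an adjusted p under 0.05. Over the 1639 genes rhythmic in SD and in DD it was 22.5 FPKM in SD and 26.7 FPKM in DD, values of 2 tables with a ratio of 1.16 (SD 0.226) and amplitudes lower in DD for 39.5% of them. The amplitude of TOC1 fell in both, to 0.173 times that of SD in LL and 0.491 times in DD. For CCA1 the ratios were 0.189 in LL and 1.48 in DD. In all genes rhythmic in SD, whether or not they cycled in DD, the ratio of DD to SD was 0.818. The planned set for LL, rhythmic in SD and LL, held 2 genes, so the set rhythmic in SD was chosen after this was seen.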

Free-running conditions also affected the phase, or time point of maximum expression level, in rhythmicity patterns. Independently from the previous entrainment regime, phases were delayed when cultures were transferred to LL (Fig. 2, B and C, E and F, left). 

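Fitted peaks of most genes lay later in LL. The cosine peak of APL (ostta07g03440), the large subunit of ADP-glucose pyrophosphorylase, lay at 11.3 ± 0.5 h in LD and 12.9 ± 0.8 h in LL after LD (standard error of the fit), and that of CYCD (ostta18g01570), the G1 cyclin, at 4.6 ± 0.5 h in SD and 11.0 ± 3.1 h in LL after SD. Over the genes rhythmic in LD, the circular median shift from LD to LL was 1.22 h later (SD 0.94 h over sample numbers, quartiles -0.42 and 2.90 h). It was over 1 h later for 2856 genes and over 1 h earlier for 1080. Over the genes rhythmic in SD the shift was 4.90 h (SD 0.40 h), with 2729 genes later and 879 earlier by over 1 h. Gene by gene at an adjusted p under 0.05, 29 peaks were later and 5 earlier in LL after LD, and 383 later and 136 earlier in LL after SD. Few of these genes had a rhythm call in LL, so most of the fitted peaks there have wide errors. For the highest time point in place of the cosine peak, the median shift after LD was 0 h.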

Whereas advanced phases (i.e. phases occurring earlier) were found when cultures were transferred to DD (Fig. 2, B and C, E and F, right), with this effect more pronounced for LD-entrained cultures and only slight for SD-entrained cultures. The phase delays in LL were more drastic for SD than LD-entrained cultures although the advances in DD were more evident for LD than SD-entrained cultures.

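In darkness after LD most fitted peaks lay earlier. The peak of SBPase was at 4.7 ± 0.3 h in LD and 1.2 ± 0.9 h in DD after LD, and that of PSY (ostta05g03530), phytoene synthase, at 3.2 ± 0.4 h and 24.0 ± 0.8 h. In the median over the genes rhythmic in LD the shift was -2.68 h (SD 0.37 h over sample numbers), with 4114 genes earlier and 481 later by over 1 h. After SD the peak of SBPase was at 21.3 ± 0.6 h in SD and 21.5 ± 0.6 h in DD. Over the 1639 genes rhythmic in SD and DD the median shift was 0.34 h (SD 0.59 h), which is smaller than the spread between sample numbers, with 517 genes earlier and 608 later by over 1 h. Over all 3945 genes rhythmic in SD it was -0.10 h, with 1609 genes earlier and 1438 later. At an adjusted p under 0.05, 832 genes were earlier and 30 later in DD after LD, and 161 earlier and 189 later in DD after SD. Among 1993 genes rhythmic in LD and DD by limma the shift was -2.46 h. The difference in shift between entrainments was not tested.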

**Figure 2.**
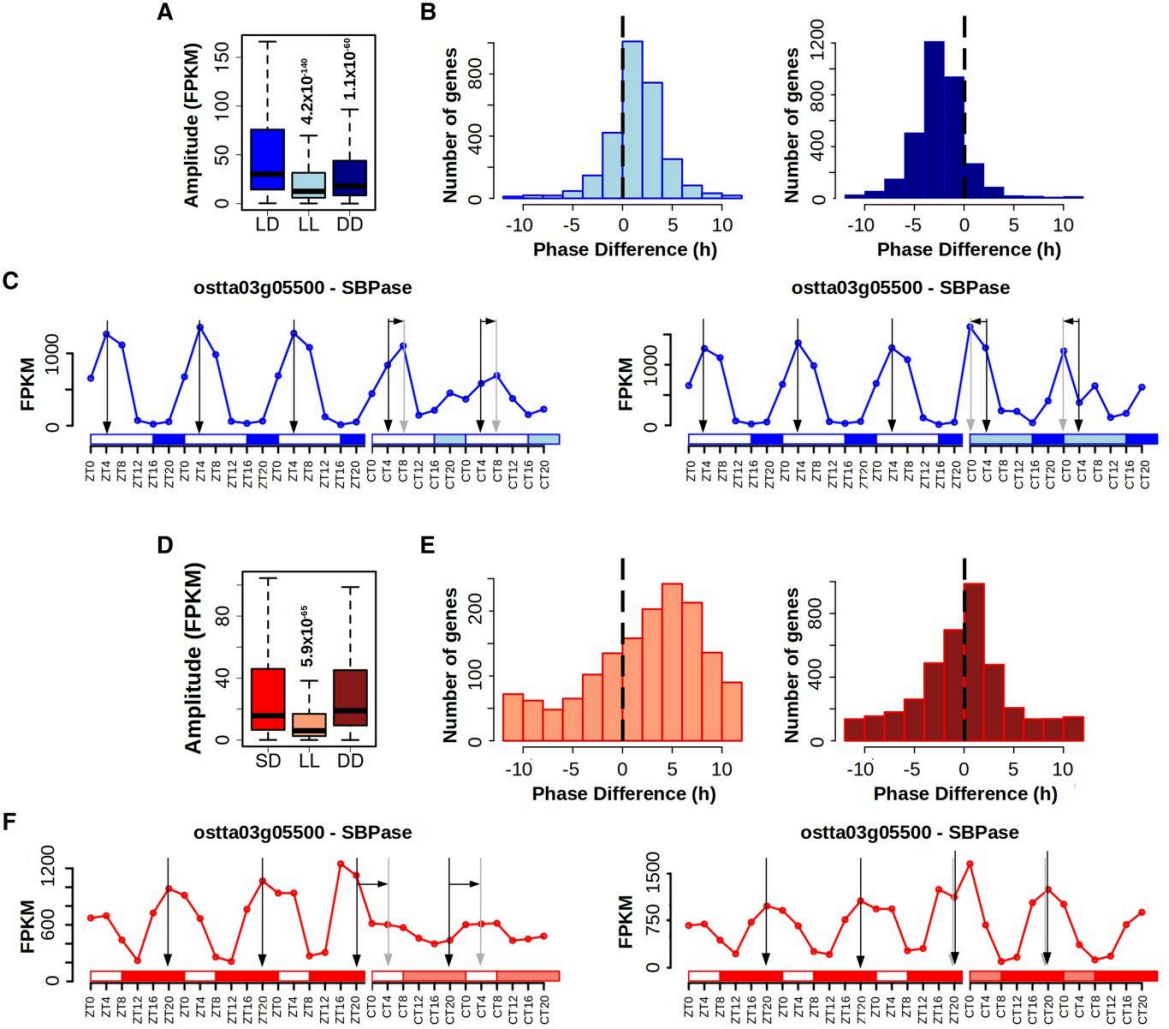
Free-running conditions effects over gene expression profiles. **A)** Boxplot representing rhythmic genes amplitude reached under LD conditions, when cultures were transferred to free-running conditions consisting of LL (light blue) and DD (dark blue) after LD entrainment. Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. Gene expression levels are measured as FPKM. Significance was computed according to Mann–Whitney–Wilcoxon nonparametric test. **B)** Histograms showing the distribution of the number of genes exhibiting advanced and delayed phases when cultures are transferred from LD to LL (left) and DD (right). Vertical dashed lines mark no shift. **C)** Gene expression profiles during 3 consecutive days under LD and 2 consecutive days under LL and DD of *sedoheptulose-bisphosphatase* (*ostta03g05500*, *SBPase*). Vertical black arrows mark LD phases, vertical gray arrows mark LL and DD phases and horizontal black arrows represent delayed or advanced phases. White rectangles represent photoperiods (light periods or days), blue-filled rectangles correspond to skotoperiods (dark periods or nights) under LD, light blue rectangles mark subjective nights or days under LL and DD, respectively after LD entrainment. ZTN, Zeitgeber time *N*, marks the time point *N* hours after dawn (lights on, ZT0). CTN, circadian time *N*, denotes the time point *N* hours after subjective dawn. A discontinuity is shown on the time axis to indicate that samples were collected after 24 h acclimation to the corresponding free-running conditions. **D)** Boxplot representing rhythmic genes amplitude or maximum expression level reached under SD conditions, when cultures were transferred to LL and DD free-running conditions after SD entrainment. Significance was computed according to Mann–Whitney–Wilcoxon nonparametric test. **E)** Histograms showing the distribution of the number of genes exhibiting advanced and delayed phases when cultures are transferred from SD to free-running conditions consisting in LL (left) and DD (right). Vertical dashed lines mark no shift. **F)** Gene expression profiles during 3 consecutive days under LD and 2 consecutive days under LL and DD of *SBPase*. Vertical black arrows mark SD phases, vertical gray arrows mark LL and DD phases, and horizontal black arrows represent delayed phases.

### Effects of photoperiodic variations over gene expression profiles

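ADS1, a desaturase that puts a double bond into fatty acids of membrane lipids, was highest at ZT4 in LD, with 143 ± 19.7 (SD, n = 3) FPKM, and at ZT20 in SD, with 87.7 ± 5.90 FPKM. The daily profiles differed (adjusted p = 6.3e-11, limma). Among annotated genes that averaged at least 10 FPKM and went one way in every sample number, the largest F value of limma was that of a class-I fructose-bisphosphate aldolase (ostta04g04420), an enzyme of sugar breakdown and synthesis. It had 396 ± 45.5 FPKM at ZT4 and 20.8 ± 1.84 FPKM at ZT12 in LD, and 107 ± 4.34 and 172 ± 10.0 FPKM at these times in SD, where its maximum of 341 ± 42.8 FPKM was at ZT20 (adjusted p = 1.3e-18, limma). A sedoheptulose or fructose bisphosphatase of the Calvin cycle (ostta03g00350) went from 1337 ± 173 FPKM at ZT8 in LD to 436 ± 86.2 FPKM at that time in SD (profile adjusted p = 2.7e-16, limma). Uroporphyrinogen decarboxylase (ostta05g01070), an enzyme on the way to chlorophyll and haem, had its maximum at ZT8 in LD, 195 ± 19.6 FPKM, and at ZT4 in SD, 253 ± 13.3 FPKM (adjusted p = 1.5e-17, limma). In all, the profiles of 4639 genes (60.5%) differed between LD and SD, and 2650 (84.7%) of the 3128 rhythmic in both. The count without sample numbers 1, 2 and 3 was 3267, 2773 and 5400. By list, without a test between lists, profiles differed for 23 of 24 chlorophyll a/b-binding proteins, 22 of 32 proteasome genes and 15 of 34 genes of the mitochondrial respiratory chain.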

Differences were identified in phase and amplitude of rhythmic gene expression patterns between LD and SD (Fig. 3A) with only 31 genes exhibiting the same expression profile under both photoperiods. A significant reduction in overall amplitude was observed in SD compared to LD-entrained cultures (Fig. 3B). 

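EF1B (ostta04g00090), a factor of translation elongation, had an amplitude of 368 ± 41.2 FPKM in LD (standard error of the cosine fit) and 172 ± 25.6 FPKM in SD, with a decrease past the threshold. PsaF (ostta04g01790), a subunit of photosystem I, had 2065 ± 179.9 FPKM in LD, and its difference to SD did not pass. Over the 3128 genes rhythmic in LD and SD, the median amplitude was 32.4 FPKM in LD and 20.9 FPKM in SD. The median ratio was 0.650 (SD 0.0300 over sample numbers), with lower amplitudes in SD for 83.9% of genes. Gene by gene, 701 amplitudes were lower and 35 higher in SD at an adjusted p under 0.05. The 3 medians of LD lay above the 3 of SD (exact permutation p = 0.1, the smallest possible with 3 against 3). By list, the median ratio was 0.417 for core histones, whose copies may share reads, 0.504 for chlorophyll and haem synthesis, 0.573 for the proteasome and 0.594 for the S list of the cell cycle. It was 0.865 for ribosomal proteins and 1.29 for the genes of carotenoid synthesis. Mean levels over the day moved less evenly, with 2003 genes higher and 1363 lower in SD by limma, and 2416 and 2360 without sample number 3, which holds the shallow libraries of LD. In limma on 1 value per regime and sample number the counts were 1125 and 733. An RWP-RK transcription factor gene (ostta02g01710) rose from a mean of 0.995 to 36.5 FPKM (log2 4.22, standard error 0.42, adjusted p = 6.0e-09, limma), and a SUMO peptidase gene (ostta02g00020) fell from 60.9 to 2.55 FPKM (log2 -4.00, standard error 0.15, adjusted p = 8.8e-18, limma). A JmjC-domain gene (ostta15g00920), of the family of histone demethylases, rose from 3.19 to 46.5 FPKM (log2 3.66, adjusted p = 9.4e-15, limma). The paper states that amplitudes were reduced overall in SD.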

Under both LD and SD, most genes peaked at night (Fig. 3C), indicating a “nocturnal transcriptome profile. 

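SAR (ostta05g00860), a small GTPase of vesicles leaving the endoplasmic reticulum, had its highest mean at the start of the night in LD: it rose from 0.860 ± 1.49 (SD, n = 3) FPKM at ZT4 to 59.0 ± 19.2 FPKM at ZT16 (adjusted p = 2.0e-04, permutation rank test). BAM (ostta03g03180), a beta-amylase that breaks down starch, was highest at dawn, ZT0, in both photoperiods, with 352 ± 20.8 FPKM in LD and 451 ± 83.6 FPKM in SD, and lowest at ZT4. Of the rhythmic genes in LD, 52.4% had their fitted peak in the dark, which takes 33.3% of the day. In SD it was 85.3%, with 66.7% of the day dark. Ribosomal proteins peaked on average at 22.7 h in LD and 13.6 h in SD, protein kinases at 18.1 h and 14.3 h, and heat shock and DnaJ proteins at 18.5 h and 14.4 h (circular means of rhythmic members). These means hide a spread: 33 of 65 rhythmic ribosomal protein genes had their highest mean at ZT4 in LD, in the light.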

Advanced phases were noted under SD with respect to LD conditions. 

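EF1B peaked at 2.0 ± 0.4 h in LD and 16.0 ± 0.6 h in SD (standard error of the fit), and DAHP (ostta06g03270), the first enzyme of aromatic amino acid synthesis, at 19.4 ± 0.4 h and 14.9 ± 0.5 h. BAM was an exception, at 20.2 ± 0.7 h and 21.5 ± 1.4 h, a shift that did not pass. Over the 3128 genes rhythmic in both, the circular median shift from LD to SD was -6.32 h (SD 0.510 h over sample numbers). Peaks lay earlier by over 1 h for 2850 genes and later by over 1 h for 166, and gene by gene 2599 were earlier and 112 later at an adjusted p under 0.05. By list, the median shift was -9.98 h for ribosomal proteins (54 of 57 earlier, exact sign test p = 4.3e-13) and -7.18 h for aminoacyl-tRNA synthetases (32 of 33, exact p = 7.9e-09). It was -6.44 h for heat shock and DnaJ proteins (25 of 29, exact p = 1.0e-04) and -5.82 h for protein kinases (34 of 37, exact p = 1.2e-07). Core histones, whose copies may share reads, shifted by -4.96 h (14 of 14, exact p = 1.2e-04). Smaller shifts were found for the proteasome, -1.08 h (8 of 9, exact p = 0.039), and the mitochondrial respiratory chain, -2.64 h (7 of 11, exact p = 0.55). For tubulin, kinesin and dynein genes the shift was -3.48 h (6 of 7, exact p = 0.12). Members of a list share regulation, so the sign tests treat them as more independent than they are. The paper states that phases came earlier in SD.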

Under LD entrainment, peak phases occur uniformly from the end of the day (ZT12) to the end of the night (ZT20), while under SD-entrainment peak phases predominantly occur during the first half of the night (ZT8 to ZT16; Fig. 3C).

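Over the LD-rhythmic genes the highest mean fell at ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20 in 21.6, 10.4, 6.03, 16.2, 23.2 and 22.6% of cases, and over the SD-rhythmic genes in 9.46, 6.72, 13.3, 45.0, 16.8 and 8.70%. Fitted peaks lay between ZT12 and ZT20 for 52.8% of genes in LD, and between ZT8 and ZT16 for 61.3% in SD. Proteasome genes were highest at ZT16 in LD (16 of 26 rhythmic genes) and at ZT12 in SD (6 of 11), genes of the respiratory chain at ZT16 (14 of 30) and ZT12 (4 of 13), and protein kinases at ZT20 (18 of 61) and ZT12 (17 of 41). The transport genes of the legends were all highest at ZT16 in LD (6 of 6), and none of the 6 was called rhythmic in SD by the rank test, with a highest mean there at ZT8 for SAR (43.2 ± 8.39 (SD, n = 3) FPKM, adjusted p = 0.078, permutation). Of the carbohydrate examples, 3 of 3 were rhythmic in LD and 2 in SD, and of the catabolism examples 6 of 6 in LD, 4 of them highest at ZT0, and 4 in SD.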

**Figure 3.**
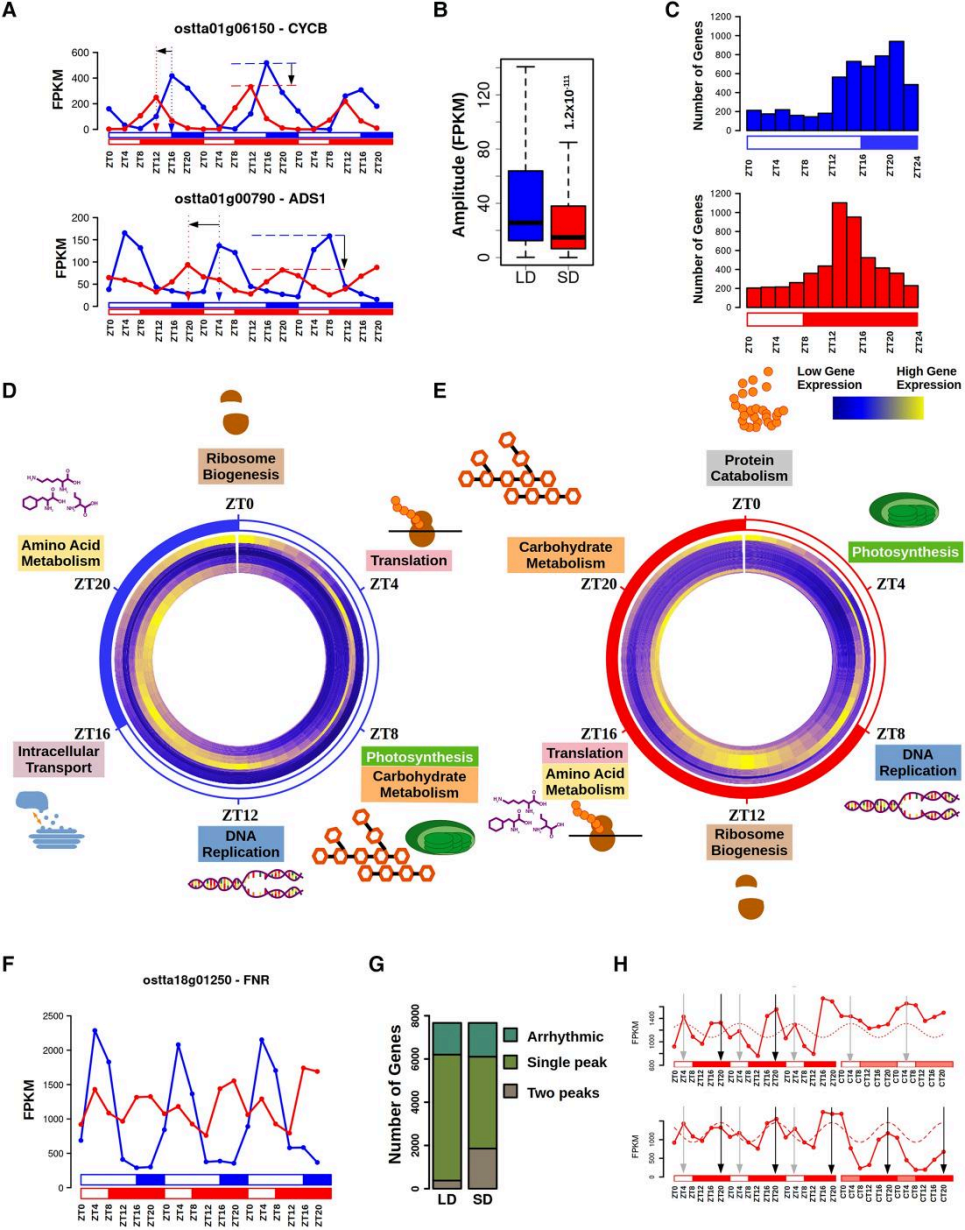
Photoperiodic effects over gene expression profiles. **A)** Gene expression profiles during 3 consecutive days under LD (blue) and SD (red) conditions of *CYCB* (*ostta01g06150*, top) and *delta-9 acyl-lipid desaturase 1* (*ostta01g00790*, *ADS1*, bottom). Blue and red vertical dotted arrows mark LD and SD phases. Horizontal black arrow represents advanced phase under SD when compared with LD. Blue and red horizontal dashed lines mark LD and SD amplitudes. Vertical black arrows represent the reductions in amplitude under SD with respect to LD. Light regimes are represented as described in Fig. 1. **B)** Boxplot representing rhythmic genes amplitude under LD in blue and SD in red. Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. Gene expression levels are measured as FPKM. Significance was computed according to Mann–Whitney–Wilcoxon nonparametric test. **C)** Histograms showing the distribution of the number of genes with phase at specific time points during the day under LD (blue, top) and SD conditions (red, bottom). ZTN, Zeitgeber time *N*, marks the time point *N* hours after dawn (lights on). **D)** Circular heatmap representing the temporal organization of gene expression profiles under LD conditions. Dark blue stands for low expression, whereas yellow represents high expression. Genes are clustered depending on their phases. Genes with phase at ZT0 are located in the outer circle, while genes with phase at subsequent zeitgeber (ZT) are placed sequentially into inner circles. Biological processes enriched in the gene set with phase at each specific time point are depicted capturing the transcriptional program over diel cycles under LD condition. **E)** Similarly, circular heatmap representing the temporal organization of the transcriptional program under SD condition. **F)** Gene expression profiles during 3 consecutive days under LD (blue line) and SD (red line) of *Ferredoxin-NADP* *+* *reductase* (*ostta18g01250*, *FNR*). **G)** Bar plots representing in different green colors from top to bottom are the number of arrhythmic, single-peak rhythmic, and 2 peaks rhythmic genes under LD and SD conditions. **H)** Gene expression profiles during 3 consecutive days under SD and 2 consecutive days under free-running conditions consisting of LL or DD of *FNR* (*ostta18g01250*). This gene exemplifies how 2 peaks expression patterns under SD conditions could emerge as the combination of 2 distinct rhythmic profiles. One depending on the photoperiod (dotted line) with phase marked with a gray vertical arrow maintaining its rhythmicity only under LL (top). Another expression profile is apparent depending on the skotoperiod (dashed line) with phase marked with a black vertical arrow maintaining its rhythmicity only under DD (bottom).

Gene clusters were defined based on peak phases (Supplementary Table S2). Distinct diel timings of maximum gene expression levels for specific biological processes were identified by performing functional enrichment analysis over each gene cluster under LD (Fig. 3D; Supplementary Fig. S6) or SD conditions (Fig. 3E; Supplementary Fig. S7). Changes in the phase of biological processes under LD and SD conditions were detected. These differences in diel timings were produced by the previously mentioned advanced gene phases under SD with respect to LD. For example, genes involved in photosynthesis peak at ZT8 under LD and at ZT4 under SD, midday coinciding with the moment of maximal light irradiance in both conditions. Similarly, genes involved in DNA replication reached maximum expression level at late day (ZT12) under LD, and at early night (ZT8) under SD. 

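PsaF was highest at ZT8 in LD, with 4200 ± 941 (SD, n = 3) FPKM, and at ZT4 in SD, with 4469 ± 614 FPKM (adjusted p = 3.2e-05 and 0.0011, permutation rank test). So were all 6 photosynthesis genes shown in the legends, with median shifts of -4.44 h (exact sign test p = 0.031). Of 35 photosystem and PsbP-family genes, 32 were rhythmic in LD and 29 in SD, with mean peaks at 8.2 h and 5.1 h. Their highest mean was at ZT8 in 16 of 32 in LD and at ZT4 in 18 of 29 in SD. The shift was -4.62 h (26 of 27 earlier, exact p = 4.2e-07). Chlorophyll a/b-binding proteins, whose copies may share reads, peaked at 7.6 h and 4.2 h (17 of 17 earlier, exact p = 1.5e-05), and the genes of chlorophyll and haem synthesis at 6.1 h and 1.0 h (15 of 15, exact p = 6.1e-05). In SD 23 of the 35 photosystem and PsbP genes had 2 local maxima a day, and so did 4502 of all 7668 genes, a share close to it.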

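MCM9 (ostta05g01680), a helicase of the MCM family, was highest at ZT12 in LD, with 30.7 ± 6.96 (SD, n = 3) FPKM, and at ZT8 in SD, with 30.8 ± 2.83 FPKM (adjusted p = 5.1e-04 and 9.1e-05, permutation rank test). All 6 DNA replication genes of the legends had these same time points, with mean fitted peaks at 13.0 h and 7.0 h. In the wider list of 24 DNA replication factors, 23 were rhythmic in LD and 19 in SD, and 17 of 23 were highest at ZT12 in LD and 17 of 19 at ZT8 in SD. Their mean peaks were 14.1 h and 7.6 h, with a median shift of -5.92 h (19 of 19 earlier, exact sign test p = 3.8e-06). Core histones, which pack the new DNA, peaked later than these factors, at 16.5 h in LD and 11.9 h in SD.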

Rearrangements in the order of peak phases for biological processes were also found. For instance, under LD conditions, genes involved in amino acid biosynthesis, ribosome biogenesis, and translation reached their highest level at ZT20, ZT0, and ZT4, respectively. However, in SD conditions, ribosome biogenesis genes were upregulated at ZT12, while both amino acid biosynthesis and translation-related genes reached maximum expression levels at ZT16.

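DAHP, of aromatic amino acid synthesis, was highest in LD at ZT20 (264 ± 14.2 (SD, n = 3) FPKM), UTP14, of ribosome biogenesis, at ZT0 (77.6 ± 12.5 FPKM), and EF1B, of translation, at ZT4 (739 ± 72.2 FPKM), each rhythmic by the permutation rank test (adjusted p = 7.2e-05, 3.2e-05 and 1.2e-04). All 6 legend genes of each group had their highest mean at these same points. The mean fitted peaks were 20.6 h for amino acid synthesis, 21.6 h for ribosome biogenesis and 1.5 h for translation. In the lists made from annotation, 16 of 29 rhythmic genes of ribosome biogenesis were highest at ZT0, with a mean peak at 20.7 h. Of the ribosomal proteins 33 of 65 were highest at ZT4, and of the aminoacyl-tRNA synthetases, which load tRNAs, 13 of 38 at ZT0, with a mean peak at 23.1 h.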

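In SD, DAHP reached 220.4 ± 30.3 (SD, n = 3) FPKM at ZT12 and 218 ± 20.6 FPKM at ZT16, UTP14 was highest at ZT12 (45.4 ± 7.73 FPKM) and EF1B at ZT16 (471 ± 46.6 FPKM), with adjusted p of 2.0e-04, 1.2e-04 and 7.5e-04 by the permutation rank test. The highest mean was at ZT12 in 5 of 6 legend genes of amino acid synthesis and in 5 of 6 of ribosome biogenesis, and at ZT16 in 5 of 6 of translation. The mean fitted peaks of these groups were 14.1 h, 13.9 h and 15.5 h. In the wider lists, ribosome biogenesis was highest at ZT12 in 24 of 28 rhythmic genes, with a shift of -7.40 h (27 of 27 earlier, exact sign test p = 1.5e-08), and ribosomal proteins at ZT16 in 43 of 78. Ribosomal proteins were also lower in their mean level in SD for 35 of 90 genes and higher for 5 by limma (35 and 5 adjusted over the list alone, and 21 and 1 on 1 value per sample number).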

To identify potential regulators of these distinct diel timings, transcription factor-binding sites (TFBS) enrichment analysis was performed over the promoters of genes in each time point cluster (Fig. 4). DNA motifs recognized by the families of plant transcription factors myeloblastosis (MYB), DNA-binding with one finger (DOF), basic leucine zipper (bZIP), cysteine-rich polycomb-like protein (CPP), and Homeobox were identified, suggesting a key role in regulating diel rhythmic gene expression patterns. Gene clusters corresponding to different time points under LD and SD conditions exhibited enrichment for the same DNA motifs, as these clusters share many genes in common due to the advanced gene phases under SD compared to LD. For instance, gene clusters corresponding to ZT12 under LD and ZT8 under SD showed enrichment for the DNA sequence recognized by the CPP transcription factor family. This family has been implicated in cell proliferation in *Arabidopsis* (Wang et al. 2018). Consistent with these findings the genes *ostta20g00800* and *ostta09g04220*, encoding CPP transcription factors, peaked at ZT12 under LD and ZT8 under SD conditions. 

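The gene on chromosome 20 had 29.1 ± 15.3 (SD, n = 3) FPKM at ZT12 and 0.569 ± 0.534 FPKM at ZT0 in LD, and 28.5 ± 11.0 FPKM at ZT8 and 2.21 ± 1.92 FPKM at ZT0 in SD (adjusted p = 0.0066 and 9.7e-04, permutation rank test). The gene on chromosome 9 was highest at ZT12 in LD too, with 108 ± 6.57 FPKM, while in SD it had 175 ± 64.7 FPKM at ZT4 and 132 ± 42.5 FPKM at ZT8 (adjusted p = 1.2e-04 and 0.019, permutation). Fitted peaks lay at 12.8 ± 0.9 h and 7.9 ± 1.0 h for the first and 12.5 ± 0.4 h and 5.3 ± 0.9 h for the second, in LD and SD, with the shift past the threshold for both. Binding sites in promoters were not analysed here.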

Notably, the evening element (EE) motif, AAATATCT, was significantly identified in the promoters of the genes peaking at ZT12 under LD conditions and ZT0 and ZT4 under SD conditions. In *Arabidopsis*, the EE is associated with the binding site of CCA1 (Harmer et al. 2000). This transcription factor binds to its targets in the morning to repress their expression, resulting in maximum expression later in the evening (Kamioka et al. 2016). A similar gene expression pattern is observed in our transcriptomic data from *Ostreococcus*, suggesting a strong conservation at the central core of the circadian clock between *Arabidopsis* and *Ostreococcus*. Based on the presence of the EE in the gene promoters discussed above, CCA1 *Ostreococcus* orthologue, *ostta06g02340*, would be expected to bind in the morning to genes peaking at ZT12 under LD or late in the night to genes peaking at ZT0 or ZT4 under SD.

**Figure 4.**
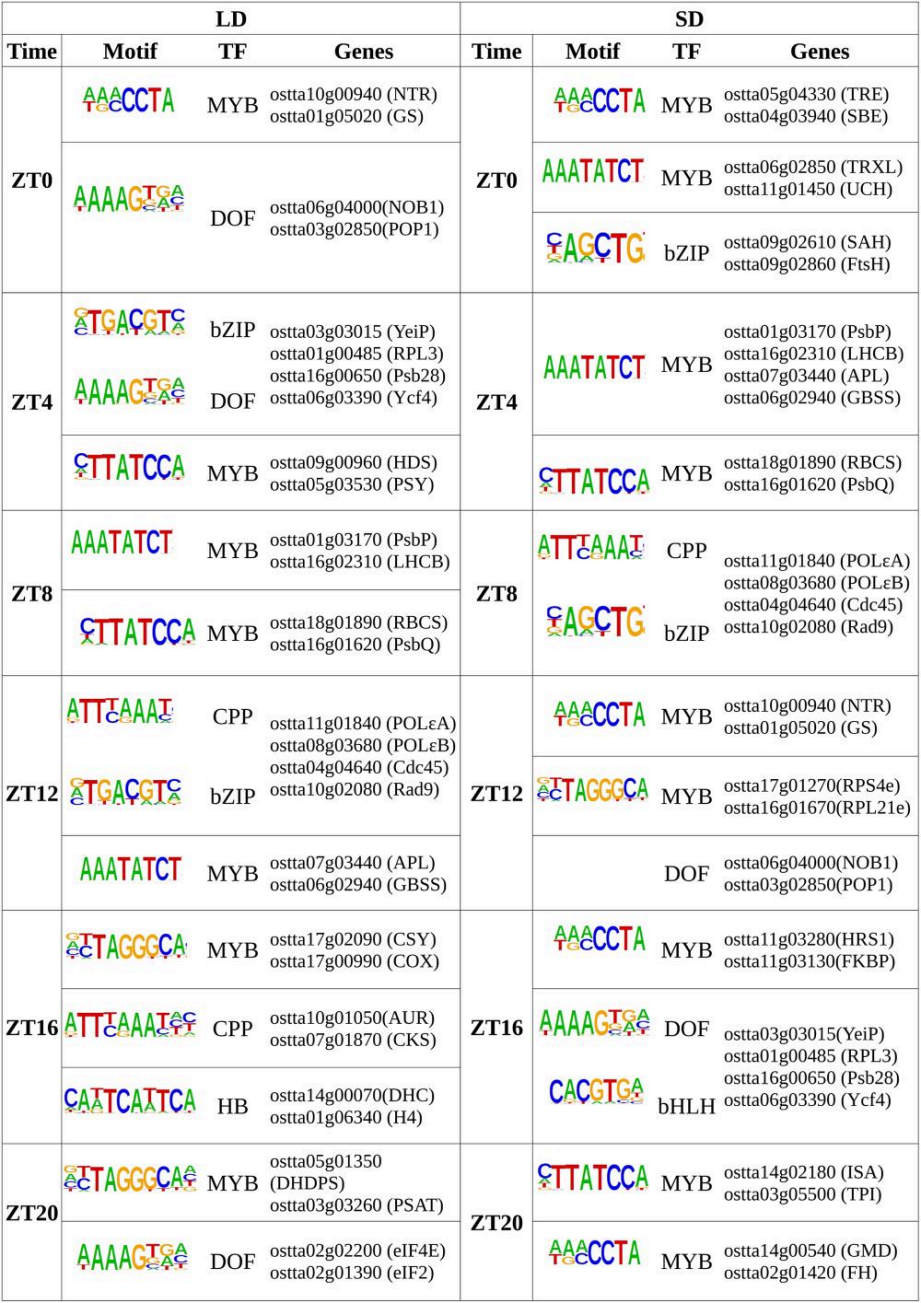
TFBS enriched in each time point gene cluster under LD and SD conditions.

To capture the previously described changes in the phase and amplitude of rhythmic gene expression profiles resulting from photoperiodic variations, a co-sinusoidal dynamical model was developed. This model predicts the phase and amplitude of each rhythmic gene for a specific day of the year using linear interpolation between the phase and amplitude identified under LD or SD entrainment (Video 1). Previously published microarray data, generated under neutral day conditions (ND) (12 h light:12 h dark) (Monnier et al. 2010) were used to evaluate its predictive power. The phases of approximately two-thirds (63%) of the rhythmic genes were successfully predicted with ±4 h error. The limited predictive power of our model suggests that while two-thirds of the rhythmic genes respond to changes in photoperiod by gradually adjusting their phases, the remaining one-third exhibit a more complex response to photoperiod changes.

**Video 1.** Changes in the phase and amplitude of rhythmic gene expression profiles as a consequence of seasonal photoperiod lengthening/shortening. Animation illustrating how seasonal photoperiod lengthening may result in a gradually delayed phase coupled to a gradual increase in amplitude. Accordingly, seasonal photoperiod shortening may result in a gradually advanced phase coupled to a gradual decrease in amplitude. White rectangles represent photoperiods (light periods or days) and color-filled rectangles correspond to skotoperiods (dark periods or nights). Transitions from red to blue colors and vice versa represent seasonal changes in photoperiods and skotoperiods.

Another difference observed between LD and SD conditions was related to the occurrence of gene expression profiles with 2 daily peaks (Fig. 3F). 

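STX-12g (ostta12g01130), a syntaxin of membrane fusion, had 2 maxima a day in SD, 269 ± 63.9 (SD, n = 3) FPKM at ZT0 and 191 ± 12.5 FPKM at ZT12, with 86.5 ± 6.48 and 178 ± 33.1 FPKM at ZT4 and ZT20 (adjusted p of a 12 h rhythm = 0.04, permutation rank test). UFD (ostta09g00750), which helps to pull ubiquitin-marked proteins to the proteasome, had 120.2 ± 26.0 FPKM at ZT0 and 78.9 ± 4.72 FPKM at ZT12 against 35.1 ± 5.80 FPKM at ZT4 and 73.4 ± 16.4 FPKM at ZT20 (adjusted p = 0.021, same permutation test). FNR showed 2 maxima in SD without a call, 1301 ± 124 FPKM at ZT4 and 1524 ± 184 FPKM at ZT20 with 840.0 ± 111 FPKM at ZT12 (12 h adjusted p = 0.089, permutation), and a single one in LD, 2173 ± 105 FPKM at ZT4. A 12 h rhythm was called for 289 genes in SD, 206 of them with maxima at ZT0 and ZT12, and for 1 gene in LD, ostta08g01350, which is outside the rule for naming genes and picked after its value was seen. At an unadjusted p under 0.05 there were 1382 and 230 genes, and with 12 h terms in limma 2228 and 1117. The count in SD was 0, 0 and 33 without sample numbers 1, 2 and 3, and 103 with upper-quartile scaling. Heat shock and DnaJ proteins had 7 of 59 members among the calls and protein kinases 6 of 70.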

Although gene profiles with 2 peaks were detected in both LD and SD cultures (Supplementary Table S3), a drastic increase in the number of genes with bimodal rhythmicity was observed under SD condition (1,855 versus 376 genes; Fig. 3G). 

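UFD had 64.7 ± 8.83 (SD, n = 2) FPKM at CT0 and 60.7 ± 13.6 FPKM at CT12 in LL after SD, and in DD 169 ± 35.1 FPKM at CT8 and 97.3 ± 28.4 FPKM at CT20 (24 h rhythm adjusted p = 0.62 in LL and 0.089 in DD, permutation rank test). STX-12g in DD had 309 ± 69.3 and 268 ± 14.7 FPKM at these times (adjusted p = 0.4, permutation), and in LL 128 ± 11.2 FPKM at CT0 and 112 ± 1.21 FPKM at CT12 (adjusted p = 0.95). Of the 289 genes with 2 maxima in SD, 79 had 2 local maxima in DD and 215 in LL, where small changes between 2 samples also make local maxima. A 24 h rhythm was called in DD for 171 of them and in LL for 0 (25 at an unadjusted p under 0.05). A 12 h rhythm at an unadjusted p under 0.05 was left for 1 in DD and 19 in LL.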

Bimodal rhythmicity was not maintained under free-running conditions in which distinct single-peak profiles were apparent under LL and DD (Fig. 3H). Nonlinear squares (Baty et al. 2015) were applied to decompose the observed bimodal gene profile in SD-entrained cultures into 2 different single-peak profiles, one peaking during the photoperiod and the other during the skotoperiod. 

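FNR, a photosynthesis gene, gives an example after SD. In LL it had 1503 ± 89.4 (SD, n = 2) FPKM at CT0 and 1293 ± 89.6 FPKM at CT12 without a rhythm call (adjusted p = 0.51, permutation rank test). It was called there with the sample number as a replicate block (adjusted p = 0.026, permutation). In DD it was highest at CT0, with 1373 ± 452 FPKM, and rhythmic. In the genes with 2 maxima in SD, fitted peaks in DD gathered around 7.67 h (resultant length 0.825), the end of the former light period, and those in LL were spread (mean 19.2 h, resultant length 0.232). Fitted 24 h amplitudes of these genes were 3.46 times those of SD in DD, across 2 tables, and 0.462 times in LL (medians). This set, called by the 12 h rank test, falls to 0 genes without sample number 1 or 2. Over the 1855 genes of Table S3 the ratios were 1.91 and 0.429, and over 2228 genes called by 12 h terms in limma 1.20 and 0.278, with resultant lengths in DD of 0.647 and 0.478. A 24 h cosine fits 2 daily peaks poorly, which lowers the amplitude in SD and raises these ratios. The peak of UFD in DD lay at 7.4 ± 1.1 h and that of STX-12g at 5.5 ± 1.9 h (standard error of the fit).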

Under LL free-running condition, only the photoperiod-peaking profile was maintained, whereas under DD condition only the skotoperiod-peaking profile was present. For genes with bimodal rhythmicity, a dynamical model was developed combining 2 distinct co-sinusoidal profiles to capture changes in the phase and amplitude, resulting from changes in photoperiod length. Under LD conditions, these profiles overlap in time producing a single-peak profile, whereas under SD condition they become out of phase, resulting in a bimodal profile (Video 2). To test this model, predictions were run to assess rhythmicity profiles under ND conditions. The model accurately predicted the emergence of bimodal rhythmic profiles, as identified in microarray data from ND conditions, validating our model (Supplementary Fig. S8).

**Video 2.** Emergence of 2 peaks gene expression patterns as a consequence of seasonal photoperiod or day shortening (skotoperiod or night lengthening). Animation illustrating how seasonal day or photoperiod shortening (night or skotoperiod lengthening) may result in the emergence of 2 peaks gene expression patterns as a consequence of the 2 constituent gene expression profiles becoming out of phase. The observed gene expression pattern represented by a continuous thick line can result from the combination of 2 distinct expression profiles represented by thin dotted and dashed lines. One of these expression profiles (dotted line) may not respond to seasonal changes in photoperiod/skotoperiod, whereas the other one (dashed line) may experience phase shifts and amplitude changes. Under LD conditions (alternating 16 h light/8 h dark) the phases or maximum expression-level time point of both expression profiles may coincide resulting in a single-peak expression pattern. Whereas under SD conditions (alternating 8 h light/16 h dark) the phases may be reached at different time points producing a 2 peaks expression pattern. Transitions from red to blue colors and vice versa represent seasonal changes in photoperiods and skotoperiods resulting in gradual transitions from 2 peaks to a single-peak expression pattern.

### Proteome rhythmicity under photoperiodic variations and integration with transcriptomic rhythmic patterns

As proteins are the primary actors of biological processes, proteomic analyses provide a direct assessment of the functional consequences of environmental rhythms (Kay et al. 2021). In this study, a total of 3,672 proteins were successfully quantified under LD or SD conditions (Supplementary Fig. S9A), accounting for ∼48% of the predicted *Ostreococcus* proteome (Supplementary Table S4). The predicted subcellular location of these proteins indicates coverage of all subcellular locations (Supplementary Fig. S9B).

The estimated number of rhythmic proteins was notably much lower than that of rhythmic genes. Specifically, 928 and 1,442 rhythmic proteins were identified under LD and SD conditions, respectively (Fig. 5A; Supplementary Fig. S9, C and D and Table S5).

**Figure 5.**
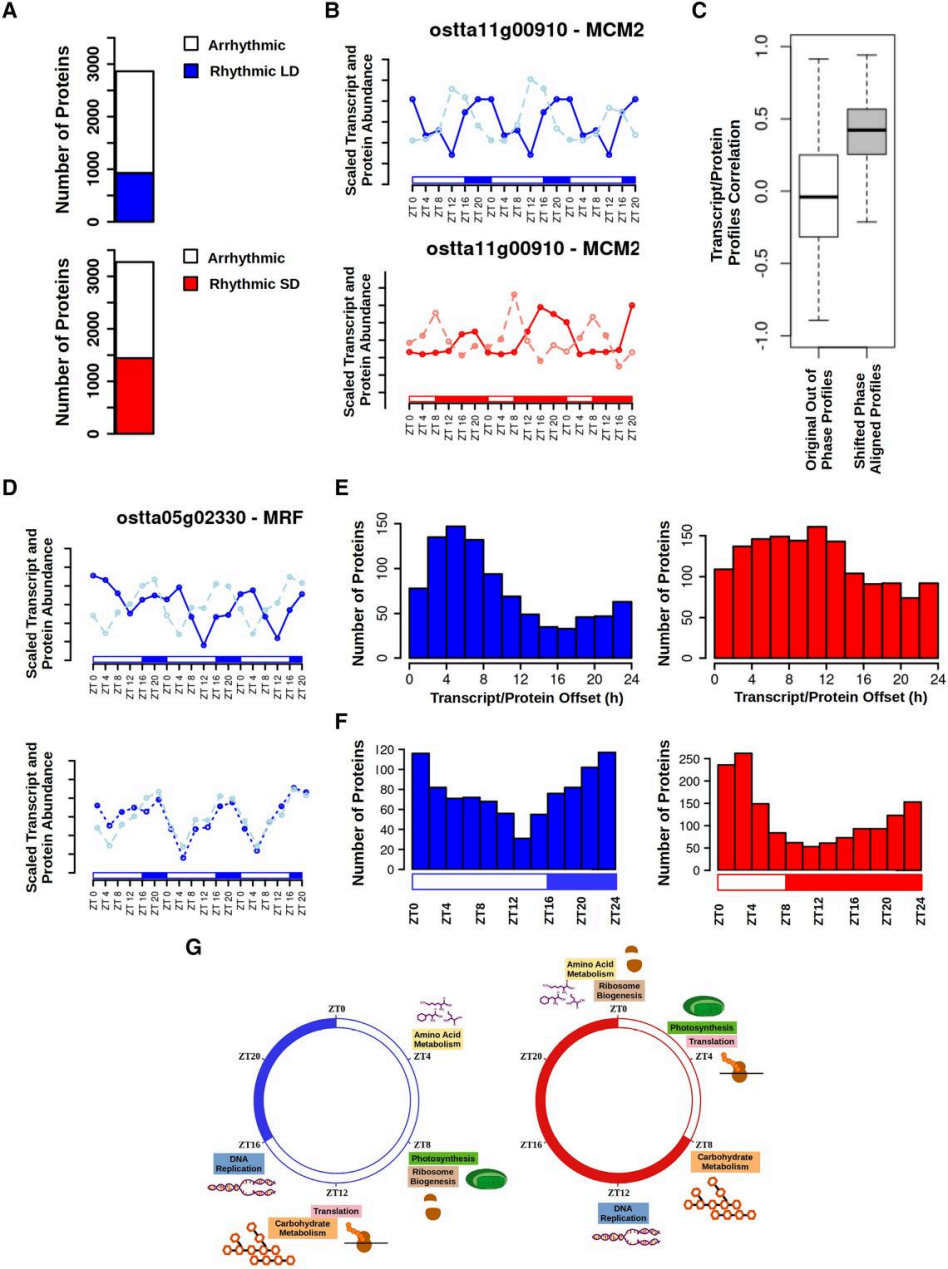
Proteome rhythmicity under alternating light/dark cycles and temporal offsets with respect to the corresponding transcriptome. **A)** Bar plots representing the number of identified proteins under LD (top) and under SD (bottom) conditions. The number of rhythmic proteins under LD condition is represented in blue and under SD condition in red. Arrhythmic proteins are represented in white. **B)** Scaled transcript (light line) and protein (dark line) abundance profiles during 3 consecutive days under LD (top, blue) and SD (bottom, red) conditions for *Minichromosome Maintenance 2* (*ostta11g00910*, *MCM2*). White rectangles represent photoperiods (light periods or days), blue- and red-filled rectangles correspond to skotoperiods (dark periods or nights) under LD and SD, respectively. ZTN, Zeitgeber time *N*, marks the time point *N* hours after dawn (lights on, ZT0). **C)** Boxplots representing the global distribution of the correlations between transcript and protein abundance profiles (white box) and shifted aligned profiles with coincident phases (gray). Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. **D)** Top, protein abundance (continuous blue line) and gene expression (dashed light blue line) profiles during 3 consecutive days under LD condition for *MA3 domain-containing translation regulatory factor* (*ostta05g02330*). Bottom, phase-aligned protein abundance (dotted blue line) and gene expression (dashed light blue line) profiles. **E)** Histograms showing the distribution of the number of proteins with specific offsets between transcript and protein abundance phases (time points of maximum transcript/protein abundance) under LD condition (left, blue) and SD condition (right, red). **F)** Histograms showing the distribution of the number of proteins with phase or maximum abundance at specific time points under LD condition (left, blue) and SD condition (right, red). **G)** Temporal organization of biological processes based on the time point when proteins involved in the corresponding process reach its maximum abundance under LD condition, left in blue, and SD condition, right in red.

Globally, temporal phase offsets were detected between rhythmic protein abundance profiles and the corresponding transcript profiles with gene expression preceding protein abundance several hours (Fig. 5B). A direct relationship between transcript and protein abundance becomes clear upon calculating correlation following phase alignment of transcript and protein profiles (Fig. 5, C and D). This suggests that protein and transcript abundance relate linearly but with a clear temporal separation. In LD conditions, the distribution of transcript/protein phase temporal offsets centered around 5 to 6 h, consistent with protein abundance following transcript abundance. However, under SD, offsets followed a more uniform distribution and were significantly longer than under LD (Fig. 5E), indicating that many proteins do not follow on predictably from transcripts. Under both conditions, a “diurnal character was observed for the *Ostreococcus* proteome with most proteins reaching maximum abundance during the day (Fig. 5F). Notably, this is in contrast with the “nocturnal character observed for the transcriptome (Fig. 3B). Transcript/protein phase offsets result in different diel timings of biological processes based on the time point when the corresponding proteins reach their maximum abundances (Fig. 5G) compared to the diel timings of maximum gene expression levels (Fig. 3, D and E).

Transcript/protein phase offsets did not correlate to any biochemical properties computed from protein sequences, such as amino acid composition, charge, or hydrophobicity (Supplementary Fig. S10). Similarly, transcript/protein phase offset did not correlate with transcript phase under LD condition. However, under SD condition transcript/protein offsets were significantly longer for transcripts peaking during the skotoperiod, ZT8, ZT12, ZT16, and ZT20, when compared to those genes with transcript phases during the photoperiod, ZT0 and ZT4 (Fig. 6A). This may be due to translation occurring preferentially during the light period as suggested in our analysis (Fig. 5G) and in previous studies for *Arabidopsis* (Seaton et al. 2018). Notably, distinct short or long transcript/protein phase offsets were observed between genes involved in different biological processes, as identified by gene ontology (GO) analyses (Fig. 6B). Specifically, biological processes associated with short offsets were DNA replication and photosynthesis. Translation on the other hand was one of the most representative biological processes exhibiting long transcript/protein offsets (Fig. 6, C and D).

**Figure 6.**
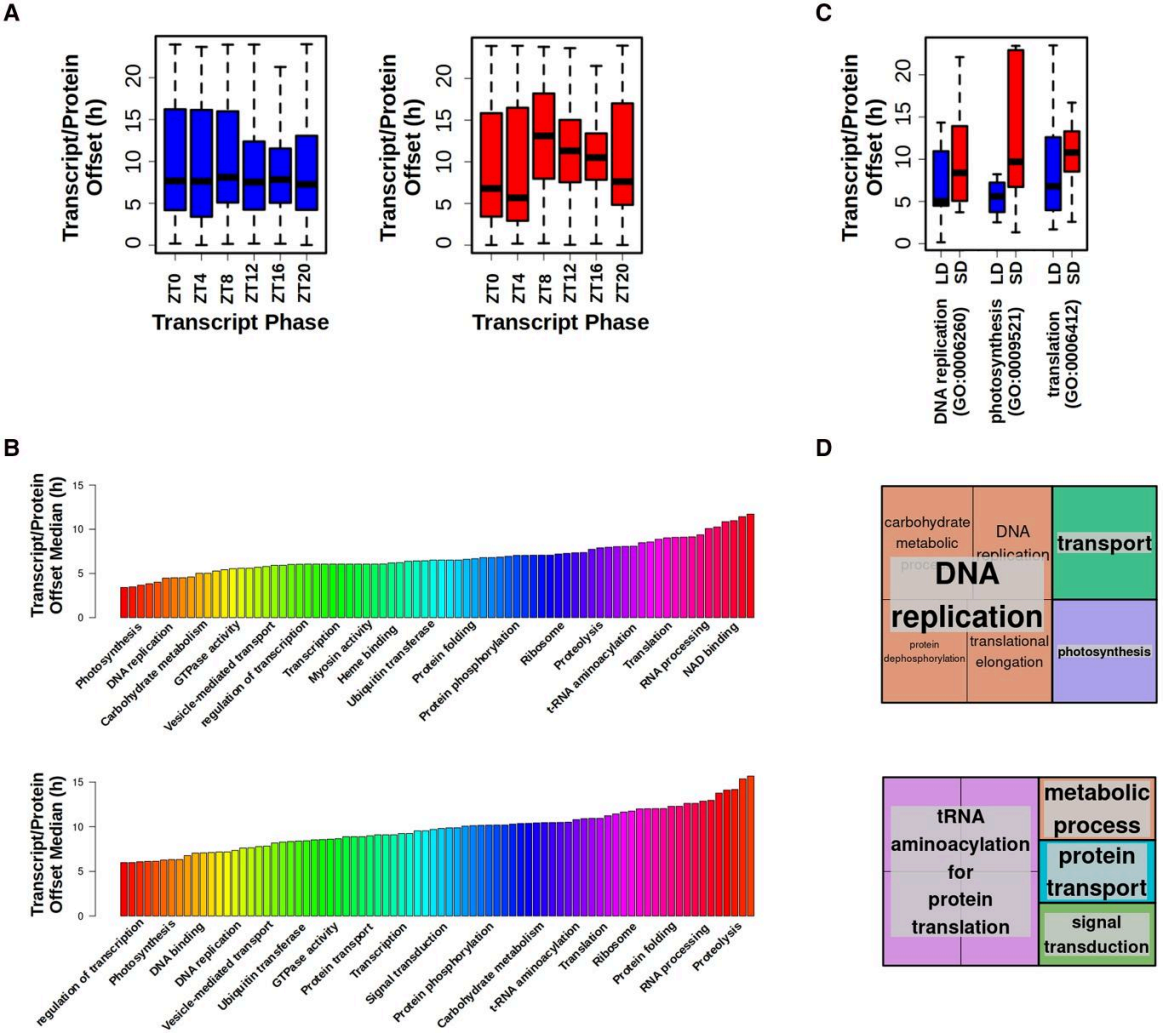
Analysis of the temporal offsets between transcript and protein abundance profiles. **A)** Boxplots representing transcript/protein offsets under LD (left, blue) and SD (right, red) conditions for different gene sets with specific phases. Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. **B)** Median transcript/protein offset for gene sets annotated with the same GO term under LD conditions (top) and SD conditions (bottom). Different biological processes identified by specific GO terms present distinct short or long transcript/protein offsets. **C)** Boxplot illustrating how genes involved in different biological processes according to their GO annotation present distinct transcript/protein offsets that are longer under SD (red) than LD (blue) conditions. Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. DNA replication (GO: 0006260), photosynthesis (GO: 0009521), and translation (GO: 0006412) are chosen as examples exhibiting short and long transcript/protein offsets. **D)** Treemaps summarizing the biological processes with shortest transcript/protein offsets (top) and with longest transcript/protein offsets (bottom). Semantically similar biological processes are grouped into the same colored rectangles. The most representative biological processes are shown for each rectangle.

### Proteome and transcriptome rhythmicity combine to orchestrate physiological rhythms

Rhythmic patterns have been described in microalgae, including *Ostreococcus*, for physiological processes such as cell division, photosynthesis, and metabolism (Mittag 2001; Moulager et al. 2007; Sorokina et al. 2011; Shi et al. 2022). In this study, transcriptomic and proteomic data have been integrated with measurements of cell-cycle progression and metabolism to elucidate the temporal orchestration that underlies dynamic physiology.

#### Cell-cycle progression

Flow cytometry was used to assess the cell cycle based on total DNA content in *Ostreococcus* observing rhythmicity in all cell-cycle phases under both LD and SD conditions (Fig. 7A; Supplementary Table S6). A reduction of ∼24% was observed in the number of cells entering S phase under SD compared to LD. In SD conditions, cells remained in either G1 or G2 phase. Furthermore, significant delays of ∼4 h were observed in the cell-cycle phases under LD compared to SD (Fig. 7A). These observations are consistent with the shifts in the time points of maximum transcript and protein abundance found under short versus long photoperiods. 

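For the transcripts, the G1 list held 9 genes rhythmic in LD and 9 in SD out of 11, the S list 30 and 25 of 35, and the G2-M list 13 and 13 of 16. Mean peaks lay at 12.8 h, 13.9 h and 14.6 h in LD and at 5.1 h, 7.9 h and 7.9 h in SD, in the order G1, S and G2-M. The S list shifted by -5.72 h (24 of 24 earlier in SD, exact sign test p = 1.2e-07), the G2-M list by -6.16 h (12 of 12, exact p = 4.9e-04) and the G1 list by -7.64 h (7 of 8, exact p = 0.07). Rb (ostta16g02100), the retinoblastoma protein that holds cells in G1, peaked at 13.5 ± 0.5 h in LD and 4.8 ± 0.5 h in SD (standard error of the fit), and PRIM1 (ostta13g02040), a primase of DNA replication, at 12.4 ± 0.4 h and 6.3 ± 0.7 h. In the G2-M list, APC6 (ostta01g01000), a subunit of the anaphase-promoting complex, peaked at 13.6 ± 0.5 h and 7.3 ± 0.5 h. The paper gives these lists as key genes of the cell cycle phases and cites an earlier publication for them. Whether these samples also shaped the choice is not stated, so the lists may not be independent evidence.

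**Figure D2:**
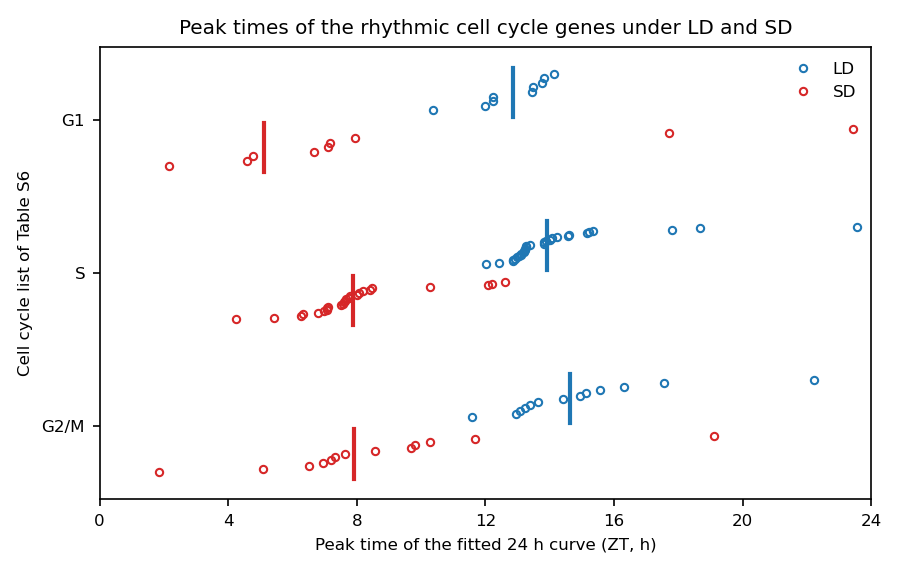
Fitted peak time of each rhythmic gene of the G1, S and G2-M lists in LD (blue) and SD (red). Points are genes and the bar is their circular mean, which for the S list lies at 13.9 h in LD and 7.9 h in SD.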

For key genes associated with different cell-cycle phases (Robbens et al. 2005), the corresponding phase of transcript and protein abundance under LD and SD conditions were assessed (Supplementary Table S6). Transcript and protein abundance profiles were compared to the cell-cycle phases using violin plots. Clear temporal offsets were observed with gene expression preceding protein abundance levels and shorter temporal offsets between protein abundance and the cell percentage in each cell-cycle phase (Fig. 7B). These gene expression and protein abundance profiles refer to the genes associated with different cell-cycle phases in Supplementary Table S6.

**Figure 7.**
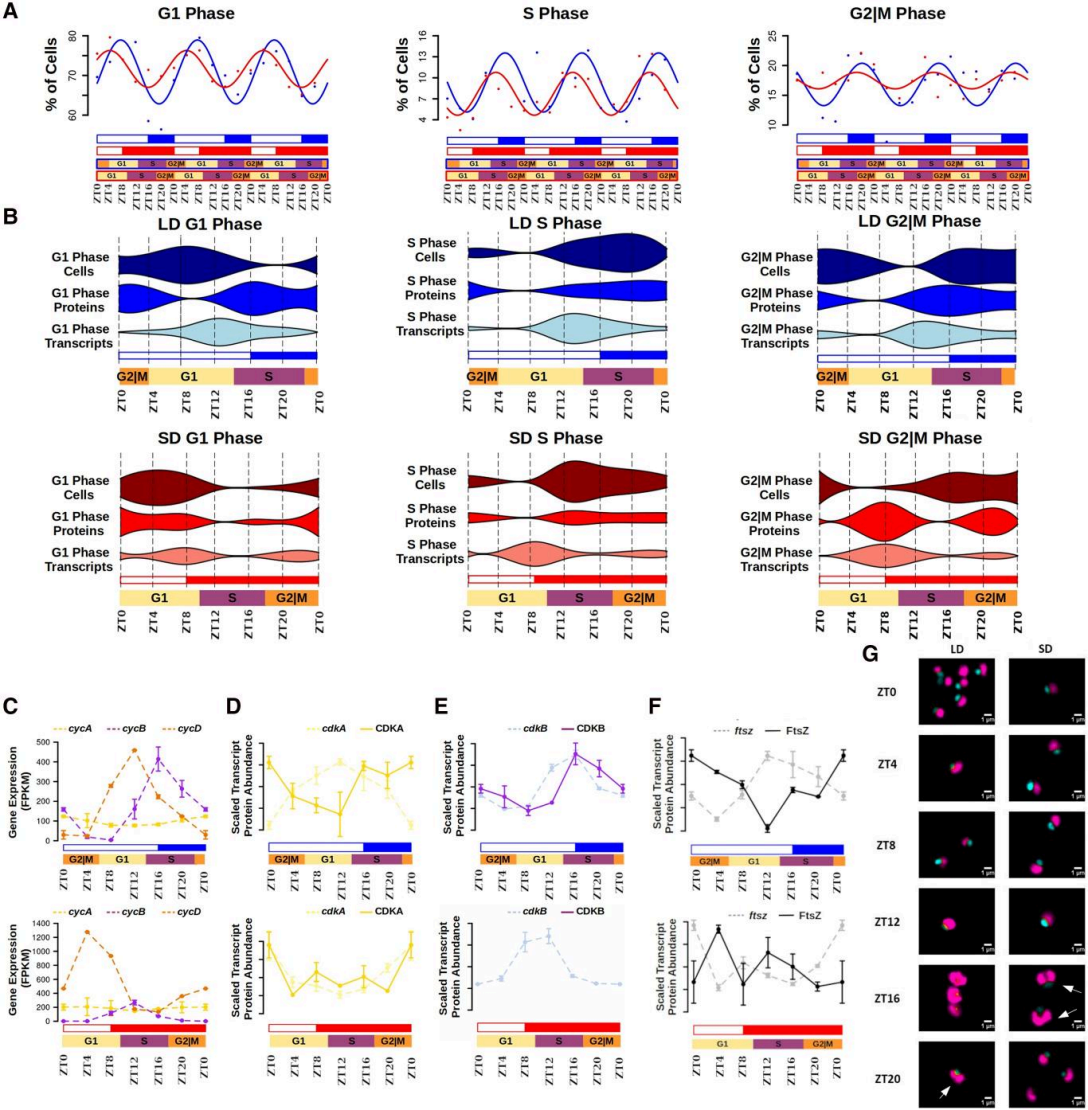
Cell cycle progression rhythmicity and integration with transcriptome and proteome dynamics under long and SD conditions. **A)** Dots correspond to flow cytometry measurements and lines represent the co-sinusoidal model best fitting these data. LD (in blue) and SD (in red) conditions are represented. White rectangles represent photoperiods (light periods or days), blue- and red-filled rectangles correspond to skotoperiods (dark periods or nights) under LD and SD, respectively. ZTN, Zeitgeber time *N*, marks the time point *N* hours after dawn (lights on, ZT0). Cell cycle phases are framed by blue and red rectangles for LD and SD, respectively. Gap 1 (G1) phase is represented by yellow rectangles, DNA synthesis (S) phase by purple rectangles, and Gap2 and Mitotic (G2|M) phase by orange rectangles. **B)** Violin plots integrating, from top to bottom, the percentage of cells in each cell cycle phase with protein and transcript abundance profiles under LD (top, blue) and SD (bottom, red) conditions. Violin widths represent the corresponding average percentage of cells, transcript and protein abundance. **C)** *Cyclin A* (*cycA*, yellow); *B* (*cycB*, purple); and *D* (*cycD*, orange) mean gene expression of 3 consecutive days measured as FPKM under LD (top, blue) and SD (bottom, red) conditions. For each time point standard errors are represented as vertical lines. **D to F)** Mean scaled transcript (dashed light) and protein (continuous line) abundance profiles of 3 consecutive days for CDKA, CDKB, and filamentous temperature-sensitive Z (FtsZ) under LD (top, blue) and SD (bottom, red) conditions. For each time point Se are represented as vertical lines. **G)** Confocal microscopy images of *Ostreococcus* cells at different time points (rows) under LD (left column) and SD (right column) conditions. Cyan marks nuclear DNA, while purple represents chloroplast fluorescence. White arrows point to cells with 2 chloroplasts.

Cyclins and cyclin-dependent kinases (CDKs) are essential components of the molecular machinery governing cell-cycle progression (Corellou et al. 2005). Their gene expression and protein abundance profiles were examined and integrated with the temporal cell-cycle phase progression under LD and SD (Fig. 7, C to E). *CyclinD* (*CYCD, ostta18g01570*) expression increased from the beginning to the middle of the G1 phase (ZT4—ZT9 under LD; ZT0—ZT5 under SD), consistent with a role in promoting cell-cycle entry and progression to the S phase. 

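CYCD had 23.9 ± 5.50 (SD, n = 3) FPKM at ZT4 and 278 ± 95.7 FPKM at ZT8 in LD, rising to 459 ± 92.1 FPKM at ZT12. In SD it had 468 ± 75.1 FPKM at ZT0 and 1277 ± 219 FPKM at ZT4 (adjusted p = 4.3e-05 in LD and 2.1e-04 in SD, permutation rank test). The fitted peak moved from 12.2 ± 0.5 h to 4.6 ± 0.5 h (standard error of the fit). Its mean level was higher in SD, 558 against 189.6 FPKM (log2 1.81, standard error 0.11, adjusted p = 1.7e-13, limma).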

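After its maximum the G1 cyclin CYCD fell from 459 ± 92.1 FPKM at ZT12 to 124 ± 34.5 FPKM at ZT20 in LD, and from 1277 ± 219 FPKM at ZT4 to 175 ± 7.84 FPKM at ZT12 in SD. CYCB (ostta01g06150), the mitotic cyclin, rose from 3.38 ± 3.30 (SD, n = 3) FPKM at ZT8 to 414 ± 106 FPKM at ZT16 in LD and from 1.85 ± 1.76 FPKM at ZT4 to 267 ± 59.0 FPKM at ZT12 in SD, with fitted peaks at 17.5 ± 0.5 h and 11.7 ± 0.6 h (adjusted p in SD = 1.3e-04, permutation rank test).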

During the second half of the G1 phase and the first half of the S phase (ZT9—ZT18 under LD and ZT5—ZT14 under SD), *CyCD* expression decreased, while *Cyclin B* (*CYCB, ostta01g06150*) expression increased, consistent with its role in inducing progression toward G2|M phase. 

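The mitotic kinase CDKB (ostta15g00670) rose in LD from 16.2 ± 2.88 (SD, n = 3) FPKM at ZT4 to 541 ± 71.3 FPKM at ZT16, and in SD from 2.06 ± 0.401 FPKM at ZT0 to 303 ± 80.7 FPKM at ZT12 (adjusted p = 7.2e-05 and 1.3e-04, permutation rank test). Its fitted peak lay at 15.6 ± 0.4 h in LD and 10.3 ± 0.6 h in SD.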

A similar pattern was observed for both transcript and protein abundance of *cyclin-dependent kinase B* (*CDKB, ostta15g00670*) under LD and SD. *Cyclin A* (*CycA, ostta02g00150*) was lowly expressed, peaking during G2|M phase (ZT0 under LD and ZT20 under SD). 

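CYCA had 123 ± 9.57 (SD, n = 3) FPKM at ZT0 and 77.5 ± 10.9 FPKM at ZT12 in LD, with a rhythm call (adjusted p = 0.026, permutation rank test). In SD it had 202 ± 74.6 FPKM at ZT0 and 207 ± 105 FPKM at ZT4 and 199 ± 30.0 FPKM at ZT20 and no call (adjusted p = 0.38, same permutation test, and 0.56 by limma). Its mean level was higher in SD than in LD, 186 against 95.0 FPKM (log2 0.96, standard error 0.14, adjusted p = 2.2e-06, limma).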

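In LD the transcript of the kinase CDKA (ostta04g00110) rose from 26.8 ± 7.89 (SD, n = 3) FPKM at ZT0 to 90.8 ± 6.11 FPKM at ZT12 and had 62.9 ± 17.0 FPKM at ZT20 (adjusted p = 0.0022, permutation rank test), with a fitted peak at 12.0 ± 0.8 h (standard error of the fit).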

*Cyclin-dependent kinase A* (*CDKA, ostta04g00110*) transcript abundance peaked at the end of the G1 phase (ZT12) under LD conditions, preceding the protein abundance peak at ZT20 during the S phase. However, in SD conditions, *CDKA* gene expression and protein abundance both peaked at ZT0 at the end of the G2|M phase with no apparent temporal offset. 

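CDKA transcripts in SD had 124 ± 27.1 (SD, n = 3) FPKM at ZT0 and 77.7 ± 6.36 FPKM at ZT12 (adjusted p = 0.0069, permutation rank test). The fitted peak was 23.4 ± 0.9 h, a shift from LD past the threshold, and the daily profiles differed between photoperiods (adjusted p = 1.0e-05, limma). In DD after SD it cycled as well, with 67.3 ± 16.7 FPKM at CT0 and 55.9 ± 12.2 FPKM at CT12 (adjusted p = 0.015, permutation).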

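FtsZ (ostta07g01610), the tubulin-like protein of the chloroplast division ring, rose in LD from 215 ± 33.6 (SD, n = 3) FPKM at ZT4 to 783 ± 74.2 FPKM at ZT12 (adjusted p = 4.6e-04, permutation rank test). In SD it had 1107 ± 93.4 FPKM at ZT0, 432 ± 54.0 FPKM at ZT4 and 700.5 ± 108 FPKM at ZT8, without a 24 h or 12 h rhythm call (adjusted p = 0.11 and 0.077, permutation).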

Genes involved in chloroplast division, such as *Filamentous Temperature-Sensitive Z* (*FtsZ*, *ostta07g01610*), peaked at the end of the G1 phase (ZT12 in LD and ZT8 in SD), preceding the protein peaks reached during the transition S/G2|M phase (ZT0 in LD and ZT16 in SD; Fig. 7F). Confocal microscopy images validated these findings by identifying cells with 2 chloroplasts as a result of recent divisions at ZT20 under LD and ZT16 under SD (Fig. 7G).

#### Photosynthesis and starch biosynthesis

The photosynthetic machinery must dynamically adapt to seasonal photoperiodic variations in diel cycles to optimize energy conversion (Masojídek et al. 2021). To assess the overall integrity and efficiency of photosystem II (PSII), the maximum quantum efficiency, Fv/Fm, was measured throughout diel cycles under LD and SD conditions (Fig. 8A). Fv/Fm measurements exhibited rhythmicity under both LD and SD conditions, peaking at ZT8 in both the cases, albeit slightly lower (7%) under SD compared to LD. In contrast, Fv/Fm reached its minimum at the end of the photoperiod (ZT16) under LD but at early night (ZT12) under SD, with a 19% reduction. Violin plots were used to compare Fv/Fm measurements with transcript and protein abundance profiles of genes associated with PSII (Fig. 8B). Under LD conditions, no temporal offsets were observed between the time points of maximum transcript and protein abundances and the highest Fv/Fm values. However, under SD condition, short temporal offsets were identified between profiles. Specifically, the early increase in gene expression at dusk, observed in, for example, genes encoding components of the oxygen evolving complex *PSII subunits O*, *P*, and *Q* (*PsbO*, *ostta14g00150*; *PsbP*, *ostta14g02630*; and *PsbQ*, *ostta16g01620*) precede a concomitant increase in protein abundance and Fv/Fm values during the second half of the night (Fig. 8C; Supplementary Fig. S11). 

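In SD, PsbO rose from 508 ± 13.6 (SD, n = 3) FPKM at ZT12, after dusk, to 1716 ± 248 FPKM at ZT20 and 5420 ± 61.7 FPKM at ZT4. PsbP rose over these times from 482 ± 94.8 to 1993 ± 382 and 6047 ± 323 FPKM, and PsbQ from 309 ± 31.0 to 892 ± 174 and 3566 ± 450.4 FPKM (adjusted p = 0.0011, 4.2e-04 and 0.0029, permutation rank test). In LD the night values were lower: PsbO had 194 ± 48.7 FPKM at ZT20 and its maximum of 5131 ± 142 FPKM at ZT8. The profiles of all 3 differed between photoperiods (adjusted p = 1.0e-16, 2.6e-16 and 7.6e-11, limma). Fitted peaks in LD were at 8.7 ± 0.2 h for PsbO, 9.3 ± 0.2 h for PsbP and 8.9 ± 0.2 h for PsbQ, and in SD at 4.6 ± 0.7 h, 4.5 ± 0.7 h and 5.2 ± 0.7 h (standard errors of the fit).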

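PetC (ostta01g06610), the Rieske iron-sulphur protein of cytochrome b6f, had 4887 ± 1268 (SD, n = 3) FPKM at ZT8 in LD, and in SD 1901 ± 404 FPKM at ZT4 and 1799 ± 529.9 FPKM at ZT16 with 1483 ± 224 FPKM between them at ZT12. Ferredoxin (ostta17g00310), which takes electrons from photosystem I, had 4371 ± 403 FPKM at ZT4, 2105 ± 383 FPKM at ZT12 and 4286 ± 848 FPKM at ZT20, and the ATP synthase delta subunit (ostta07g01350) 2679 ± 141, 1464 ± 63.3 and 2173 ± 188 FPKM at these times. A 12 h rhythm in SD was not called for any of the 3 (adjusted p = 0.58, 0.3 and 0.068, permutation rank test). A 24 h rhythm in SD was called for ferredoxin and the ATP synthase subunit (adjusted p = 0.048 and 0.022, permutation).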

Similar expression patterns resulting in profiles with 2 peaks under SD conditions were found in genes such as *Protein Electron Transfer C* (*PetC*, *ostta01g06610*), *Ferredoxin* (*Fd*, *ostta17g00310*), and *ATPase delta subunit* (*ATPD*, *ostta07g01350*) coding for key components of Cytochrome b6f, photosystem I (PSI), and ATP synthase, respectively (Fig. 8C; Supplementary Fig. S11). These genes constitute examples of the emergence of 2 peaks under SD conditions, one induced by the photoperiod maintained only under LL, and the other one by the skotoperiod, maintained only under DD. Moreover, these genes maintained rhythmicity under all conditions except LL after SD entrainment indicating a strong control of the circadian clock over them and a detrimental effect of LL over their rhythmicity after an entrainment with short photoperiod.

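In DD after SD a 24 h rhythm was called for PetC, with 1618 ± 415 (SD, n = 2) FPKM at CT0 and 439 ± 106 FPKM at CT8, and for ATPD, with 2324 ± 203 FPKM at CT0 and 957 ± 107 FPKM at CT8 (adjusted p = 0.027 and 0.029, permutation rank test). For Fd it was not called by that test (adjusted p = 0.11) and was called by limma (adjusted p = 0.049) and by the permutation test with the sample number as a replicate block (adjusted p = 0.011). In LL after SD none of the 3 was called, with unadjusted p of 0.47 for PetC, 0.26 for Fd and 0.011 for ATPD by the permutation test. ATPD had 2282 ± 42.9 FPKM at CT4 and 1965 ± 64.6 FPKM at CT16 there. Across the 2 tables PetC averaged 2151 FPKM in LL and 901 FPKM in DD after SD (log2 -1.50, adjusted p = 6.6e-06, limma).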

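PsbO, PsbP and PsbQ were rhythmic in LD, in SD and in DD after SD (adjusted p in DD = 0.029, 0.016 and 0.025, permutation rank test). In DD after LD limma called PsbO, with 1371 ± 858 (SD, n = 2) FPKM at CT4 and 189 ± 46.7 FPKM at CT16, as well as PsbP, PsbQ, PetC, Fd and ATPD (adjusted p = 0.0096, 0.0096, 0.0099, 0.048, 0.039 and 0.021). The permutation rank test did so for all 6 only with the sample number as a replicate block (adjusted p of PsbO = 0.019). In LL after LD the block gave calls for PsbO, PsbP and ATPD (adjusted p = 0.043, 0.043 and 0.042, permutation), not for PsbQ, PetC and Fd (0.22, 0.3 and 0.13), and without it none was called. In LL after SD none of the 6 was called by any of these tests. From its calls the paper concludes that the clock has a strong hold on these genes and that LL after a short photoperiod weakens it.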

**Figure 8.**
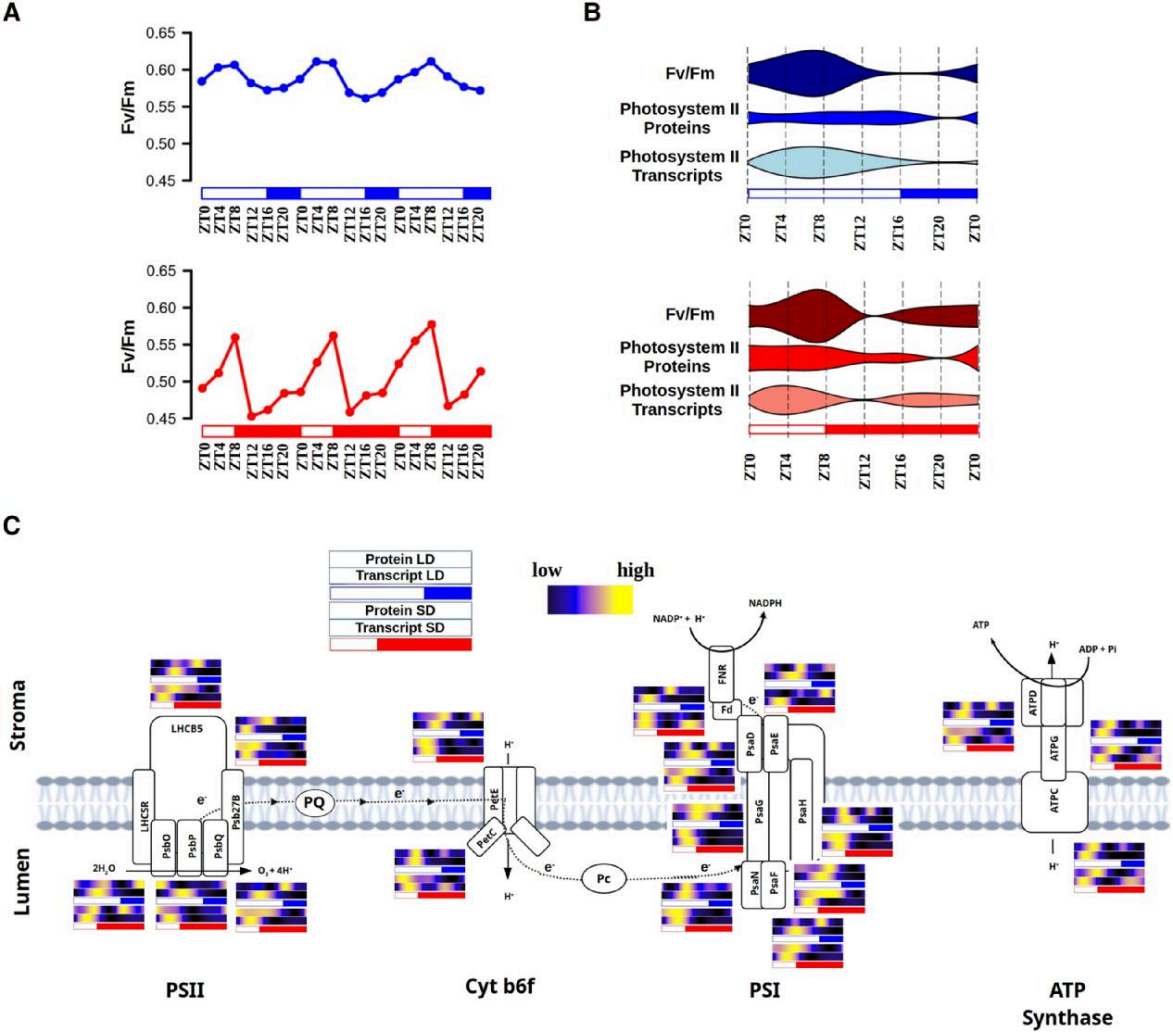
Integration of photosynthetic efficiency profiles with transcriptome and proteome dynamics under LD and SD conditions. **A)** PSII maximum quantum efficiency, Fv/Fm, during 3 consecutive days under LD (top in blue) and SD (bottom in red) conditions. White rectangles represent photoperiods (light periods or days), blue- and red-filled rectangles correspond to skotoperiods (dark periods or nights) under LD and SD. **B)** Violin plots integrating, from top to bottom, Fv/Fm values with PSII protein and transcript abundance profiles under LD (top, blue) and SD (bottom, red) conditions. Violin widths represent the corresponding average Fv/Fm values, PSII protein and transcript abundance. **C)** Graphical representation of photosynthesis processes involving PSII, cytochrome b6f (Cyt b6f), PSI, and ATP Synthase. For each enzyme its corresponding protein and transcript abundances under LD, top in blue, and SD conditions, bottom in red, are represented using heatmaps. Black represents low, blue medium, and yellow high abundances. White rectangles represent photoperiods, blue- and red-filled rectangles correspond to skotoperiods under LD and SD, respectively.

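GAPDHA (ostta01g01560), which reduces the first product of carbon fixation, had 2790 ± 60.5 (SD, n = 3) FPKM at ZT8 and 393 ± 53.5 FPKM at ZT20 in LD (adjusted p = 2.0e-04, permutation rank test) and 1726 ± 97.7 FPKM at ZT4 and 688 ± 355 FPKM at ZT16 in SD (adjusted p = 2.0e-04, permutation). FBA (ostta01g03040), an aldolase of the cycle, had 3886 ± 191 FPKM at ZT8 and 524 ± 64.4 FPKM at ZT16 in LD and 2903 ± 276 FPKM at ZT20 and 1225 ± 153 FPKM at ZT12 in SD (adjusted p = 7.2e-05 and 4.2e-04, permutation). In DD after SD both were rhythmic (adjusted p = 0.033 and 0.046, permutation), and in DD after LD by limma (adjusted p = 0.027 and 0.022) but not by the rank test (0.13 and 0.14, permutation). That test called both with the sample number as a block (adjusted p = 0.034 and 0.025, permutation). In LL neither was called by limma or the rank test after either entrainment, with unadjusted permutation p of 0.12 and 0.12 for GAPDHA after LD and SD, and 0.024 and 0.0038 for FBA. FBA in LL after LD was called only with the sample number as a replicate block (adjusted p = 0.042, permutation).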

Genes coding for key components of the Calvin cycle such as *Glyceraldehyde-3-phosphate dehydrogenase A* (*GAPDHA*, *ostta01g01560*) and *Fructose-1,6-bisphosphate aldolase* (*FBA*, *ostta01g03040*) are examples of genes exhibiting rhythmicity under all conditions, LD, SD, LL, and DD, suggesting a direct control by the circadian clock. In all these examples no or short temporal offsets between transcript peaks (ZT8 under LD and ZT4 under SD) and protein peaks were found (Fig. 9A; Supplementary Fig. S11). 

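Of the Calvin cycle genes named in the paper, GAPDHA and FBA had their highest mean at ZT8 in LD, and SBPase and RCA at ZT4, with 1304 ± 51.6 (SD, n = 3) FPKM at ZT4 and 1061 ± 68.7 FPKM at ZT8 for SBPase. In SD the highest means were at ZT4 for GAPDHA, at ZT20 for FBA and SBPase (1058 ± 70.9 FPKM at ZT20) and at ZT0 for RCA (1890 ± 190.5 FPKM at ZT0). Fitted peaks were 7.2 ± 0.5 h and 1.4 ± 0.6 h for GAPDHA, 5.8 ± 0.4 h and 21.7 ± 0.7 h for FBA, and 4.7 ± 0.4 h and 23.3 ± 0.6 h for RCA, in LD and SD (standard errors of the fit). All 4 shifted earlier in SD, with a median of -7.36 h (exact sign test p = 0.12, the smallest possible for 4 genes).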

Glucose, a product of carbon fixation, can be stored long-term as starch. To further investigate the orchestration between transcript and protein abundances with physiological measurements, starch content was assessed throughout diel cycles under LD and SD conditions. Starch content profiles exhibited rhythmicity under both LD conditions, reaching a peak of 41.2% of dry weight (DW) at ZT8; and under SD conditions, peaking at ZT4 with a value of 33.4% of DW (Supplementary Table S7). A clear temporal sequence in gene activation preceding protein accumulation was observed, with temporal offsets of ∼4 h for the enzymes involved in starch metabolism (Fig. 9A; Supplementary Fig. S11). Specifically, the first committed step in starch metabolism, the conversion of glucose-1-phosphate into ADP-glucose, is catalyzed by ADP-glucose pyrophosphorylase, with its small and large subunit genes (*APS*, *ostta07g03070* and *APL*, *ostta07g03440*) reaching maximum gene expression levels at ZT8 and ZT4 under LD and SD conditions, respectively. 

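APS was highest at ZT8 in LD, with 741 ± 55.0 (SD, n = 3) FPKM, and had 849 ± 292 FPKM at ZT20 and 692 ± 304 FPKM at ZT4 in SD. APL had 609 ± 103 FPKM at ZT8 and 648 ± 71.3 FPKM at ZT12 in LD and 1445 ± 363 FPKM at ZT4 in SD, and both genes were rhythmic in both photoperiods (adjusted p = 7.2e-05 and 0.037 for APS, 5.5e-05 and 0.0011 for APL, permutation rank test). The fitted peak of APS lay at 7.1 ± 0.4 h and 21.4 ± 1.2 h, and that of APL in SD at 3.2 ± 0.5 h (standard errors of the fit). APL was higher in DD than in LL after both entrainments across the 2 tables (log2 2.15 after LD and 1.32 after SD, adjusted p = 8.3e-05 and 9.1e-04, limma, or 0.043 and 0.065 on 1 value per sample number).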

The activation of these genes preceded the peaks of the corresponding proteins by ∼4 h. Subsequent steps involve the synthesis of amylose by granule bound starch synthase (*GBSS*, *ostta06g02940*) and amylopectin by starch branching enzyme (*SBE*, *ostta03g00870*). 

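GBSS (ostta06g02940) rose in LD from 58.7 ± 10.2 (SD, n = 3) FPKM at ZT0 to 1521 ± 557 FPKM at ZT12 (adjusted p = 3.8e-04, permutation rank test), and SBE (ostta03g00870) had 489.8 ± 109.6 FPKM at ZT12 and 146 ± 54.5 FPKM at ZT20 (adjusted p = 0.0012, permutation). In SD, GBSS had 748 ± 251 FPKM at ZT20, 489 ± 62.4 FPKM at ZT0 and 1164 ± 277 FPKM at ZT4, and SBE 575 ± 180.0, 436 ± 73.3 and 438 ± 51.8 FPKM at these times. A 24 h rhythm in SD was called for both (adjusted p = 3.2e-04 and 0.048, permutation) and a 12 h rhythm for neither (adjusted p = 0.55 and 0.71, permutation).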

The corresponding transcripts peaked at ZT12 under LD and presented 2 peaks at ZT20 and ZT4 under SD, while the encoded proteins reached their maximum abundances at ZT16 both under LD and SD conditions. 

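SSS (ostta16g02480) in LD went from 31.6 ± 2.08 (SD, n = 3) FPKM at ZT0 to 61.3 ± 12.4 FPKM at ZT16 (adjusted p = 9.1e-05, permutation rank test). In SD it had 26.6 ± 2.08 FPKM at ZT4 and 47.7 ± 8.56 FPKM at ZT12 and was not called rhythmic (adjusted p = 0.094, permutation, and 0.23 by limma).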

The elongation of both amylose and amylopectin is performed by soluble starch synthase (*SSS*, *ostta16g02480*), which peaked shortly preceding protein abundance, at ZT16 (LD) and ZT12 (SD). Starch degradation involves the enzymes *debranching enzyme* or *isoamylase* (*ISA*, *ostta02g05060*) and *amylase* (*AMY*, *ostta10g00260*), which produce maltodextrin and maltose. 

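ISA (ostta02g05060), the debranching enzyme, went in LD from 6.30 ± 1.83 (SD, n = 3) FPKM at ZT4 to 61.3 ± 18.8 FPKM at ZT16, and AMY (ostta10g00260), the amylase, from 31.3 ± 11.1 FPKM at ZT0 to 86.3 ± 17.0 FPKM at ZT12 and 81.5 ± 20.2 FPKM at ZT16 (adjusted p = 0.0049 and 0.0054, permutation rank test). In SD neither had a 24 h rhythm (adjusted p = 0.19 and 0.66, permutation). ISA had a 12 h rhythm (adjusted p = 0.045, permutation), with 30.0 ± 3.27 FPKM at ZT0 and 32.3 ± 7.70 FPKM at ZT8 and 9.02 ± 6.48 FPKM between them, and AMY had 62.6 ± 8.77 FPKM at ZT8 and 70.8 ± 11.5 FPKM at ZT20.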

The genes encoding these proteins reached maximum expression at ZT16 under LD and ZT8 under SD, preceding the accumulation of the corresponding proteins that reached their maximum by night (Fig. 9A). By integrating these gene expression and protein abundance patterns with starch content profiles over LD and SD diel cycles, it was patent that starch accumulation is the result of a balance between synthesis and degradation. Under both LD and SD conditions, starch content reached its maximum at midday (ZT8 under LD and ZT4 under SD), despite the enzymes involved in starch biosynthesis and their corresponding genes peaking several hours later, toward the end of the day. The halt in starch content increase and its subsequent decrease can be attributed to the activation of the genes encoding enzymes involved in starch catabolism, and the increased abundance of the corresponding proteins during the second half of the day, both under LD and SD conditions (Fig. 9, B and C).

**Figure 9.**
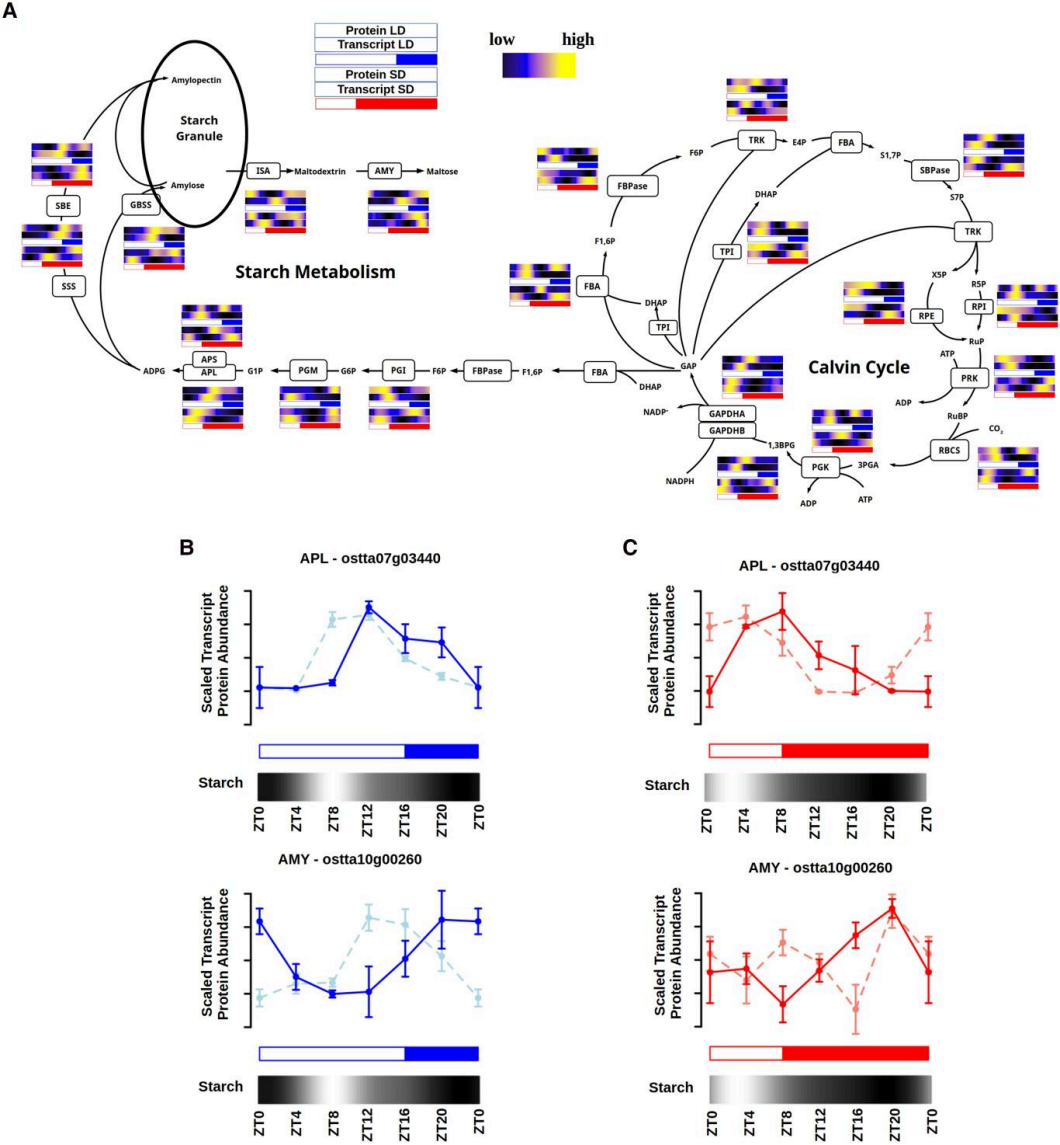
Integration of starch accumulation profiles with transcript and protein abundances for enzymes involved in the Calvin cycle and starch metabolism. **A)** Graphical representation of the Calvin cycle leading to starch metabolism. For each enzyme, its corresponding protein and transcript abundances under LD (top in blue) and SD (bottom in red) conditions are represented using heatmaps. Black represents low, blue medium, and yellow high abundances. White rectangles represent photoperiods (light periods or days), blue- and red-filled rectangles correspond to skotoperiods (dark periods or nights) under LD and SD, respectively. **B)** Mean scaled transcript (light blue line) and protein (continuous blue line) abundance profiles of 3 consecutive days for ADP-glucose pyrophosphorylase large subunit (APL) top and for AMY bottom under LD conditions. For each time point Se are represented as vertical lines. Starch content is represented using a heatmap where the lowest amount is represented in black and the highest amount in white. **C)** Mean scaled transcript (light red line) and protein (continuous red line) abundance profiles of 3 consecutive days for APL top and AMY bottom under SD conditions. Vertical lines represent Se. Starch content is represented using a heatmap, where the lowest amount is represented with black and the highest amount with white.

Previous studies on *Ostreococcus* have reported that the clock components stop oscillating under DD (O’-Neill et al. 2011). However, in our cultures, key components such as CCA1 transcripts maintain oscillations under DD and LL after both LD and SD entrainment. 

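Beyond the rhythm tests given above for CCA1, its fitted peak lay at 21.0 ± 0.6 h in LD, 17.8 ± 0.9 h in DD after LD and 18.6 ± 1.4 h in LL after LD, and at 11.5 ± 0.5 h in SD, 12.6 ± 0.4 h in DD after SD and 13.2 ± 2.4 h in LL after SD (standard errors of the fit). In LD, CCA1 had 1186 ± 112 (SD, n = 3) FPKM at ZT0 and 11.9 ± 0.933 FPKM at ZT8, and in SD 1028 ± 190.0 FPKM at ZT12 and 31.9 ± 0.935 FPKM at ZT0. Its amplitude in DD was 518 ± 122 FPKM after LD and 756 ± 69.8 FPKM after SD, and in LL 97.0 ± 35.6 and 96.7 ± 61.4 FPKM.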

The rhythmic gene expression of CCA1 under DD in our cultures was validated using RT-qPCR (Supplementary Fig. S12). Our analysis of the dynamics of starch content can explain this apparent discrepancy, which can be attributed to the significant disparities in growth conditions between our experiments and those previously published. Our cultures are maintained in continuous mode, with a steady supply of fresh high nitrate medium, illuminated simulating solar daylight cycles with a maximum light irradiance of 1,500 μE m^−2 ^s^−1^ and CO_2_ injection to regulate pH levels. In contrast, in previously published studies, cells are grown in batch mode without aeration, with low nitrate medium and blue light irradiance maintained constant at 11.5 μE m^−2 ^s^−1^ during the photoperiod. Under our growth conditions, *Ostreococcus* cells accumulate substantial amounts of starch, comprising 30% of DW (Supplementary Table S7). These starch reserves are gradually consumed under DD maintaining high levels after 48 h, indicating continued metabolic activity in *Ostreococcus* cells (Supplementary Fig. S12). The energy derived from starch catabolism likely prevents nutritional stress, thereby enabling the clock to function under DD. Conversely, in batch cultures without aeration and with low light irradiance, *Ostreococcus* cells synthesize starch constituting around 5% of DW during the light period, which is nearly entirely consumed during the subsequent 12 h night (Supplementary Fig. S12). This suggests that under such conditions, *Ostreococcus* cells accumulate sufficient starch reserves for one single night only, similar to Arabidopsis (Graf et al. 2010). Prolonged dark periods would likely induce nutritional stress halting the oscillations of clock components. Therefore, arrhythmicity under dark conditions would not be a direct response to darkness but rather a consequence of nutritional stress. In contrast, growth conditions used for this study mitigate this nutritional stress, enabling the study of rhythmicity under free-running conditions in DD.

#### Carotenoid biosynthesis

Carotenoids are pigments that play a central role in photosynthetic organisms, including phytoplankton, as essential components of the molecular machinery involved in light harvesting and photoprotection (Hashimoto et al. 2016). Transcript and protein abundance profiles of carotenoid biosynthesis genes in *Ostreococcus* were integrated with carotenoid content profiles to understand their plasticity in adjusting their rhythms to photoperiodic variations in diel cycles and their implications in optimizing light energy capture and photoprotection (Fig. 10). Most genes involved in this biological process maintained rhythmicity under all light regimes and free-running conditions indicating a strong control of the circadian clock over them.

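Of the 6 genes the paper names from this pathway, 6 were rhythmic in LD, 4 in SD and 5 in DD after SD by the rank test, and 5 in DD after LD by limma. LCY (ostta14g00700), the lycopene cyclase where the pathway branches, went in DD after SD from 77.5 ± 8.95 (SD, n = 2) FPKM at CT8 to 154 ± 10.8 FPKM at CT0 (adjusted p = 0.013, permutation rank test) and in DD after LD from 76.8 ± 11.2 FPKM at CT12 to 189 ± 10.3 FPKM at CT0 (adjusted p = 0.021, limma). In LL no gene of the 6 was called after either entrainment by limma or the rank test, and 1 after LD and 0 after SD had an unadjusted permutation p under 0.05. The rank test blocked by sample number called 1 of 6 in LL after LD, 0 in LL after SD, 6 in DD after LD and 5 in DD after SD. Violaxanthin de-epoxidase was called in LD and missed the threshold in DD (adjusted p = 0.26 after SD, permutation, and 0.36 after LD, limma). With the sample number as a replicate block it was called in DD after LD (adjusted p = 0.024, permutation, and 0.0081, limma) and in DD after SD by limma alone (0.0054, against 0.075 by permutation). The paper concludes from its calls that the clock controls this pathway.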

**Figure 10.**
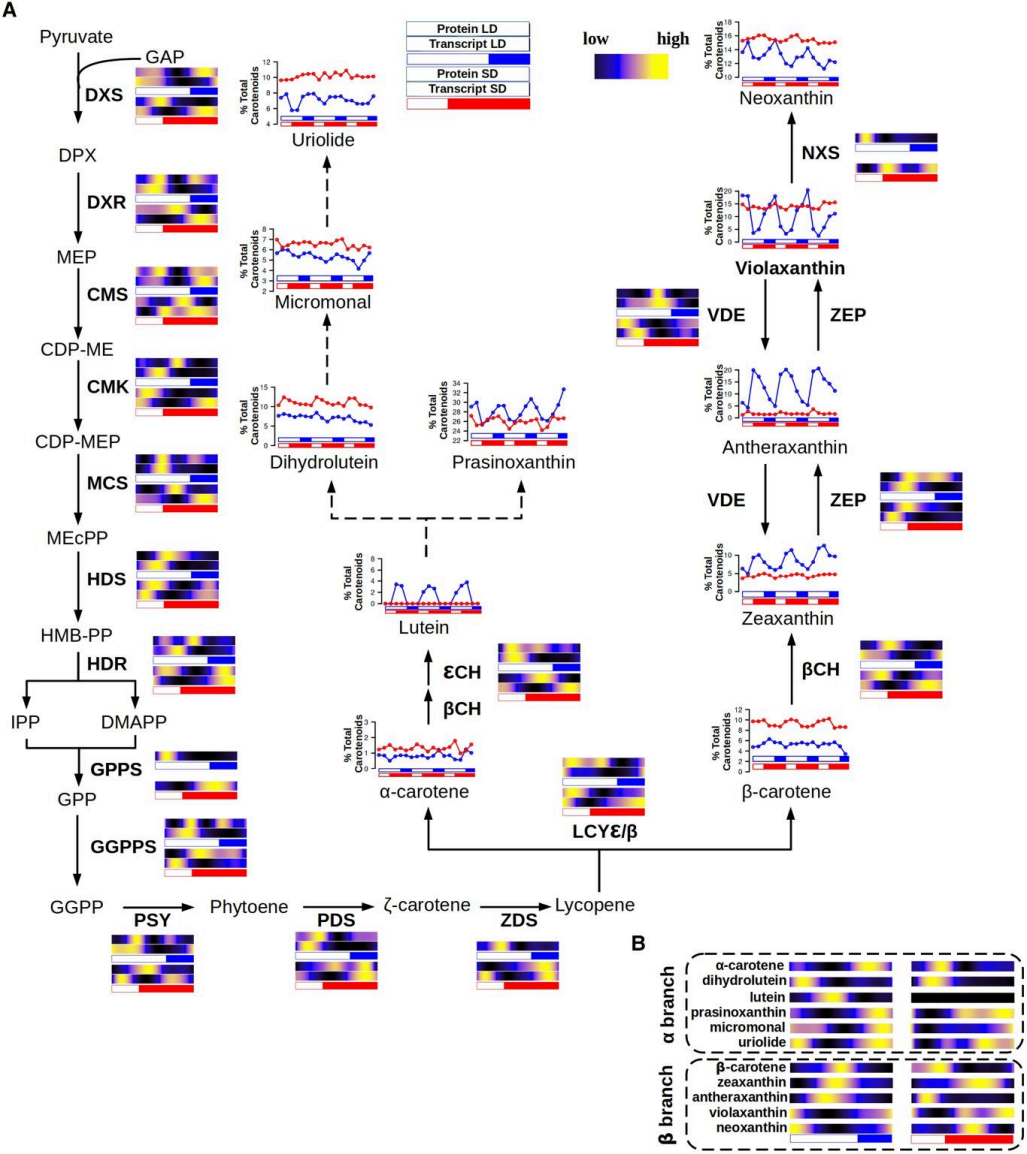
Integration of carotenoid content profiles with transcript and protein abundances for enzymes involved in carotenoids biosynthesis under long and SD conditions. **A)** Graphical representation of the carotenoid biosynthesis pathway in *Ostreococcus*. For each enzyme, its corresponding protein and transcript abundance under LD (top in blue), and SD (bottom in red) conditions, are represented using heatmaps, where black represents low, blue medium, and yellow high abundances, respectively. White rectangles represent photoperiods (light periods or days), blue- and red-filled rectangles correspond to skotoperiods (dark periods or nights) under LD and SD, respectively. Carotenoid content profiles during 3 consecutive days under LD (blue line) and SD (red line) are also displayed as percentage of total carotenoids. **B)** Heatmaps representing α branch carotenoids (top) and β branch carotenoids (bottom) under LD (left) and SD (right) conditions.

Carotenoid biosynthesis begins with the methylerythritol phosphate (MEP) pathway, responsible for producing the carotenoid precursor’s isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP) (Fig. 10A). Most genes encoding enzymes involved in the MEP pathway, from *1-deoxy-*d*-xylulose 5-phosphate synthase* (*DXS*, *ostta02g01730*) as the first committed step, to *4-hydroxy-3-methylbut-2-en-1-yl diphosphate reductase* (*HDR*, *ostta08g01180*), peaked at ZT0 under LD and at ZT20 under SD, preceding the peaks of corresponding protein abundance by up to 4 h. 

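DXS was highest at ZT0 in LD, with 267 ± 101 (SD, n = 3) FPKM, and at ZT20 in SD, with 391 ± 8.87 FPKM (adjusted p = 0.0013 and 0.014, permutation rank test). HDR, the last enzyme of the pathway, had 301 ± 46.1 FPKM at ZT0 and 390.4 ± 61.5 FPKM at ZT8 in LD, and 473 ± 2.88 FPKM at ZT20 and 474 ± 47.9 FPKM at ZT0 in SD (adjusted p = 4.8e-04 and 1.1e-04, permutation). Fitted peaks lay at 2.6 ± 0.7 h and 21.5 ± 0.8 h for DXS and at 4.5 ± 0.7 h and 21.0 ± 0.3 h for HDR, in LD and SD (standard errors of the fit).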

Similar patterns were observed for the first enzymes in the carotenoid biosynthesis pathway leading to the committed step catalyzed by *Phytoene Synthase* (*PSY*, *ostta05g03530*) (Fig. 10A; Supplementary Fig. S11).

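PSY had 378 ± 33.9 (SD, n = 3) FPKM at ZT0 and 121 ± 3.57 FPKM at ZT12 in LD (adjusted p = 0.0013, permutation rank test). In SD it had 402 ± 42.3 FPKM at ZT4, 376 ± 44.0 FPKM at ZT16 and 372 ± 14.5 FPKM at ZT20 with no 24 h rhythm call (adjusted p = 0.19, permutation) and none at 12 h (adjusted p = 0.077). LCY, further along, was rhythmic in both photoperiods, with 180.3 ± 91.1 FPKM at ZT0 in LD and 116 ± 24.9 FPKM at ZT0 in SD (adjusted p = 1.6e-04 and 1.3e-04, permutation).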

Carotenoid biosynthesis can follow 2 different branches, alpha and beta, depending on the activity of *lycopene epsilon/beta cyclase* (*LCYε/β*, *ostta14g00700*). The profiles of alpha-branch carotenoids, α-carotene, dihydrolutein, lutein, prasinoxanthin, micromonal, and uriolide, as well as beta branch carotenoids, β-carotene, zeaxanthin, antheraxanthin, violaxanthin, and neoxanthin, were determined over complete diel cycles under LD and SD conditions (Fig. 10B). All quantified carotenoids exhibited rhythmicity, except for violaxanthin, neoxanthin, and uriolide under SD condition (Supplementary Table S8).

The xanthophyll cycle, the interconversion between violaxanthin, antheraxanthin, and zeaxanthin as a response to light intensity (Fernández-Marín et al. 2021), was especially active under LD, although its activity was also detected under SD. The changes in these xanthophylls coincided with the accumulation of transcripts and proteins encoded by genes associated with the xanthophyll cycle, with short temporal offsets (Fig. 10A). Specifically, under LD condition, violaxanthin decreased sharply during the first half of the day (ZT0–ZT8), while antheraxanthin and zeaxanthin increased, corresponding to the accumulation of *Violaxanthin de-epoxidase* (*ostta16g00660*) transcripts and proteins with a short temporal offset. 

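Transcripts of violaxanthin de-epoxidase rose in LD from 72.5 ± 11.5 (SD, n = 3) FPKM at ZT0 to 178 ± 10.5 FPKM at ZT8 and 212 ± 8.95 FPKM at ZT12 (adjusted p = 3.1e-04, permutation rank test), with a fitted peak at 10.9 ± 0.5 h. In SD they had 146 ± 1.20 FPKM at ZT12 and 194 ± 12.4 FPKM at ZT8, without a rhythm call (adjusted p = 0.076, permutation).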

Subsequently, during the second half of the day and throughout night, antheraxanthin and zeaxanthin decreased, whereas violaxanthin increased, in agreement with the increment in gene expression and protein abundance of *Zeaxanthin epoxidase* (*ostta16g00670*).

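Transcripts of zeaxanthin epoxidase were highest at ZT8 in LD, 260.1 ± 16.5 (SD, n = 3) FPKM, and fell to 58.4 ± 4.15 FPKM at ZT16 (adjusted p = 1.2e-04, permutation rank test). In SD they were highest at ZT4, 739 ± 29.7 FPKM, and fell to 75.3 ± 29.4 FPKM at ZT12 (adjusted p = 0.002, permutation). The fitted peaks were 6.8 ± 0.4 h and 4.1 ± 0.8 h (standard errors of the fit). Its mean level was higher in SD, 286 against 136 FPKM (log2 0.93, adjusted p = 2.2e-07, limma).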

A similar cycle was observed among alpha carotenoids, with prasinoxanthin, the most abundant carotenoid in *Ostreococcus*, decreasing as light intensity increased, concomitant with an accumulation of both lutein and dihydrolutein (Fig. 10B). The enzymes involved in the interconversion of these carotenoids remain to be identified, and the comparison of their gene expression and protein accumulation was not feasible.

#### Nitrate assimilation

In this section, nitrate assimilation in *Ostreococcus* is examined as an example of a physiological process that exhibited long temporal offsets between transcripts and proteins. Nitrate assimilation is a fundamental process in the metabolism of photosynthetic organisms as it converts a fully oxidized nitrogen form into organic reduced nitrogen, apt for the synthesis of essential biomolecules to allow cell growth and biomass production (Sanz-Luque et al. 2015). To analyze the adaptive response of nitrate assimilation to photoperiodic variations in diel cycles and its implications for optimizing nutrient uptake and metabolism, the transcript and protein abundance profiles corresponding to this pathway in *Ostreococcus* were analyzed (Fig. 11). Genes in this pathway only maintained rhythmicity under LL being repressed under DD after both LD and SD entrainment. This suggests that, although the circadian clock controls partially these genes, there exists a strong regulation exerted by light over them.

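NRT3 (ostta10g00940), a partner of the nitrate transporter, averaged 2071 FPKM in LL and 430.1 FPKM in DD after LD, and 2959 and 888 FPKM after SD. Its log2 changes from LL to DD, across the 2 tables, were -4.28 and -3.88 (standard errors 0.86 and 1.26, adjusted p = 4.5e-04 and 0.012, limma). The log2 changes given here are differences of mean logs. For NRT3 they are larger drops than the ratios of its mean FPKM. The changes after LD and after SD were -2.44 and -2.97 for the transporter NRT2, -3.05 and -2.44 for nitrate reductase NR, -2.85 and -2.76 for nitrite reductase NIR, -2.68 and -2.22 for glutamine synthetase GS and -1.83 and -1.53 for the glutamate synthase GOGAT. All 6 of 6 genes were lower in DD after LD and 6 after SD by limma (adjusted p after LD from 3.9e-06 for GOGAT to 0.0069 for NRT2, and after SD from 0.0058 for GOGAT to 0.047 for GS). With upper-quartile scaling 6 and 5 were lower, and on 1 value per sample number 3 and 0 by limma (6 and 0 at an unadjusted p under 0.05). Rhythms in LL were not called for any of the 6 (smallest adjusted p 0.24 for NIR after LD and 0.41 for NRT3 after SD, permutation rank test). An unadjusted p under 0.05 was reached by 0 after LD and 2 after SD, NR (0.03) and NRT3 (0.026), and limma called 0 in both. With the sample number as a replicate block NRT3, NR and NIR were called in LL after LD (adjusted p = 0.02, 0.047 and 0.047, permutation). In DD the rank test and limma called 0 of the 6 after LD and after SD, while the block gave calls after LD for NRT2, NRT3, NR, NIR and GOGAT (adjusted p = 0.025, 0.036, 0.025, 0.025 and 0.04, permutation). The paper proposes from rhythms in LL and low levels in DD that light has a strong hold on these genes.

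**Figure D3:**
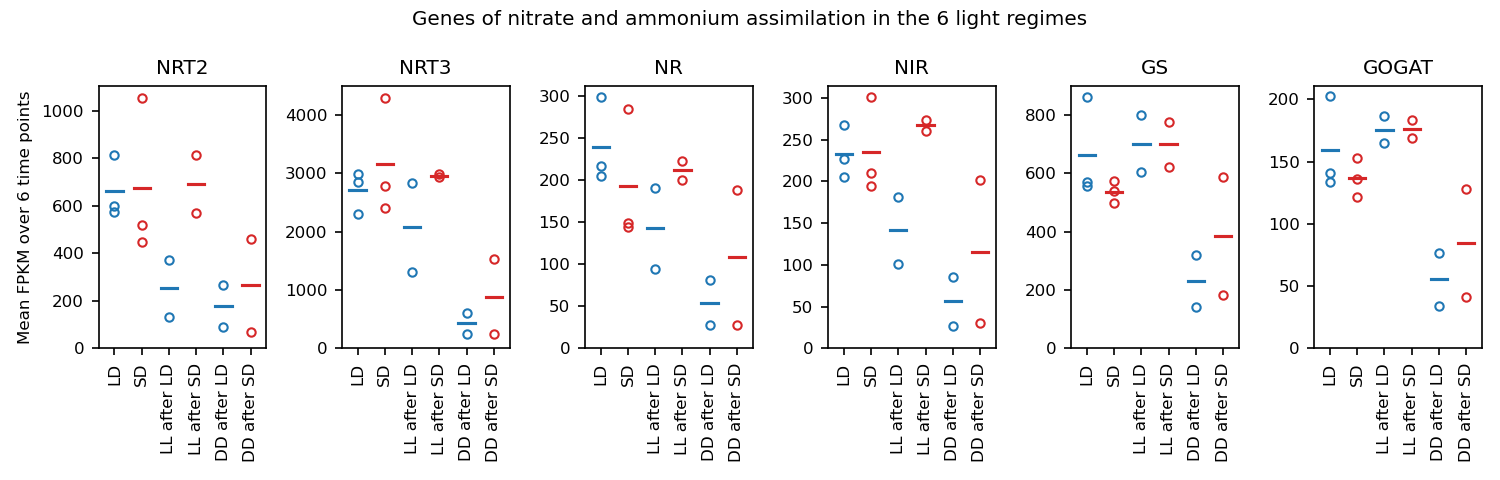
Mean FPKM over the 6 time points of NRT2, NRT3, NR, NIR, GS and GOGAT in the 6 regimes. Points are sample numbers. GS, for example, averaged 702 FPKM in LL after LD.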

**Figure 11.**
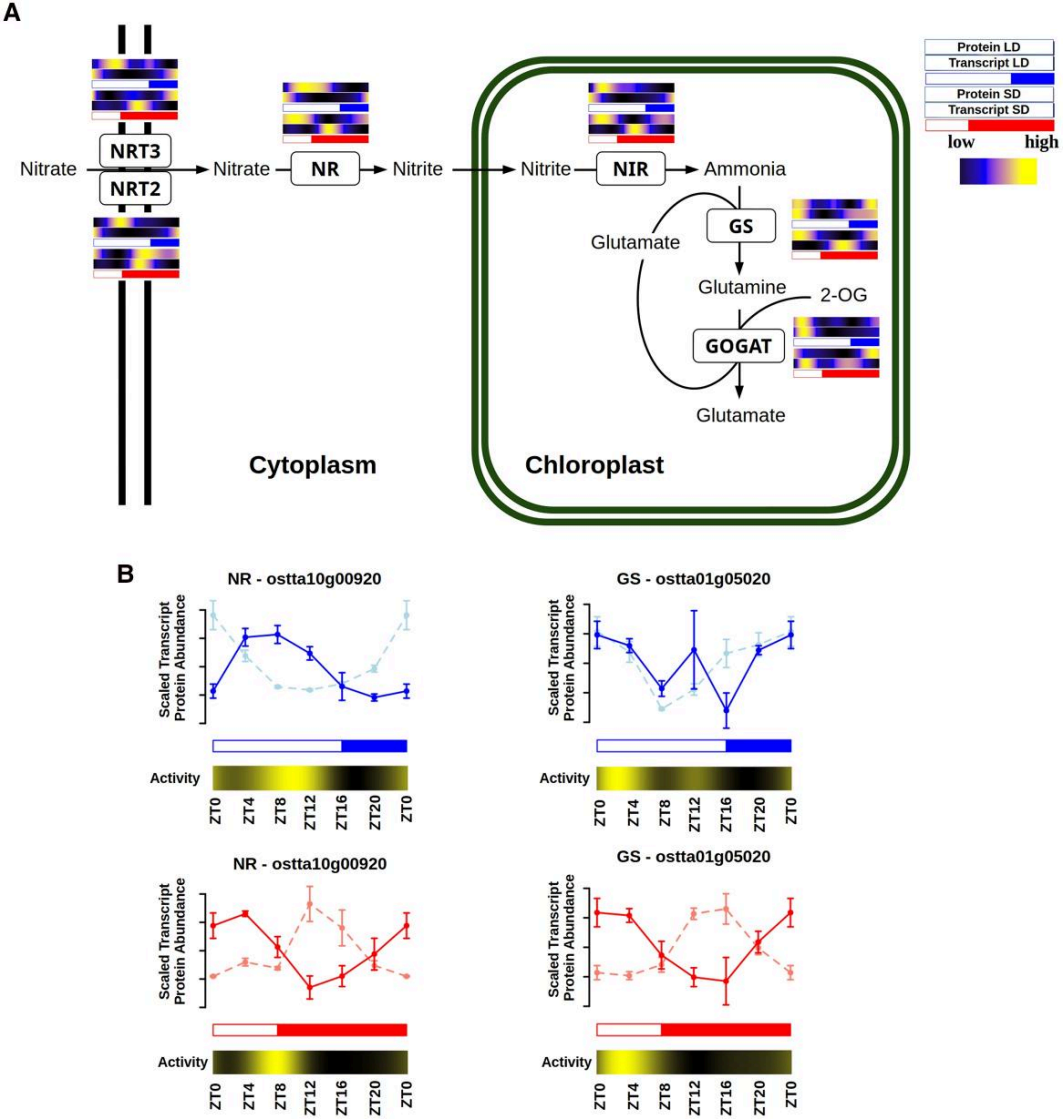
Integration of enzymatic activity profiles with transcript and protein abundances for transporters and enzymes involved in nitrate assimilation under LD and SD conditions. **A)** Graphical representation of the nitrate assimilation pathway in *Ostreococcus*. For each transporter and enzyme, its corresponding protein and transcript abundance under LD (top in blue) and SD (bottom in red) conditions are represented using heatmaps. Black represents low, blue medium, and yellow high abundances. White rectangles represent photoperiods (light periods or days), blue- and red-filled rectangles correspond to skotoperiods (dark periods or nights) under LD and SD, respectively. **B)** Mean scaled transcript (dashed line) and protein (continuous line) abundance profiles of 3 consecutive days for NR (left) and GS (right) under LD (top, blue) and SD (bottom, red) conditions. Vertical lines represent Se. Activity profiles for each enzyme under LD and SD conditions are represented using heatmaps, where black corresponds to low activity and yellow to high.

Nitrate assimilation starts with the uptake of nitrate mediated by *Nitrate Transporters 2 and 3* (*NRT2*, *ostta10g00950* and *NRT3*, *ostta10g00940*), followed by its reduction to nitrite by *nitrate reductase* (*NR*, *ostta10g00920*). Nitrite is further reduced to ammonium by *nitrite reductase* (*NIR*, *ostta10g00930*). The central part of ammonium assimilation is played by the *glutamine synthetase* (*GS*, *ostta01g05020*) and *glutamine oxoglutarate aminotransferase* (*GOGAT*, *ostta14g01900*) cycle, which incorporates inorganic ammonium nitrogen first into glutamine and hence into glutamate, the central precursor for the biosynthesis of all other nitrogen-containing biomolecules (Fig. 11A; Supplementary Fig. S11).

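NRT2 had 2045 ± 415 (SD, n = 3) FPKM at ZT0 and 77.5 ± 15.4 FPKM at ZT8 in LD, NR 657 ± 203 FPKM at ZT0 and 51.5 ± 11.4 FPKM at ZT12, and NIR 609.7 ± 154 FPKM at ZT0 and 48.2 ± 21.7 FPKM at ZT8 (adjusted p = 7.2e-05, 5.5e-05 and 3.2e-05, permutation rank test). NRT3 went from 553 ± 97.6 FPKM at ZT12 to 6815 ± 1433 FPKM at ZT0 (adjusted p = 2.0e-04, permutation). Fitted peaks of the 4 lay at 23.4 ± 0.6 h, 0.3 ± 0.6 h, 23.8 ± 0.6 h and 23.4 ± 0.5 h (standard errors of the fit).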

Under LD conditions, *NRT2/3*, *NR*, and *NIR* gene expression reached their maximum at dawn (ZT0), while their protein abundances peaked 8 h later at midday (ZT8), coinciding with the time point of maximum irradiance. 

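In LD, GS had 963 ± 268 (SD, n = 3) FPKM at ZT0 and 417 ± 103 FPKM at ZT12, with a fitted peak at 21.9 ± 0.8 h, and GOGAT had 184 ± 119 FPKM at ZT0 and 281 ± 83.4 FPKM at ZT4, with a peak at 2.3 ± 1.2 h (adjusted p = 2.0e-04 and 0.0059, permutation rank test).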

*GS* and *GOGAT* gene expression and protein abundance peaked at the beginning of the day (ZT4) without noticeable temporal offsets. However, a slight increase in protein abundance was detected at the end of the day (ZT12) for both GS and GOGAT (Fig. 11A; Supplementary Fig. S11). In contrast, under SD conditions, all genes encoding the transporters and enzymes involved in nitrate assimilation showed their maximum expression at midnight (ZT12–ZT16), preceding their protein abundance peaks, reached at dawn (ZT0) or midday (ZT4), by 8 h or more. 

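In SD the highest mean was at ZT12 for NRT2 (1775 ± 896 (SD, n = 3) FPKM), NRT3 (7490 ± 1791 FPKM) and NR (465 ± 198 FPKM), as for NIR, and at ZT16 for GS (749 ± 150.1 FPKM). All 5 were rhythmic (adjusted p = 0.0022, 0.0014, 0.0048, 0.0014 and 0.0011, permutation rank test). Their fitted peaks shifted by -10.30 h from LD to SD in the median (5 of 5 earlier, exact sign test p = 0.062, the smallest possible for 5 genes), on average at 13.6 h in SD.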

Notably, *GOGAT* gene expression displayed a bimodal pattern under SD conditions, maintaining the peak observed under LD at ZT4 besides a new peak at ZT16 (Fig. 11A; Supplementary Fig. S11).

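GOGAT in SD had 163 ± 37.9 (SD, n = 3) FPKM at ZT4, 126 ± 21.8 FPKM at ZT8 and 151 ± 14.7 FPKM at ZT16. Neither a 24 h nor a 12 h rhythm was called (adjusted p = 0.36 and 0.5, permutation rank test), and limma did not call one at 24 h (adjusted p = 0.61). The profile of GOGAT differed between LD and SD (adjusted p = 0.026, limma).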

To validate these temporal offsets between transcripts and proteins, NR and GS activities were measured throughout complete diel cycles under both LD and SD conditions. Enzyme activity profiles were significantly rhythmic (Supplementary Table S9). NR maximal catalytic activity reached its peak at ZT8 under both LD and SD conditions, coinciding with the protein abundance peak under LD and exhibiting a short forward temporal offset under SD. Similarly, GS activity peaked at ZT0 under both LD and SD, concomitant with the protein abundance peaks (Fig. 11B).

## Discussion

Seasonality plays a key role in the natural geographical growth dynamics of marine phytoplankton, including the model picoalga *Ostreococcus* (Bolaños et al. 2020). Nevertheless, the molecular rhythms underpinning its responses to photoperiodic variations remained to be characterized. In this study, a multiomics approach has been adopted to unravel the plasticity in the orchestration between transcriptome and proteome rhythms governing cyclic physiological responses to changes in photoperiod length.

Transcriptomic analysis revealed that photoperiodic variations had no effect over the identity of rhythmic genes, which comprised 80% of the transcriptome. Arrhythmic genes were associated with stress responses and exhibited almost complete repression. These genes could become rhythmic once highly expressed under the corresponding stress condition resulting in a full rhythmic transcriptome. Our results are in agreement with previous studies (Monnier et al. 2010; Zones et al. 2015) indicating that transcriptome rhythmicity in chlorophyte phytoplankton is much higher than in other organisms such as *A. thaliana* 30% to 50% (Bläsing et al. 2005), *Solanum tuberosum* 18% to 45% (Hoopes et al. 2022), *Drosophila melanogaster* 24% (Ma et al. 2021), or *Mus musculus* 3% to 10% (Miller et al. 2007). Nevertheless, only a small fraction of the transcriptome was rhythmic under LL and DD free-running conditions. These genes were significantly involved in photosynthesis and chloroplast organization, indicating a predominant control by the autonomous circadian clock. Gene rhythmicity is strongly influenced by alternating light/dark cycles in this picoalga. For instance, DNA replication genes maintained rhythmicity under LL but were repressed under DD, while ribosome biogenesis genes exhibited rhythmicity under DD but lost it under LL. Generally, LL had a more detrimental effect on transcriptome rhythmicity than DD, in agreement with studies in plants such as *Medicago truncatula* (Wang et al. 2021), *S. tuberosum* (Hoopes et al. 2022), and *Hordeum vulgare* (Müller et al. 2020). Notably, rhythmic patterns under free-running conditions differed significantly from those under diel cycles. LL conditions reduced rhythmic amplitude, likely due to decreased cellular synchrony (Supplementary Fig. S13), as observed in *Arabidopsis* leaves (Yakir et al. 2011; Wenden et al. 2012), consistent with the cell-autonomous character of circadian clocks. Typical responses of “nocturnal character were found, such as advanced and delayed phases under DD and LL, respectively (Hundahl et al. 2012; Imai et al. 2020). Indeed, most transcripts peaked during the night, consistent with the “Escape from light theory (Pittendrigh 1993). During transcription, DNA is unwound leaving it in an exposed state more susceptible to light-induced damage. To mitigate this risk, *Ostreococcus* might concentrate transcription predominantly during the night.

Although rhythmic genes were almost identical under LD and SD conditions, significant effects on their profiles were observed. Specifically, advanced phases and reductions in amplitude under SD were found, as demonstrated at the level of individual genes in the model chlorophyte microalgae *Chlamydomonas reinhardtii* (Serrano et al. 2009). Simulations showed that two-thirds of the rhythmic genes with a single peak respond to changes in photoperiod by gradually adjusting their phases while the remaining third adjust their phases according to a more complex mechanism. Another response to photoperiod shortening was the emergence of rhythmic bimodal gene expression profiles. This type of rhythmicity has been suggested to be induced by the cyclic occurrence of tides in coastal environments resulting in circatidal rhythms in benthic diatoms (Bilcke et al. 2021). However, our experimental design did not simulate tidal conditions and *Ostreococcus* is described as a planktonic picoalga. Moreover, the exact period of circatidal rhythms is 12.4 h, which would result in a daily phase shift of ∼1 h, which was not observed in our data. If these expression patterns were truly circatidal, bimodality should have been maintained under free-running conditions. However, they disappeared resulting in the maintenance of only one of the peaks under LL and the other one under DD. This suggests the combination of 2 distinct profiles, 1 dependent on light and the other 1 on dark. Model simulations showed how, under LD conditions, the 2 distinct profiles overlap in time, producing a single peak, while as the photoperiod shortens they become out of phase producing a bimodal profile under SD conditions. Bimodal rhythmic gene expression profiles have also been identified in plants (Filichkin et al. 2011) and animals (Weger et al. 2021).

To further explore the seasonal responses in *Ostreococcus* at the molecular level, proteomic data were generated and integrated with the transcriptomic data. Our 48% proteome coverage represented an improvement compared to previous studies, such as 12% in *A. thaliana* (Seaton et al. 2018), 30% in *D. melanogaster* (Wang et al. 2020), and 9% in *M. musculus* (Chiang et al. 2014), and lies between published studies in *Ostreococcus* with 27% in Le Bihan et al. (2011) and 85% in Kay et al. (2021). In contrast to the high transcriptome rhythmicity, a drastic reduction in proteome rhythmicity was found consistent with (Kay et al. 2021). In general, no coincidences between rhythmic protein and transcript abundance profiles were observed with temporal offsets of several hours between them. This observation pointed to the decoupling of transcription and translation and to the existence of a significant regulation over translation initiation (Freeney et al. 2016; Kay et al. 2021). Temporal offset lengths were not uniform suggesting the existence of a differential posttranscriptional regulation for each specific biological process. Similar temporal shifts between transcripts and proteins have been reported in other organisms, such as *M. musculus* (Robles et al. 2014). Notably, a photoperiodic effect on transcript/protein temporal offsets was detected, with longer offsets under SD than LD. Moreover, in SD-entrained cultures, significantly longer temporal offsets for transcripts peaking during the skotoperiod were found.

Physiological measurements were integrated with transcriptome and proteome dynamics, aiming to elucidate the full temporal orchestration at different molecular levels underlying the responses to changes in photoperiod length. Cell-cycle progression, photosynthesis, starch accumulation, carotenoid biosynthesis, and nitrate assimilation presented advanced rhythmic patterns under SD compared to LD conditions, in agreement with transcriptome and proteome responses to photoperiod shortening. In line with the described *Ostreococcus* algal blooms in spring and summer (Bolaños et al. 2020; Chen et al. 2021; Mondal and Banerjee 2022), in LD-entrained cultures, increased number of cells entering the S phase, enhanced photosynthetic activity, greater starch accumulation, and a more active xanthophyll cycle were patent.

While temporal offsets of several hours have been observed between transcripts and proteins, almost coincident protein abundance profiles and rhythmic physiological measurements occur. These temporal offsets shed light on the physiological significance of the observed transcriptional programs over complete diel cycles. For instance, considering the temporal offset of 8 h under LD between the transcript and protein abundances of NR, an enzyme that requires light for its activation, peaking of its transcript at dawn (ZT0) suffices to make the protein peak coincide with maximum light irradiance (ZT8). However, under SD, with a photoperiod of only 8 h, to ensure that the protein peaks at ZT4 (the point of maximum light irradiance), the corresponding transcript must reach its maximum expression level around midnight (ZT12–ZT16). This suggests the existence of molecular mechanisms that allow *Ostreococcus* to adjust its transcriptome timing depending on the photoperiod length, considering the temporal offsets between transcripts and proteins to ensure that proteins are available at the appropriate moment of the day. Such photoperiodic plastic orchestration between transcriptome, proteome, and physiological timing might play a crucial role in the ability of *Ostreococcus* to thrive and optimize its physiological processes accordingly under photoperiodic variations in diel cycles.

A network model identified specific transcription factor (TF) families as potential key regulators of the rhythmic physiology detected in *Ostreococcus* such as the families MYB, DOF, bZIP, and CPP. This was further supported by the TFBS enrichment analysis, which identified significant DNA motifs associated to these TF families in specific gene clusters (Fig. 4). Notably, the CCA1 orthologue, *ostta06g2340*, was found to have a significantly high predictive power over starch content, cell-cycle phases, and carotenoid content suggesting a regulatory role over the corresponding biological processes (Fig. 12A). Furthermore, the EE motif, recognized by this transcription factor in *Arabidopsis*, was found significantly enriched in genes peaking at the end of the day under LD conditions, some of which encode key proteins in starch metabolism, cell-cycle progression, and carotenoid biosynthesis (Fig. 12B). This indicates a conserved role of this transcription factor in regulating the core of the circadian clocks in *Ostreococcus* and *Arabidopsis*.

**Figure 12.**
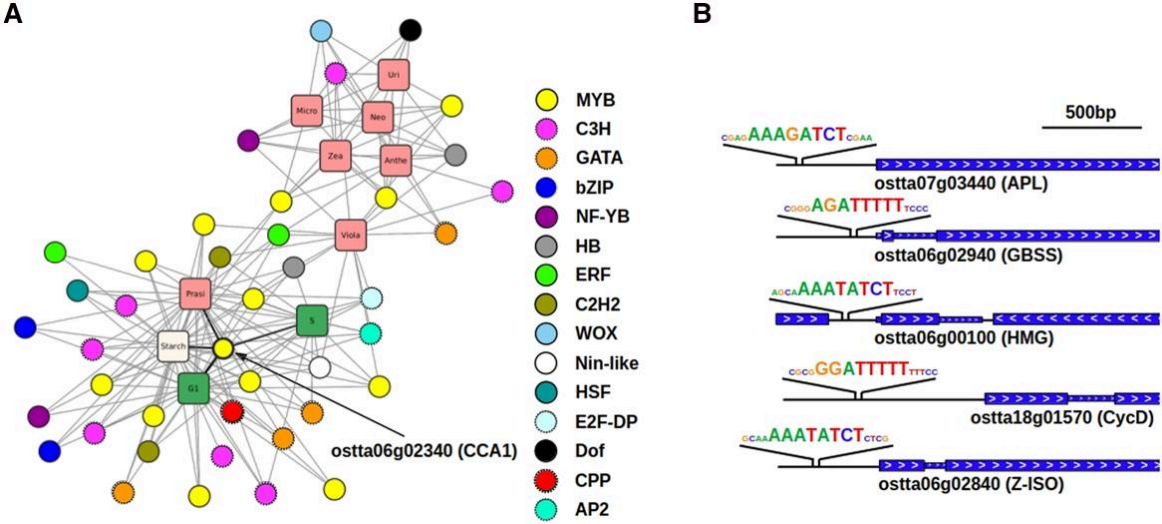
Integration of transcription factor transcriptomic data and physiological measurements. **A)** Network representation of a sPLS model integrating transcription factor gene expression as predictor variables with physiological measurements as response variables. Circular nodes represent genes encoding transcription factors from different families, indicated by distinct colors. Rounded square nodes represent physiological measurements: S and G1 cell cycle phases (in green), Starch content (in white) and carotenoid content (in pink) prasinoxanthin (Prasi), violaxanthin (Vio), antheraxanthin (Anthe), zeaxanthin (Zea), neoxanthin (Neo), micromonal (Micro), and uriolide (Uri). An edge between a transcription factor node and a physiological measurement node is drawn when the expression profile of the corresponding transcription factor has a significantly high predictive power over the corresponding physiological measurement, suggesting a potential regulatory role. The CCA1 orthologue (*ostta06g02340*) is identified as a potential central regulator. **B)** Identification of the EE motif, recognized by the transcription factor CCA1, in the promoters of genes encoding key proteins involved in starch metabolism, cell cycle progression, and carotenoid biosynthesis.

## Materials and methods

### Culture conditions

*O. tauri* (*Ostreococcus*) sequenced strain *RCC4221* was used for all experiments. The growth medium was prepared using artificial sea water (24.55 g NaCl, 0.75 g KCl, 4.07 g MgCl_2_·6H_2_O, 1.47 g CaCl_2_·2H_2_O, 6.04 g MgSO_4_·7H_2_O, and 0.21 g NaHCO_3_ per 1 L distilled water) supplemented with 1 mL of Solution I (100 g NaNO_3_ in 250 mL distilled water), 1 mL of Solution II (700 mg Na_2_HPO_4_ and 2.5 g K_2_HPO_4_ in 250 mL distilled water), 1 mL of Solution III with trace metals (2.68 g NH_4_Cl, 5.2 g Fe-EDTA, 37.2 g Na_2_-EDTA, 23 mg ZnSO_4_, 14 mg CoSO_4_, 7.89 mg Na_2_ MoO_4_ ·2H_2_O, 2.5 mg CuSO_4_, 1.7 mg H_2_SeO_3_, and 180 mg MnCl_2_·4H_2_O in 500 mL distilled water), and 1 mL of f/2 vitamin solution.

Experiments were performed in photochemostats consisting of water jacketed bubble columns with 2 L capacity (7 cm diameter and 50 cm height) containing 1.8 L of cell suspension continuously sparged with air to ensure culture homogenization. The flow of water through the jacket, from an external cooling device, maintained temperature at 20 °C. A pH probe was submerged into the culture and connected to a pH meter serving as input to a LabJack that controlled an electrovalve, allowing on demand injection of CO_2_ into the air stream entering the culture to maintain the pH at 8.0. Each photochemostat was illuminated during the corresponding light period using 6 Phillips PL-32 W/840/4p white-light fluorescent lamps. The illuminating system simulated the progressive light intensity increase and decrease during solar daylight cycles with a maximum light irradiance of 1,500 μE m^−2 ^s^−1^. Under LL conditions light intensity was maintained to this maximum level. Each photochemostat was kept within a wooden case and covered by a completely opaque fabric, to ensure that the illumination is only provided by the fluorescent lamps. The illumination regime was 16 h of light and 8 h of darkness for LD condition and 8 h of light and 16 h of darkness for SD condition. Photochemostats were operated in continuous mode adding fresh medium continuously during the light period at a flow rate of 45 mL h^−1^ with a peristaltic pump. Since the photoperiod under LD is twice as long as under SD, the dilution rates were 0.4 d^−1^ under LD and 0.2 d^−1^ under SD. Excess culture was removed at the same rate by the overflow in order to keep a constant volume.

For the comparative analysis of starch content, Ostreococcus cells were grown following the methodology outlined in O’-Neill et al. (2011).

### Sample collection, RNA extraction, and purification

Samples were collected for 3 consecutive days every 4 h at ZT0, ZT4, ZT8, ZT12, ZT16, and ZT20 where Zeitgeber time *N* (ZTN) marks the time point *N* hours after the beginning of the photoperiod simulating dawn. Specifically, ZT0 was collected immediately after lights were on; and ZT8 (under SD conditions) and ZT16 (under LD conditions) were collected immediately after light were off. Subsequently, cultures were transferred to free-running conditions consisting of LL and DD. No samples were collected during the first day to allow cultures acclimation, and then samples were collected for 2 consecutive days every 4 h at CT0, CT4, CT8, CT12, CT16, and CT20 where Circadian time *N* (CTN) denotes the time point *N* hours after the subjective dawn. For each time point, 50 mL of culture were collected for RNA extraction. Cells were washed with phosphate-buffered saline (PBS) solution using centrifugation for 1 min at 13,000 × *g* and 4 °C. After supernatant removal, cells were immediately flash frozen in liquid nitrogen and stored at −80 °C.

Frozen pellets were resuspended in 400 μL of disruption buffer (García-Domínguez and Florencio 1997) and added to a 1.5 mL Eppendorf tubes (RNAse free and phenol-proof) containing 400 μL of phenol:chloroform 1:1 and 100 μL of acid washed glass beads (0.25 to 0.3 mm diameter; Braun, Melsungen, Germany). Mechanical disruption was performed for 30 min by alternating cycles of vortexing for 60 s and ice incubation for 60 s. Extracts were centrifuged at 4 °C for 15 min at 13,000 × *g*, the upper aqueous phase was collected and mixed with 400 μL of phenol:chloroform 1:1 and centrifuged in the same conditions for 5 min. This process was repeated a total of 3 times. In the last wash, only chloroform was used to remove phenol from the samples. The supernatant was incubated overnight at −20 °C in a solution of 80 μL 10 m LiCl and 550 μL 100% EtOH for RNA precipitation. Subsequently, samples were centrifuged for 10 min at 13,000 × *g* at 4 °C. Pellets were dried to avoid EtOH contamination. Further RNA purification was performed using the Isolate II RNA Plant Kit (Bioline) following the manufacturer instructions. RNA concentration and integrity were measured using a Bioanalyzer 2100 (Agilent RNA 6000 Nano Kit).

### RNA-seq data generation and analysis

Library preparation was carried out following the manufacturer's instructions and sequencing was performed on an Illumina NextSeq500 sequencer for 3 replicates for each time point under LD and SD conditions. Approximately 10 million 75 nt long single end reads were generated for each sample. RNA-seq data were analyzed using our pipeline MicroAlgae RNA-seq and Chip-seq AnalysiS (MARACAS) (Romero-Losada et al. 2022). Specifically, the high quality of the sequencing data was assessed using the software package FASTQC. The *O. tauri* genome sequence and annotation v3.0 (https://phycocosm.jgi.doe.gov/Ostta4221_3/Ostta4221_3.home.html) were used as reference genome. Reads were mapped to the reference genome with HISAT2 (Kim et al. 2019). Transcript assembly and gene expression estimation measured as fragments per kilobase of exon and millions of mapped reads (FPKM) were performed using StringTie2 (Kovaka et al. 2019) and the bioconductor R package Ballgown (Frazee et al. 2015). PCA and HC were performed using the R package FactoMineR (Lê et al. 2008). The R code for this analysis is available from the GitHub repository SANDAL (https://github.com/fran-romero-campero/SANDAL).

RT-qPCR for CCA1 was performed using the forward primer (CTAGTACGTCGTCGAGC) and the reverse primer (CCACGAACGGACTCAT), as internal reference we used EF1 alpha with forward primer (GACGCGACGGTGGATCAA) and reverse primer (CGACTGCCATCGTTTTACC) following the methodology described previously in Corellou et al. (2009).

### Sample collection and protein extraction

Sample collection was performed as described for RNA analysis for 3 consecutive days under LD and SD conditions. For cell disruption, 1 mL of TRIsure, 100 μL of acid washed glass beads (0.25 to 0.3 mm diameter) and 40 μL of protein inhibitor cocktail (25×) were added onto frozen pellets, followed by 3 disruption cycles (60 s agitation—60 s incubation on ice) using a Mini-Beadbeater (BioSpec Products). Proteins were extracted using TRIsure Reagent (Sigma-Aldrich), according to the manufacturer's instructions. The resulting proteins pellets were resuspended with 2 mL of 0.3 m guanidine solution in 95% EtOH using 10 sonication cycles (30 s sonication—30 s of incubating at 4 °C) and then centrifuged at 4 °C during 5 min at 8,000 × *g*. This washing process was repeated twice, followed by 2 additional washes using 90% EtOH. The final pellets were resuspended in NH_4_HCO_3_ 50 mm/0.2% Rapidgest (Waters) and total proteins were quantified using a Qubit device. For each sample, 50 μg of proteins were incubated with dithiothreitol (final concentration 4.5 mm) for 30 min at 60 °C. Iodoacetamide was added to a final concentration of 10 mm and incubated for 30 min, under total darkness at room temperature. An overnight trypsin treatment was done at 37 °C in a 1:40 trypsin:protein. Subsequently, formic acid was added and incubated at 37 °C for 1 h. Finally, 2% acetonitrile (v/v) were added to reach a concentration of the digested sample of ∼0.5 μg of protein/μL.

### Sequential windowed acquisition of all theoretical mass spectra proteomics data generation and analysis

We utilized a label free quantification platform that employs independent data acquisition called Sequential Windowed Acquisition of all THeoretical Mass Spectra (SWATH-MS) (Ludwig et al. 2018) using a time-of-flight (TOF) triple quadrupole hybrid mass spectrometer MS (5600 plus, Sciex) equipped with a nanoelectrospray source coupled to a nano-HPLC Eksigent model 425. The Sciex software Analyst TF 1.7 was used for the equipment control and data acquisition. Peptides were first loaded onto a trap column (Acclaim PepMap 100 C18, 5 µm, 100 Å, 100 µm id × 20 mm, Thermo Fisher Scientific) under isocratical order in 0.1% formic acid/2% acetonitrile (v/v) at a flow rate of 3 μL/min for 10 min. Subsequently, they were eluted on a reversed-phase analytical column, Acclaim PepMap 100 C18, 3 µm, 100 Å, 75 µm id × 250 mm, Thermo Fisher Scientific, coupled to a PicoTip emitter (F360-20-10-N-20_C12 from New Objective). Formic acid 0.1% (v/v) was used as Solvent A and 2% acetonitrile with formic acid 0.1% (v/v) as Solvent B. Peptides were eluted with a linear gradient of 5% to 35% (v/v) of Solvent B in 120 min at a flow rate of 300 nL/min. The source voltage was selected at 2,600 V and the temperature was maintained at 100 °C. Gas 1 was selected at 20 PSI, Gas 2 at 0, and curtain gas at 25 PSI.

For proteins identification, a TOF-MS with a scan window of 400 to 1,250 m/z (accumulation time of 250 ms) was used followed by 50 MS/MS with a scan window of 230 to 1,500 m/z (accumulation time of 65 ms) and with a cycle time of 2,574 s.

Spectral libraries for LD and SD conditions were constructed by making one run with a mixture of the biological replicates corresponding to each time point. ProteinPilot v5.0.1 software (Sciex) was used to identify the proteins in the library. A pooled search of all runs was performed. The parameters of the Paragon method were: trypsin as enzyme and iodoacetamide as cysteine alkylating agent. The *O. tauri* annotated proteome v3.0 file from: https://phycocosm.jgi.doe.gov/Ostta4221_3/Ostta4221_3.home.html linked to a Sciex Contaminants database were used in library construction. A false positive analysis (FDR) was performed and those with FDR < 0.01 were considered.

For each sample, the equivalent of 1 µg of digested protein was injected into each run. Previously, the equipment was self-calibrated using a standard, MS synthetic peptide calibration kit from Sciex, to control sensitivity and chromatographic conditions. Protein identification and quantification were performed using SWATH runs with 60 ms of accumulation time and 3.7 s of cycle time. Three technical replicates for each 1 of the 3 biological replicates were analyzed resulting in 9 replicates per time point.

The generated libraries (1% FDR) were analyzed using the Sciex software PeaKView 2.2 with the microapp SWATH 2.0, together with the data obtained from the SWATH runs. Using this software, the chromatographic traces of the ions were extracted and dumped into the Marker view 1.2.1.1 program where the list of identified proteins with their corresponding areas was generated. The parameters for extraction of ions and areas were: 10 peptides per protein, 7 transitions of each peptide, threshold of confidence of the peptides set at 90, and FDR 1%. The R package NormalyzerDE (Willforss et al. 2019) was used to perform Quantile normalization. Data were imputed with mean imputation method between the 9 technical and biological replicates.

### Cell cycle data acquisition and analysis

A volume of 1.5 mL of cell suspension was harvested for each time point under LD and SD conditions and diluted 1:10 in PBS. Two milliliter of these dilutions were centrifuged and cells in the pellets were fixed with 10 mL of 100% EtOH before storage at −20 °C for, at least, 24 h. After fixation, cell suspensions were centrifuged for 5 min at 3,500 × *g* (room temperature) and resuspended in 1 mL of PBS, washed once with PBS and sonicated for 3 min in an Ultrasonic Cleaner (JSP, US21, ultrasonic power 50 W), in order to eliminate cell clumps and aggregates before staining. In the staining process, 2 μL of the Vibrant Dye Cycle Green (V35004, Thermo Fisher) (10 μM final stain concentration) were added to each sample and incubated 30 min (37 °C) for selective DNA labeling. After incubation, cells were washed and transferred to ﬂow cytometry tubes for cell cycle analysis. Flow cytometry acquisition was performed with a BD FACS Canto II (BD Biosciences) where stained DNA was excited by a 488 nm laser and emission was collected in a 530/30 nm photomultiplier tube (PMT). Flow rate was low and linear amplification was established for the acquisition. Data were analyzed using FlowJo v.10.6.1 (Becton Dickinson & Company BD). Analysis was performed using the Watson pragmatic algorithm provided by FlowJo (Watson et al. 1987) to adjust the data to the model.

### Confocal microscopy

Confocal microscopy images of *Ostreococcus* cells were acquired using a spectral Laser Scanning Confocal Microscope (Olympus FLOUVIEW FV3000). Excitation was performed with a 488 nm laser. Emission signals were detected within the green channel (500 to 540 nm, gain 504) and red channel (650 to 750 nm, gain 432).

### Photosynthetic activity: sample collection and data acquisition

Fresh cultures were harvested for each time point under LD and SD conditions. Samples were diluted 1:1 with growth medium and incubated at 20 °C in total darkness during 10 min. In order to analyze photosynthetic parameters, pulse-amplitude-modulation (PAM) fluorometry measurements were performed using a Waltz DUAL-PAM-100. After darkness incubation, non-actinic modulated light (450 nm, 2.8 μE m^−2^ s^−1^) was turned on to measure the fluorescence basal level, F_0_. A saturating red light pulse (655 nm and 5,000 μE m^−2^ s^−1^) was applied for 400 ms to determine the maximum fluorescence level, *F*_m_. Fv/Fm, the maximum potential quantum efficiency of PSII when all reaction centers are open, was calculated as Fv/Fm = (*F*_m_ − *F*_0_)/*F*_m_.

### Starch content determination

At each time point, 50 mL of fresh culture were harvested, centrifuged at 7,000 × *g* for 10 min. The pellets were washed with 1% ammonium formiate (p/v) to eliminate salts, and lyophilized. Approximately 2 to 3 mg of lyophilized biomass were added to hermetic tubes containing 1 mL of glass beads (0.25 to 0.3 mm diameter) and 2 mL of chloroform:methanol (2:1). Three disrupting cycles (60 s agitation−60 s incubation on ice) were applied using Mini-Beadbeater (BioSpec Products). Then, cell extracts were separated from the beads and saved in new tubes. Cell extracts were centrifuged for 4 min at 13,000 × *g* and the supernatant was discarded. Pellets were washed with chloroform:methanol (2:1) until they became white ensuring pigments and lipids removal. Pellets were dried and the spectrophotometric protocol described in García-Cubero et al. (2018) was used to determine starch content.

### Carotenoid content determination

Four milligrams of lyophilized biomass were added to a hermetic tube containing 1 mL of glass beads (0.25 to 0.3 mm diameter) and 1 mL of pure acetone. Three disrupting cycles (60 s agitation−60 s incubation on ice) were applied using Mini-Beadbeater (BioSpec Products). Carotenoids extraction was achieved following the protocol developed by Del Campo et al. (2004). A Hitachi HPLC (Elite LaChrom), equipped with a photodiode-array detector (Hitachi L-2455) was used. Separation was performed on a Waters NovaPak C-18 (3.9 × 150 mm, 4 µm particle size, 60 Å pore size) column. The eluents used to create a gradient through the mobile phase were: Eluent A (0.1 m ammonium acetate and 15:85 v/v H_2_O–methanol) and Eluent B (44:43:13 v/v methanol–acetonitrile–acetone). Temperature was maintained constant (20 °C) during the whole process and eluents flowed at 800 μL min^−1^. Different carotenoids were identified according to retention times and absorption profiles of known carotenoids. Quantification was determined as a percentage of the total peak area corresponding to carotenoids.

### Identification of genes, proteins and physiological measurements exhibiting rhythmic patterns and their statistical comparative analysis

The bioconductor R package rhythmicity analysis incorporating nonparametric methods (RAIN) (Thaben and Westermark 2014) was used to identify genes, proteins, and physiological measurements exhibiting rhythmic patterns. A Benjamini–Hochberg corrected *P*-value threshold equal to 0.05 was used in all the cases under study. Rhythmic patterns with a single peak per day were identified by setting the period parameter to 24 h. Rhythmic patterns exhibiting 2 peaks per day were identified by setting the period parameter to 12 h.

For statistical comparison, rhythmic patterns were fitted to a co-sinusoidal curve characterized by 3 parameters: mesor, amplitude, and phase. The statistical significance of the differences in amplitude and phase between different groups was performed using the R package CircaCompare (Parsons et al. 2020). A Benjamini–Hochberg corrected *P*-value threshold of 0.05 was used to determine statistically significant differences.

The nonparametric method implemented in RAIN was used first since it searches for any type of rhythmic patterns. The methods in CircaCompare were also employed identifying approximately the same rhythmicity. Once it was confirmed that our data could be further analyzed using the parametric methods in CircaCompare, significance analysis of differences in phases and amplitudes were performed using CircaCompare.

The significance of the global differences in these parameters was assessed using the Mann–Whitney–Wilcoxon nonparametric test implemented in the R function wilcox.test. Phase differences between transcript and protein expression profiles were computed assuming that transcript peaks precede those of proteins.

Significant differences between specific features not related to rhythmicity were also assessed using the Mann–Whitney–Wilcoxon nonparametric test implemented in the R function wilcox.test.

### Functional annotation of gene sets

Functional enrichment analysis over different gene sets was performed using our online tool AlgaeFUN, microALGAE FUNctional enrichment tool (Romero-Losada et al. 2022) that in turn is based on the bioconductor packages clusterProfiler, enrichplot, and pathview (Luo and Brouwer 2013; Wu et al. 2021) and the functional annotation package developed by our group org.Otauri.eg.db for *O. tauri* (https://github.com/fran-romero-campero/AlgaeFUN/tree/master/packages/annotation_packages).

### TFBS enrichment analysis

The identification of plant specific TFBS significantly enriched in the promoters of the genes peaking at specific time points was performed using the software for motif discovery and next generation sequencing analysis Hypergeometric Optimization of Motif EnRichment (Heinz et al. 2010). The function *findMotifsGenome.pl* was applied with the parameter for plant specific TFBS*-mset plants*. The length of the gene promoter was fixed to 500 nt upstream of the start codon and the motif lengths to 6 and 8 nt.

### Integrative model based on sparse partial least squares

The R package mixomics (Rohart et al. 2017) was used to develop a network model for the integration of physiological and transcription factor gene expression data based on the multivariate projection method sparse partial least squares (sPLS) (Lê Cao et al. 2009). Physiological data corresponding to cell cycle phases, starch and carotenoid contents were considered as response variables and gene expression data for transcription factors as predictors. The model was constructed with the function *spls* in regression mode and keeping 3 components in the projection. The function *network* with a cutoff of 0.45 was applied to generate the network representation of the model. The software tool Cytoscape (Shannon et al. 2003) was used for the graphical representation of this network using the *yFiles Organic Layout*.

### Enzyme activities

At each time point, 1 mL of fresh culture was used to measure enzyme activities. Specifically, NR and GS activities were measured as previously described by Herrero et al. (1981) and García-Domínguez and Florencio (1997), respectively.

### Accession numbers

The *O. tauri RCC4221* genome sequence used in this article can be found in the GenBank data libraries under accession number GCA_000214015.2.

## Supplementary Material

koaf033_Supplementary_Data

## Data Availability

RNA-seq data generated in this study are freely available from the Gene Expression Omnibus database under the accession number GSE155535. The SWATH-MS proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al. 2022) partner repository with the dataset identifier PXD046992. The data analysis code developed using the statistical programming language R is freely available from the following GitHub repository SANDAL: https://github.com/fran-romero-campero/SANDAL. The results presented in this paper can be further explored using the online tool MINOTAUR: https://greennetwork.us.es/MINOTAUR/.

## Supplementary data

The following materials are available in the online version of this article.

Supplementary Figure S1. Experimental design and transcriptomic RNA-seq data reliability.

Supplementary Figure S2. Biological processes significantly enriched in the genes exhibiting rhythmicity under alternating light/dark cycles and constant light.

Supplementary Figure S3. Biological processes significantly enriched in the genes exhibiting rhythmicity under alternating light/dark cycles and constant dark.

Supplementary Figure S4. Gene expression profiles of clock components and light receptors.

Supplementary Figure S5. Functional enrichment over circadian genes after LD and SD entrainment.

Supplementary Figure S6. Transcriptional temporal program of the distribution of biological processes over diel cycles under LD conditions (16 h light/8 h dark).

Supplementary Figure S7. Transcriptional temporal program of the distribution of biological processes over diel cycles under short day conditions (8 h light/16 h dark).

Supplementary Figure S8. Validation of predicted emergence of bimodal rhythmic profiles under neutral day conditions.

Supplementary Figure S9. Proteomic data normalization and reliability.

Supplementary Figure S10. Transcript/protein phase offsets did not correlate to any biochemical properties computed from protein sequences.

Supplementary Figure S11. Heatmaps integrating transcript and protein abundance under LD and SD conditions for different biological processes.

Supplementary Figure S12. Gene expression and starch content under constant dark.

Supplementary Figure S13. Reductions in amplitude under free-running conditions can be explained by a decline in culture synchrony.

Supplementary Table S1. Rhythmic genes under different light regimes.

Supplementary Table S2. Set of rhythmic genes peaking at each time point under long- and short-day conditions.

Supplementary Table S3. Set of rhythmic genes with 2 peaks.

Supplementary Table S4. Protein abundances under long- and short-day conditions.

Supplementary Table S5. Rhythmic proteins under long- and short-day conditions.

Supplementary Table S6. Cell cycle data under long- and short-day conditions.

Supplementary Table S7. Starch content data under long- and short-day conditions.

Supplementary Table S8. Carotenoid content data under long- and short-day conditions.

Supplementary Table S9. Nitrate reductase and glutamine synthetase activities under long- and short-day conditions.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

APL Gramene: ostta07g03440
APL Araport: ostta07g03440

CRY3 Gramene: ostta01g06470
CRY3 Araport: ostta01g06470

SBPASE Gramene: AT3G55800
SBPASE Araport: AT3G55800

HDR Gramene: AT4G34350
HDR Araport: AT4G34350

PETC Gramene: AT4G03280
PETC Araport: AT4G03280

CAROTENOID CHEBI: CHEBI:23044

starch CHEBI: CHEBI:28017

CPP Gramene: ostta09g04220
CPP Araport: ostta09g04220

starch content Planteome: TO:0000696

CCA1 Gramene: ostta06g02340
CCA1 Araport: ostta06g02340

TOC1 Gramene: ostta13g01820
TOC1 Araport: ostta13g01820

PRR7 Gramene: AT5G02810
PRR7 Araport: AT5G02810

ATPD Gramene: AT4G09650
ATPD Araport: AT4G09650

CRY1 Gramene: ostta15g0100
CRY1 Araport: ostta15g0100

TFBS Gramene: Transcription Factor Binding Sites (TFBSs)
TFBS Araport: Transcription Factor Binding Sites (TFBSs)

nitrate CHEBI: CHEBI:17632

Gigantea Gramene: BRADI2G05226
Gigantea Araport: BRADI2G05226

PRR5 Gramene: AT5G24470
PRR5 Araport: AT5G24470

NIR Gramene: ostta10g00930
NIR Araport: ostta10g00930

PSY Gramene: ostta05g03530
PSY Araport: ostta05g03530

PsbQ Gramene: ostta16g01620
PsbQ Araport: ostta16g01620

UVR2 Gramene: ostta03g05620
UVR2 Araport: ostta03g05620

CycD Gramene: ostta18g01570
CycD Araport: ostta18g01570

CycB Gramene: ostta01g06150
CycB Araport: ostta01g06150

CDKB Gramene: ostta15g00670
CDKB Araport: ostta15g00670

CycA Gramene: ostta02g00150
CycA Araport: ostta02g00150

CDKA Gramene: ostta04g00110
CDKA Araport: ostta04g00110

PsbO Gramene: ostta14g00150
PsbO Araport: ostta14g00150

PsbP Gramene: ostta14g02630
PsbP Araport: ostta14g02630

Fd Gramene: ostta17g00310
Fd Araport: ostta17g00310

APS Gramene: ostta07g03070
APS Araport: ostta07g03070

GBSS Gramene: ostta06g02940
GBSS Araport: ostta06g02940

SBE Gramene: ostta03g00870
SBE Araport: ostta03g00870

SSS Gramene: ostta16g02480
SSS Araport: ostta16g02480

ISA Gramene: ostta02g05060
ISA Araport: ostta02g05060

AMY Gramene: ostta10g00260
AMY Araport: ostta10g00260

LCY Gramene: ostta14g00700
LCY Araport: ostta14g00700

VDE Gramene: ostta16g00660
VDE Araport: ostta16g00660

ZEP Gramene: ostta16g00670
ZEP Araport: ostta16g00670

NRT2 Gramene: ostta10g00950
NRT2 Araport: ostta10g00950

NRT3 Gramene: ostta10g00940
NRT3 Araport: ostta10g00940

NR Gramene: ostta10g00920
NR Araport: ostta10g00920

GS Gramene: ostta01g05020
GS Araport: ostta01g05020

GOGAT Gramene: ostta14g01900
GOGAT Araport: ostta14g01900

# Supplementary material for: Multiomics integration unveils photoperiodic plasticity in the molecular rhythms of marine phytoplankton
**Source:** Plant Cell. 2025 Feb 11;37(2):koaf033. doi: 10.1093/plcell/koaf033
**Supplement:** koaf033_Supplementary_Data

A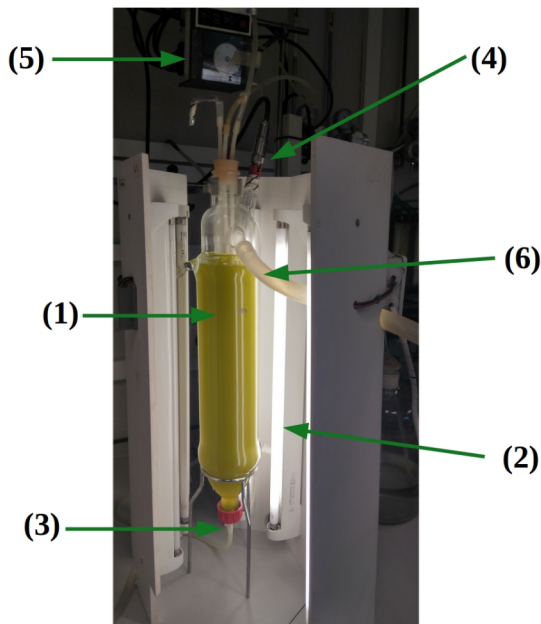**B**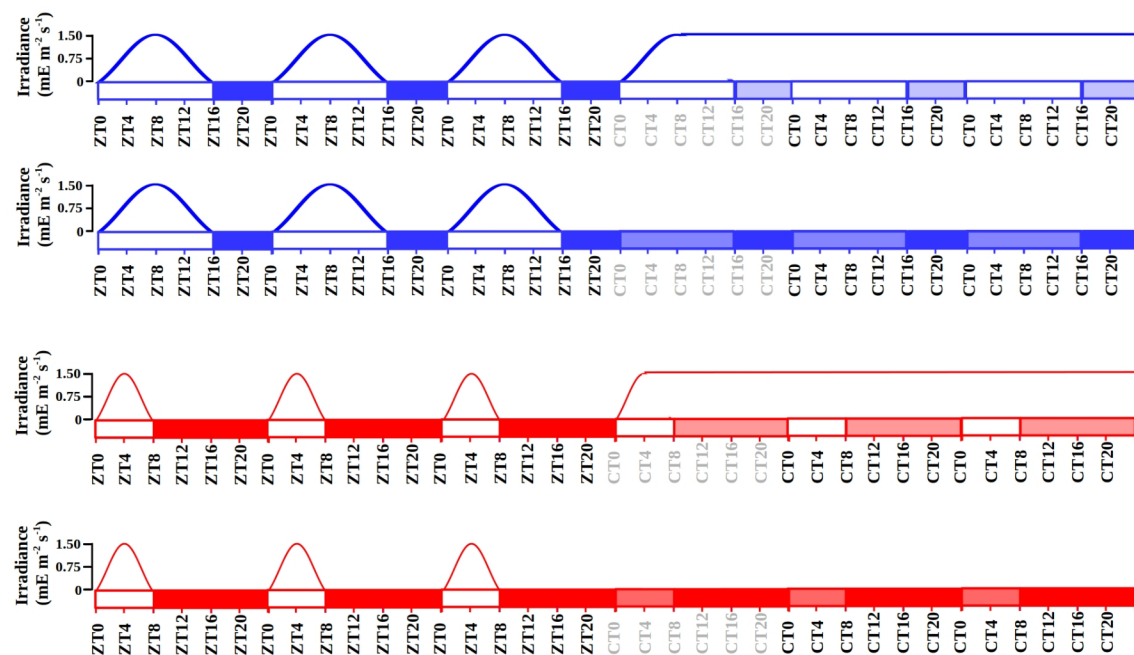**C**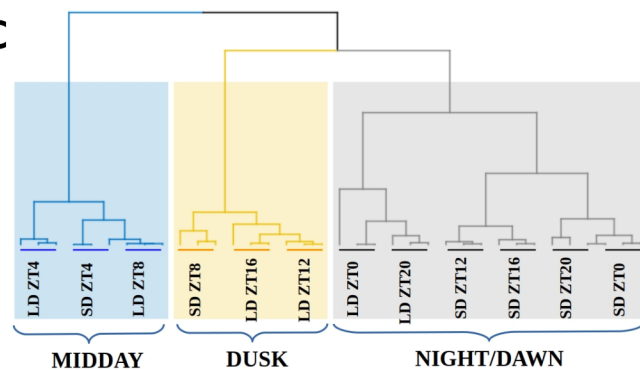**D**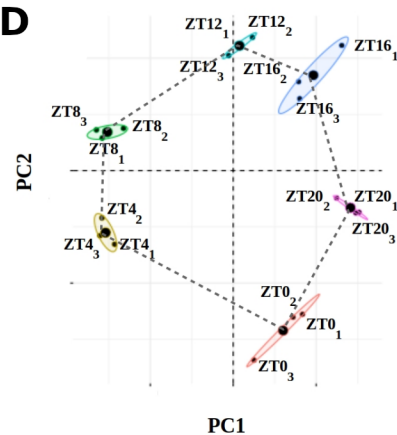**E**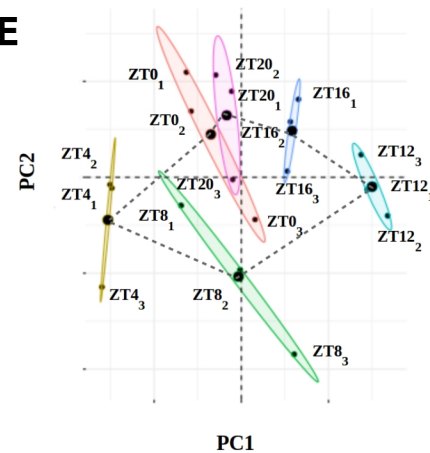

Supplementary Figure S1. Experimental design and transcriptomic RNA-seq data reliability. Supports Figure 1. **(A)** Photochemostats used for *Ostreococcus tauri* cultivation in continuous regime under diel and seasonal cycles. (1) Jacketed sterilized bubble column. (2) Light panels simulating the different light/dark cycles. (3) Continuous air is sparged to ensure culture homogenization from the bottom of the column. (4) Temperature and pH probe. (5) Peristaltic pump for fresh medium supply. (6) Overflow tube collecting excess culture. **(B)** The experimental settings to study transcriptome, proteome and physiological rhythmicity: three days under long summer day conditions (LD, 16h light : 8h dark) / short winter day conditions (SD, 8h light : 16h dark) followed by three days under free running conditions consisting of constant light or constant dark. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on, ZT0). Samples were collected every four hours during the three days of alternating light/dark cycles for transcriptomic, proteomic and physiological analysis. No samples were collected during the first day of free running conditions to allow culture acclimation. CTN, Circadian Time N, marks the time point N hours after subjective dawn (CT0). Samples were collected every four hours starting at subjective dawn during two days for transcriptomic analysis. Long day conditions are represented in blue and short day conditions in red. Photoperiods (light periods) correspond to white rectangles and skotoperiods (dark periods) to blue/red filled rectangles. Light blue and light red filled rectangles are used to represent subjective photoperiods and skotoperiods under free running conditions. **(C)** Hierarchical clustering of the RNA-seq data corresponding to the 36 time points collected under alternating dark/light cycles simulating long and short day conditions. The three global transcriptomes corresponding to the same time points from different days cluster together showing robust rhythmicity in our cultures. **(D)** Principal Component Analysis of the time point global transcriptomes under long day conditions. Small dots correspond to the 2D projection of each time point global transcriptome. Big dots correspond to the average of the three replicates 2D projections for each time point. Ellipses mark the 95% confidence regions corresponding to each time point global transcriptome. **(E)** Principal Component Analysis of the time point global transcriptomes under short day conditions. Points and ellipses are used as described before.

A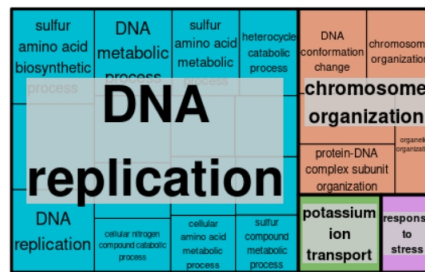**B****ostta01g02580 - MCM6**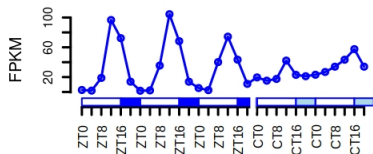**ostta01g02580 - MCM6**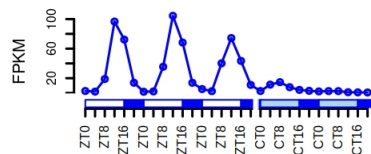**ostta01g02580 - MCM6**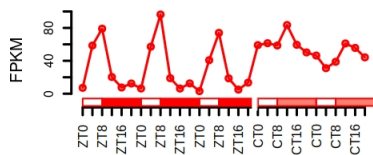**ostta01g02580 - MCM6**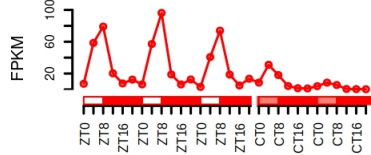**C****ostta06g02890 - PCNA**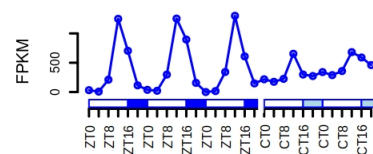**ostta06g02890 - PCNA**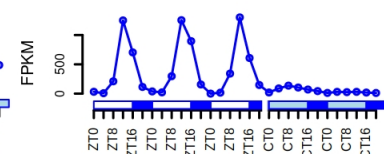**ostta06g02890 - PCNA**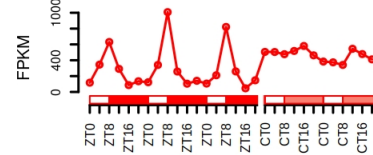**ostta06g02890 - PCNA**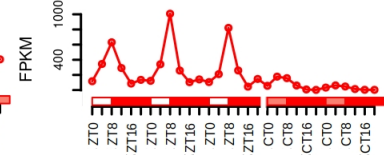**D****ostta05g02940 - TOP6B**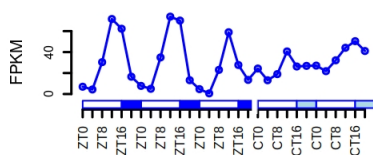**ostta05g02940 - TOP6B**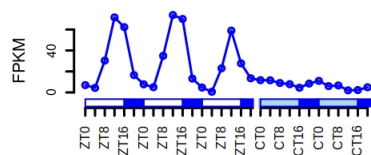**ostta05g02940 - TOP6B**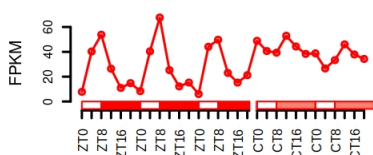**ostta05g02940 - TOP6B**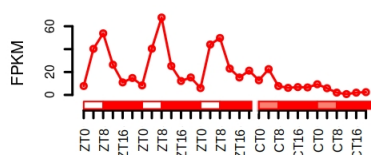**E****ostta08g03680 - POLAB**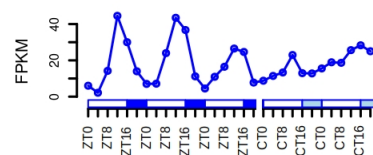**ostta08g03680 - POLAB**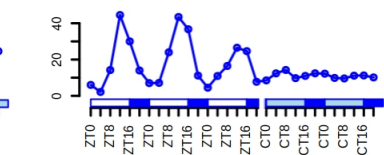**ostta08g03680 - POLAB**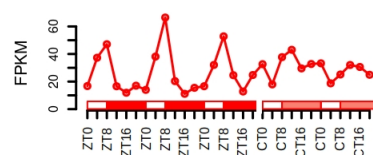**ostta08g03680 - POLAB**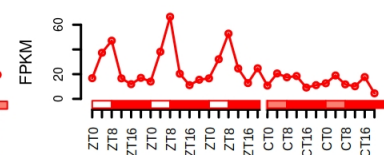

Supplementary Figure S2. Biological processes significantly enriched in the genes exhibiting rhythmicity under alternating light/dark cycles and constant light. Supports Figure 2. **(A)** Treemap summarizing the significantly enriched biological processes. Semantically similar biological processes are grouped into the same colored rectangle. The most representative biological process is shown for each rectangle. **(B), (C), (D) and (E)** Gene expression profiles during three consecutive days under long day (LD, 16h light / 8h dark, blue) and two consecutive days under constant light (LL) (top left), LD / constant dark (DD) (top right), short day conditions (SD, 8h light / 16h dark, red) / LL (bottom left) and SD / DD conditions (bottom right) for *Minichromosome Maintenance 6* (*MCM6*, *ostta01g02580*, **B**), *Proliferating Cell Nuclear Antigen* (*PCNA*, *ostta06g02890*, **C**), *Topoisomerase 6 subunit B* (*TOP6B*, *ostta05g02940*, **D**) and *DNA Polymerase Alpha subunit B* (*POLAB*, *ostta08g03680*, **E**). Gene expression levels (measured as FPKM (Fragments Per Kilobase of transcript per Million fragments mapped)): White rectangles represent photoperiods (light periods or days), blue and red filled rectangles correspond to skotoperiods under LD and SD respectively (dark periods or nights), light blue rectangles mark subjective nights or days under LL and DD respectively after LD entrainment, and light red rectangles mark subjective nights or days under LL and DD respectively after SD entrainment. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). CTN, Circadian Time N denotes the time point N hours after the subjective dawn. A discontinuity is shown on the time axis to indicate that samples were collected after 24h acclimation to the corresponding free-running conditions.

		ribonucleoprotein complex biogenesis
**RNA processing**	DNA recombination	ribosome biogenesis

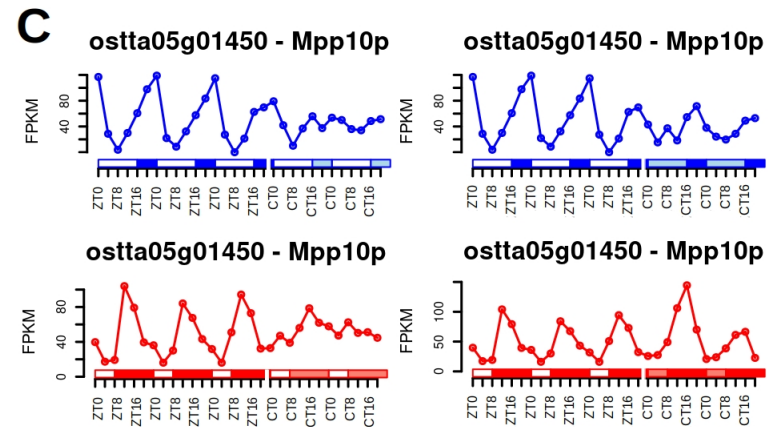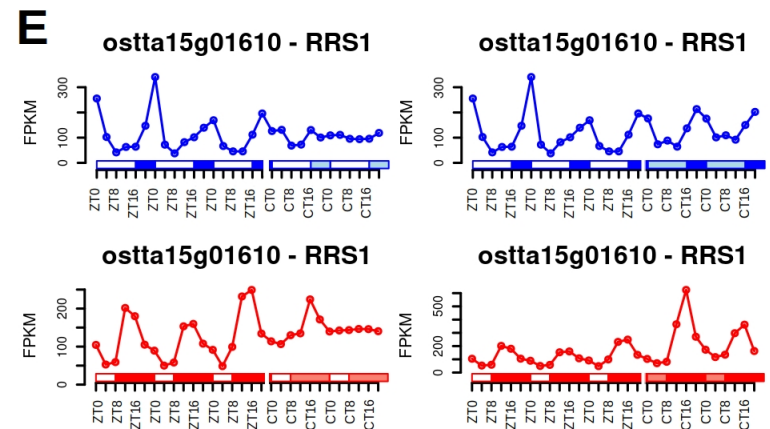

Supplementary Figure S3. Biological processes significantly enriched in the genes exhibiting rhythmicity under alternating light/dark cycles and constant dark. Supports Figure 2. **(A)** Treemap summarizing the significantly enriched biological processes. Semantically similar biological processes are grouped into the same colored rectangle. The most representative biological process is shown for each rectangle. **(B), (C), (D) and (E)** Gene expression profiles during three consecutive days under long day (LD, 16h light / 8h dark, blue) and two consecutive days under constant light (LL) (top left), LD / constant dark (DD) (top right), short day conditions (SD, 8h light / 16h dark, red) / LL (bottom left) and SD / DD conditions (bottom right) for *U3 small nucleolar RNA-associated protein 14* (*Utp14*, *ostta04g00770*, **B**), *M-phase phosphoprotein 10* (*Mpp10p*, *ostta05g01450*, **C**), *U3 small nucleolar RNA-associated protein 11* (*Utp11*, *ostta06g01560*, **D**) and *ribosome biogenesis regulator 1* (*RRS1*, *ostta15g01610*, **E**). Gene expression levels are measured as FPKM (Fragments Per Kilobase of transcript per Million fragments mapped). White rectangles represent photoperiods (light periods or days), blue and red filled rectangles correspond to skotoperiods under LD and SD respectively (dark periods or nights), light blue rectangles mark subjective nights or days under LL and DD respectively after LD entrainment, and light red rectangles mark subjective nights or days under LL and DD respectively after SD entrainment. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). CTN, Circadian Time N denotes the time point N hours after the subjective dawn. A discontinuity is shown on the time axis to indicate that samples were collected after 24h acclimation to the corresponding free-running conditions. █

A**osta06g02340 – CCA1**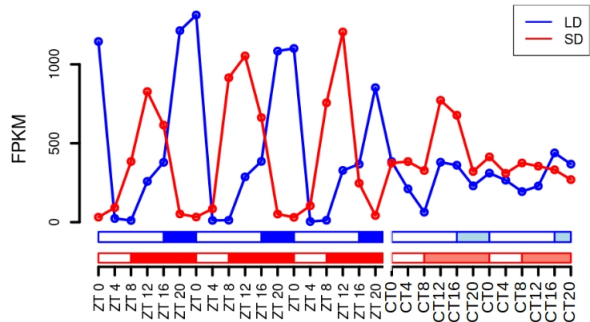**osta06g02340 – CCA1**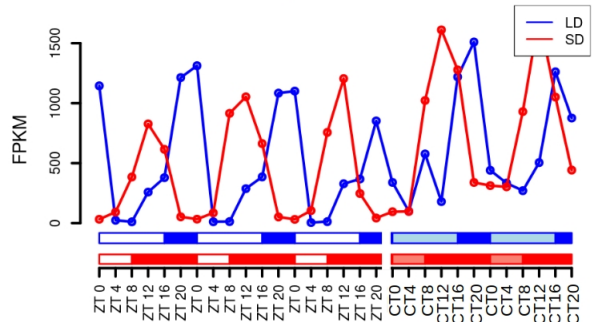**B****osta13g01820 – TOC1**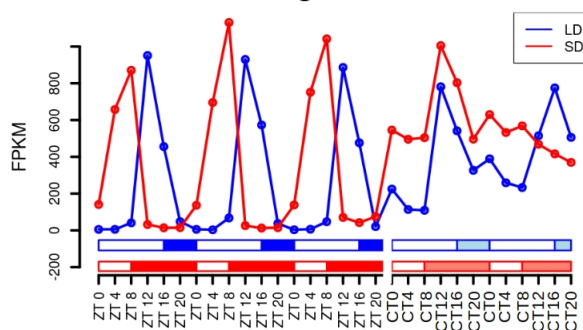**osta13g01820 – TOC1**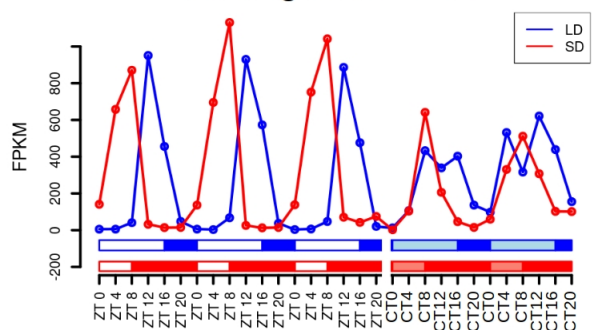**C****osta15g01000 – CRY1**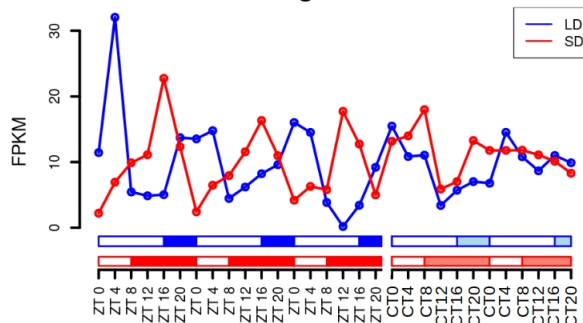**osta15g01000 – CRY1**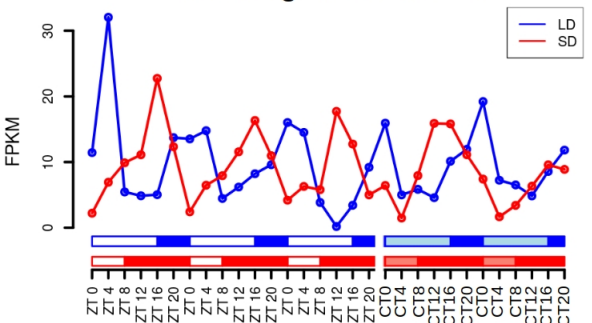**D****osta01g06470 – CRY3**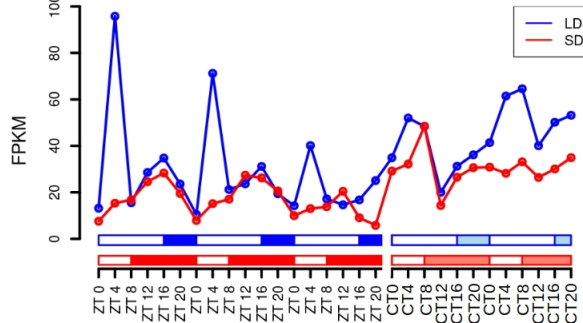**osta01g06470 – CRY3**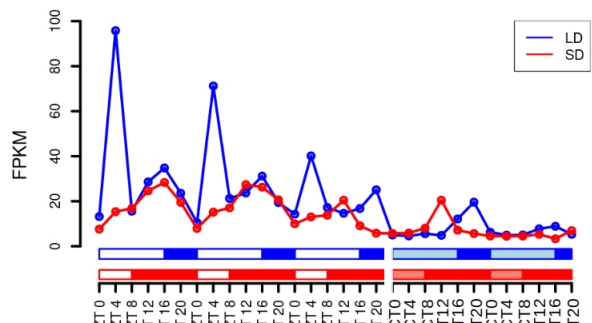**E****osta03g05620 – UVR2**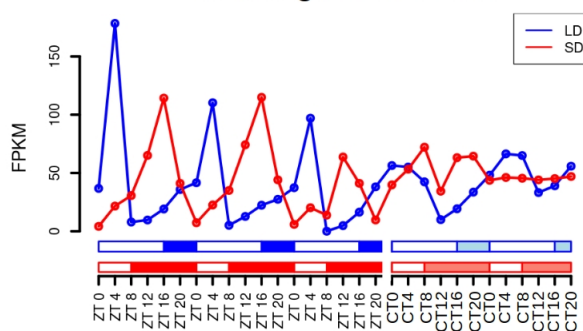**osta03g05620 – UVR2**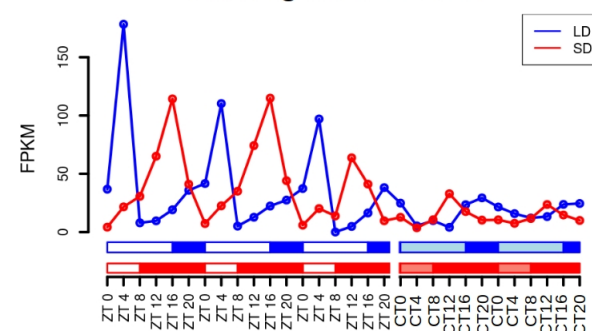

Supplementary Figure S4. Gene expression profiles of clock components and light receptors.

Supports Figure 2. The gene expression profiles during three consecutive days of clock components and light receptors are presented under long day conditions (LD, 16h light / 8h dark), in blue, and short day conditions (SD, 8h light / 16h dark), in red. Free-running conditions consisting of constant light and dark are also represented during two consecutive days. White rectangles represent photoperiods (light periods or days), blue and red filled rectangles correspond to skotoperiods under LD and SD (dark periods or nights), light blue rectangles mark subjective days or nights under LL and DD respectively after LD entrainment, light red rectangles mark subjective days or nights under LL and DD respectively after SD entrainment. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). CTN, Circadian Time N, marks the time point N hours after subjective dawn under free-running conditions. A discontinuity is shown on the time axis to indicate that samples were collected after 24h acclimation to the corresponding free-running conditions. **(A)** CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) ortholog exhibits rhythmicity under both LL and DD free-running conditions with higher levels of expression and amplitude under DD. **(B)** TIMING OF CAB EXPRESSION 1 (TOC1) ortholog exhibits rhythmicity under both LL and DD free-running conditions with higher levels of expression under LL. **(C)** CRYPTOCHROME 1 (CRY1) ortholog exhibits rhythmicity under both LL and DD free-running conditions. **(D)** CRYPTOCHROME 3 (CRY3) ortholog exhibits a bimodal rhythmicity specific to LD conditions with only one of these peaks present under SD and free running conditions. This gene was rhythmic under both LL and DD free-running conditions with higher levels of expression under LL. **(E)** UV RESISTANCE 2 (UVR2) ortholog exhibits rhythmicity under both LL and DD free-running conditions with higher levels of expression under LL.

A

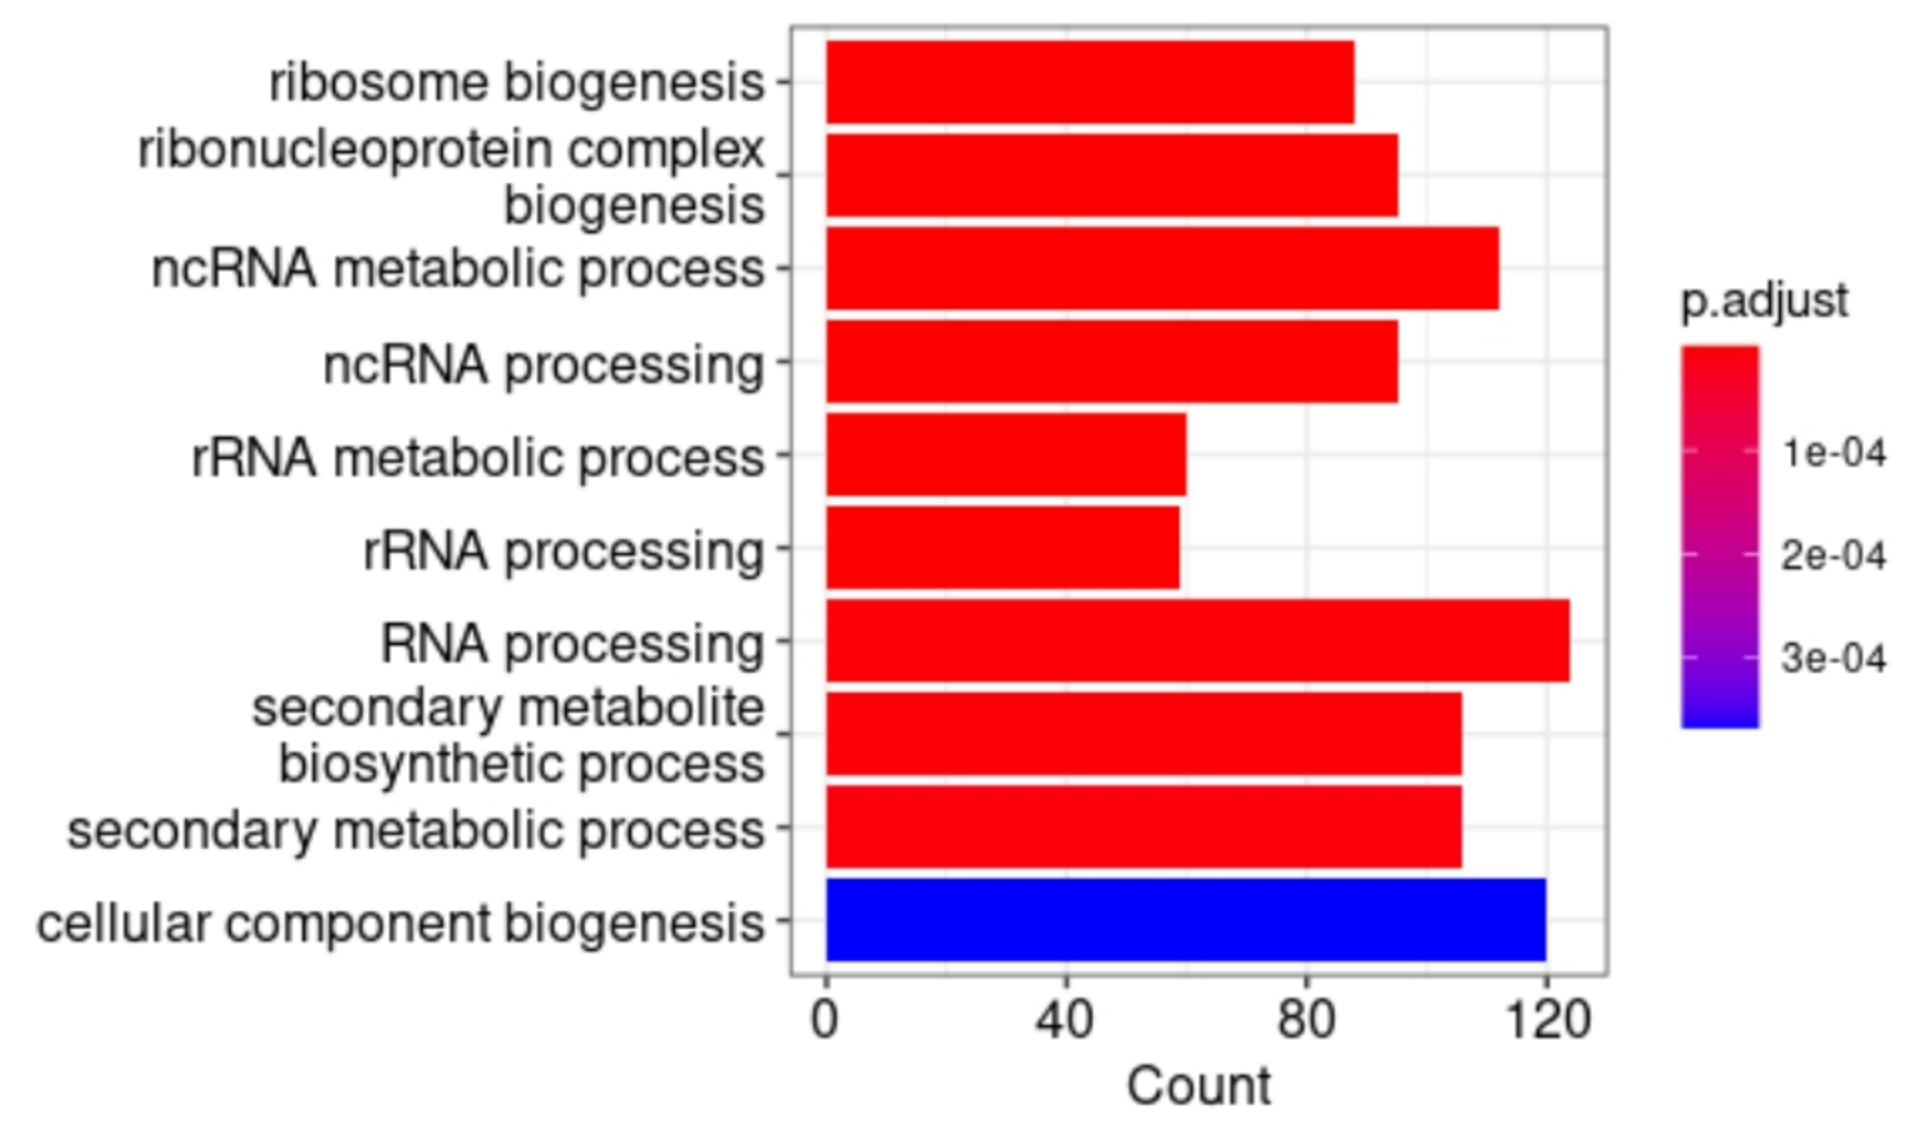

B

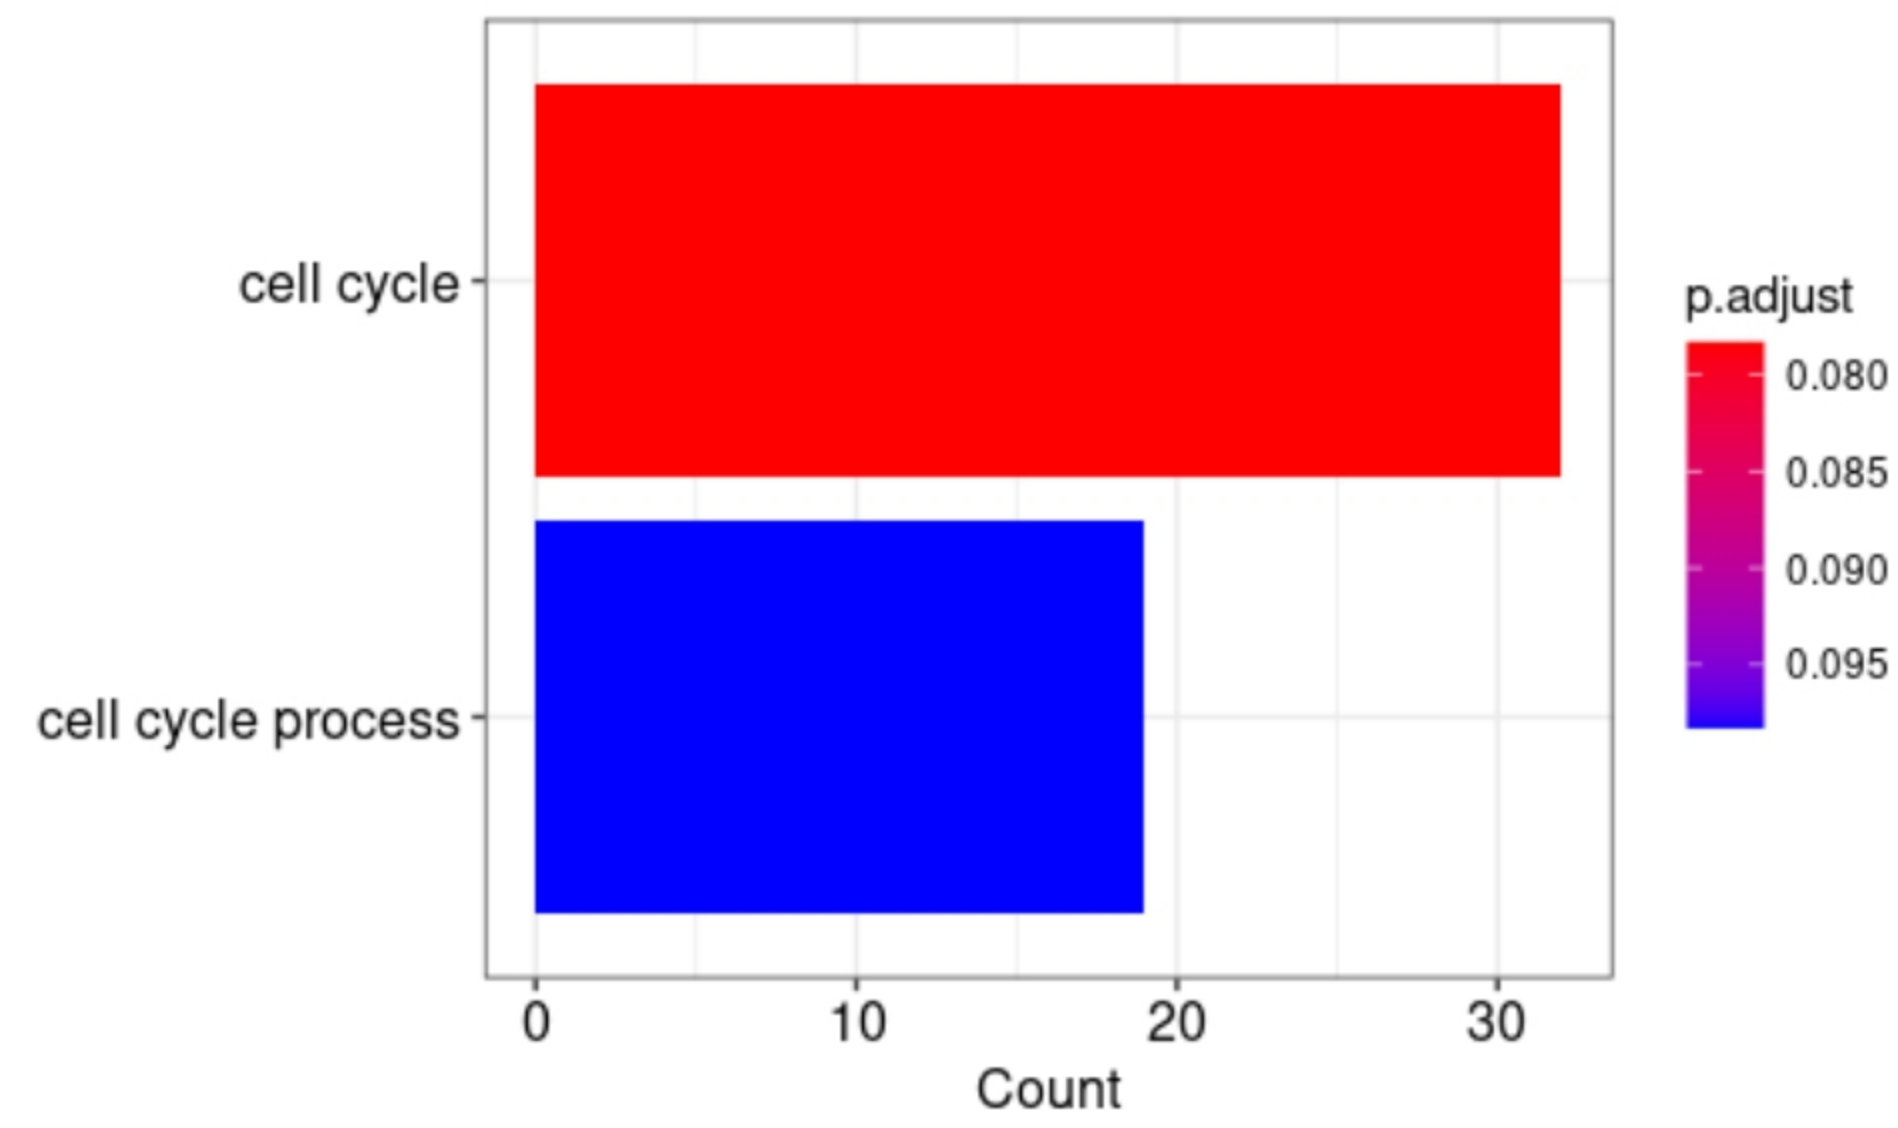

C

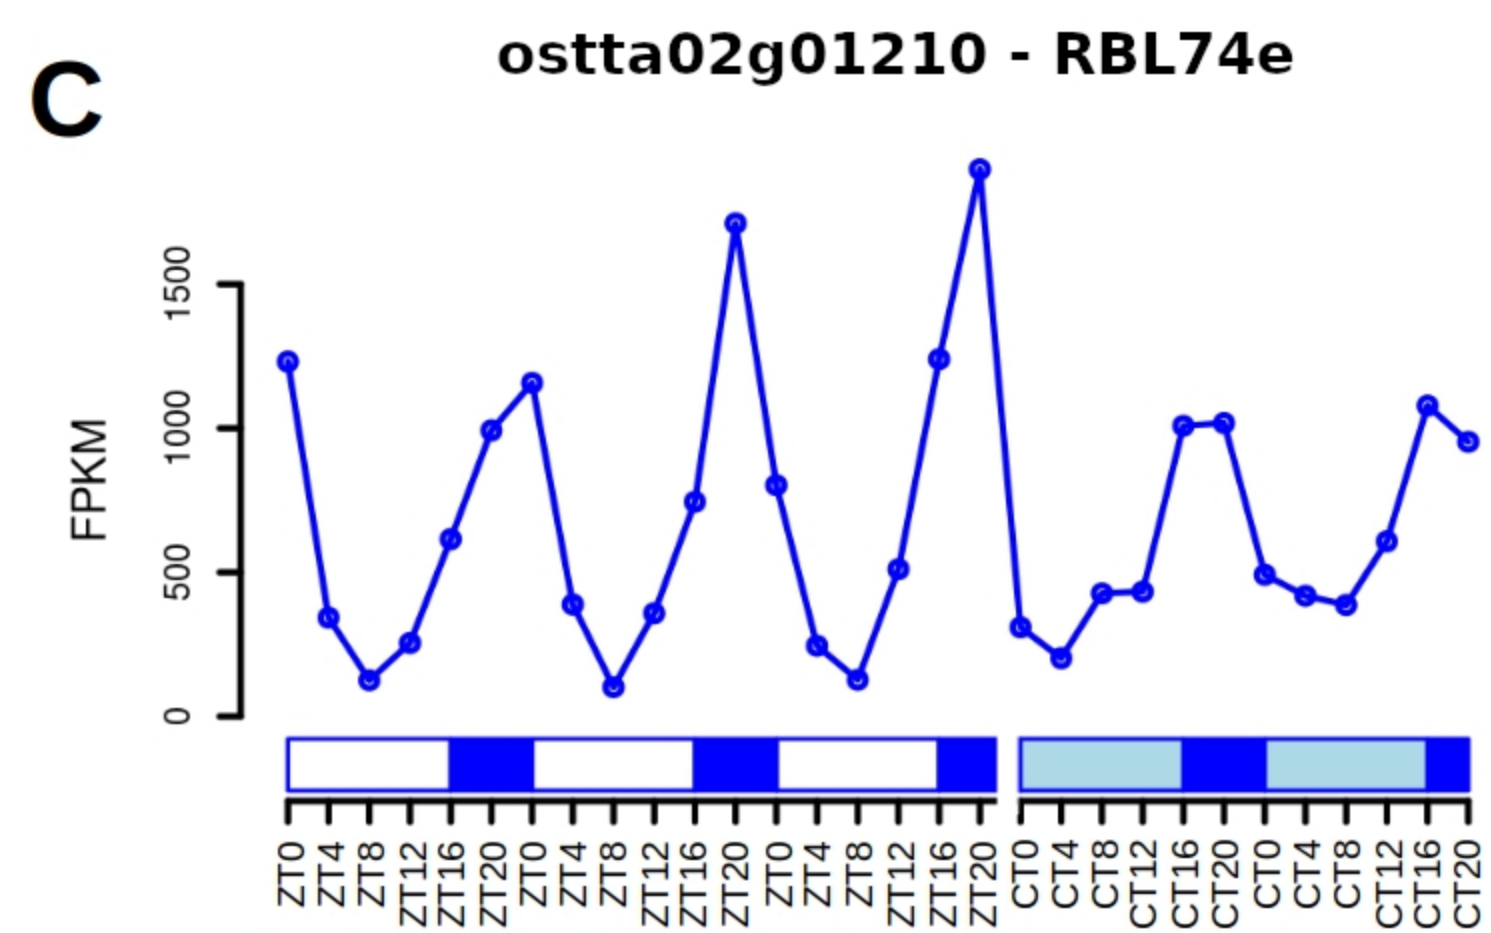

D

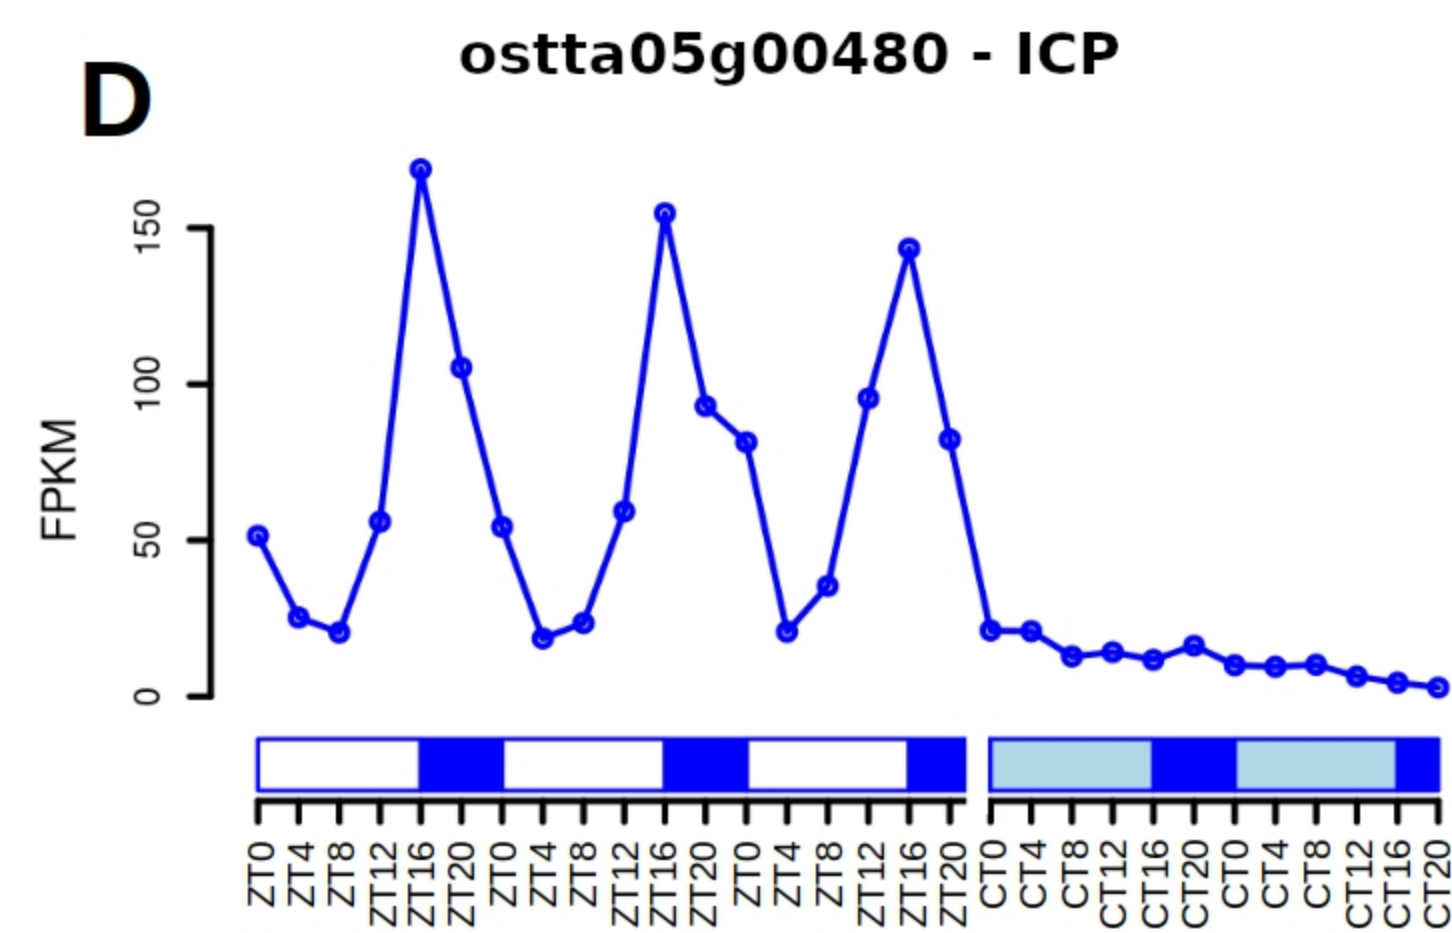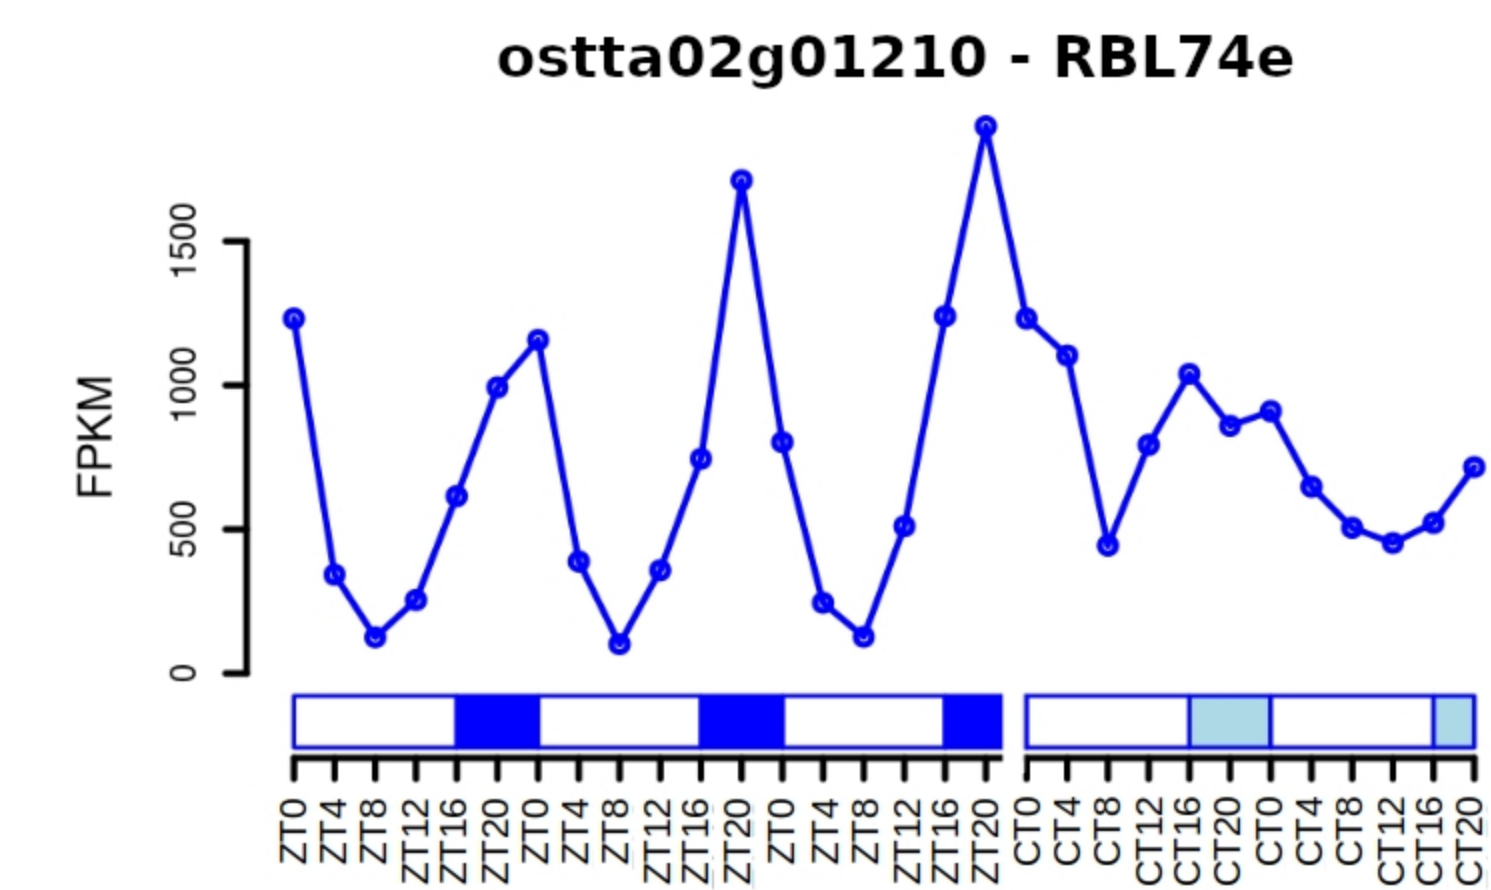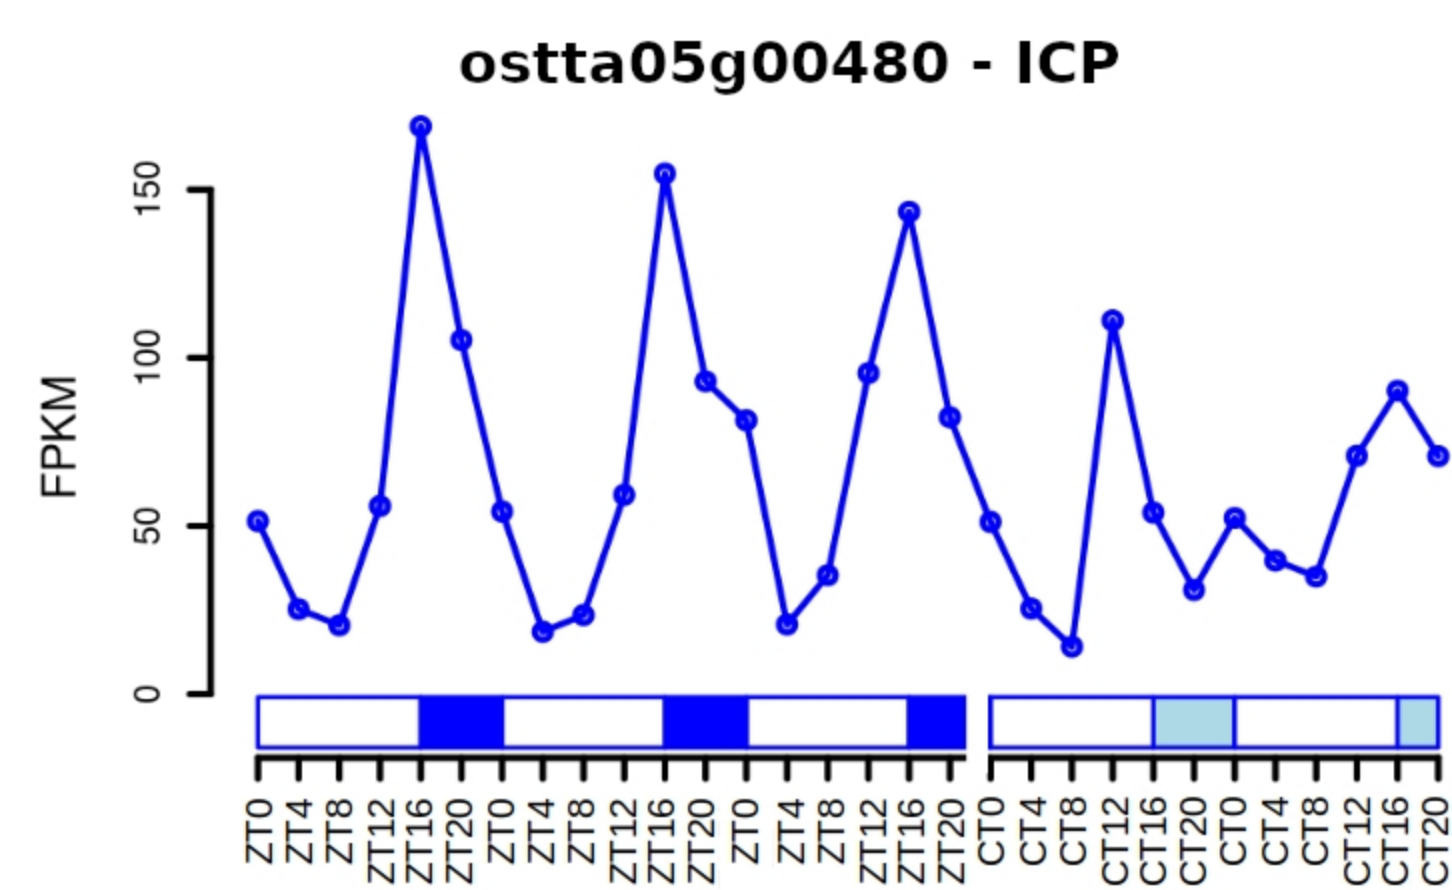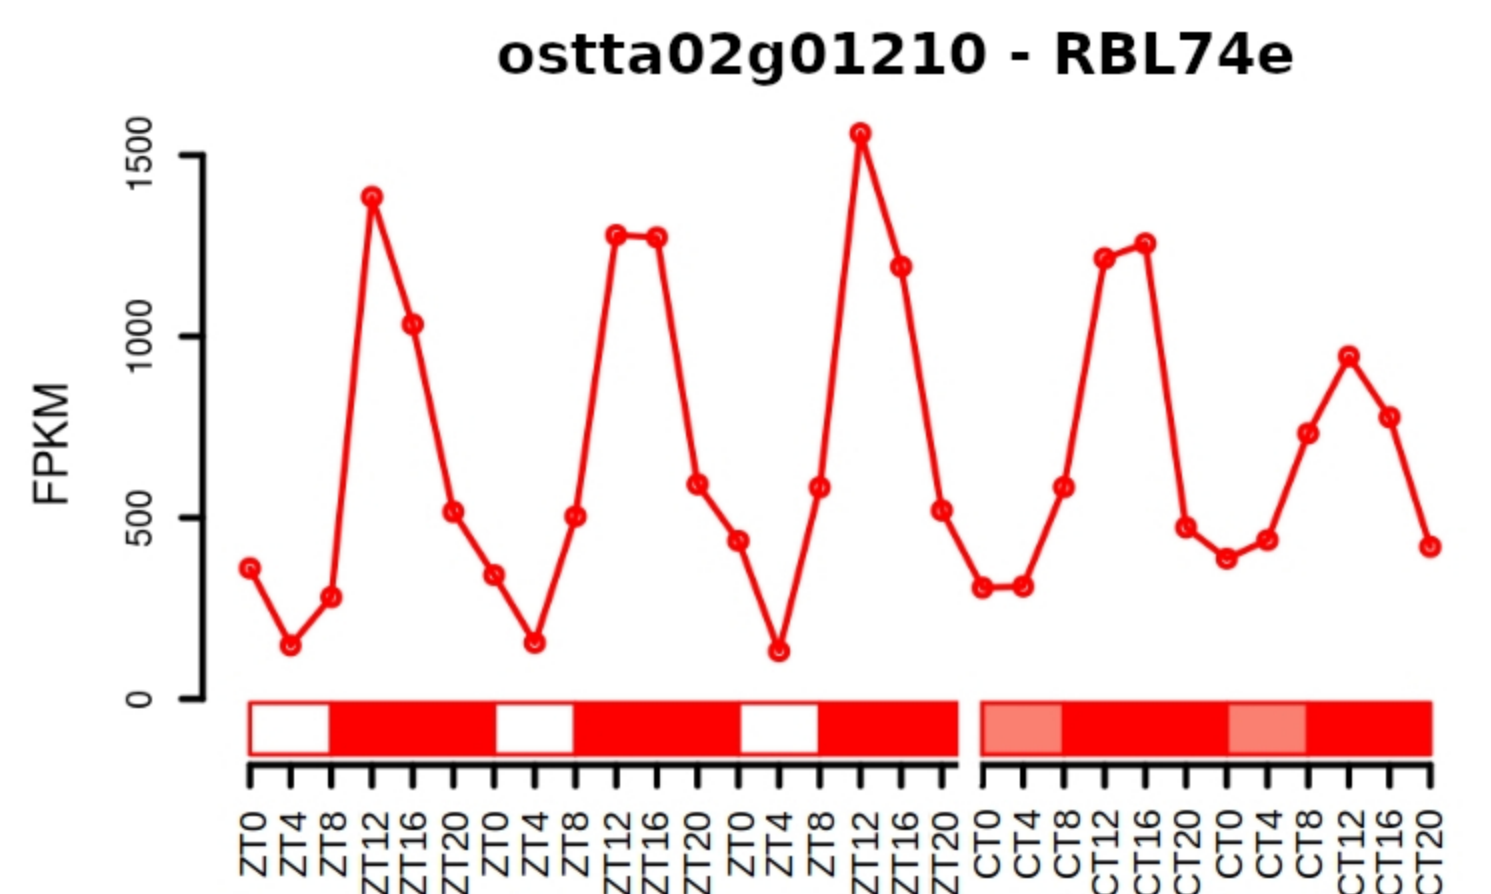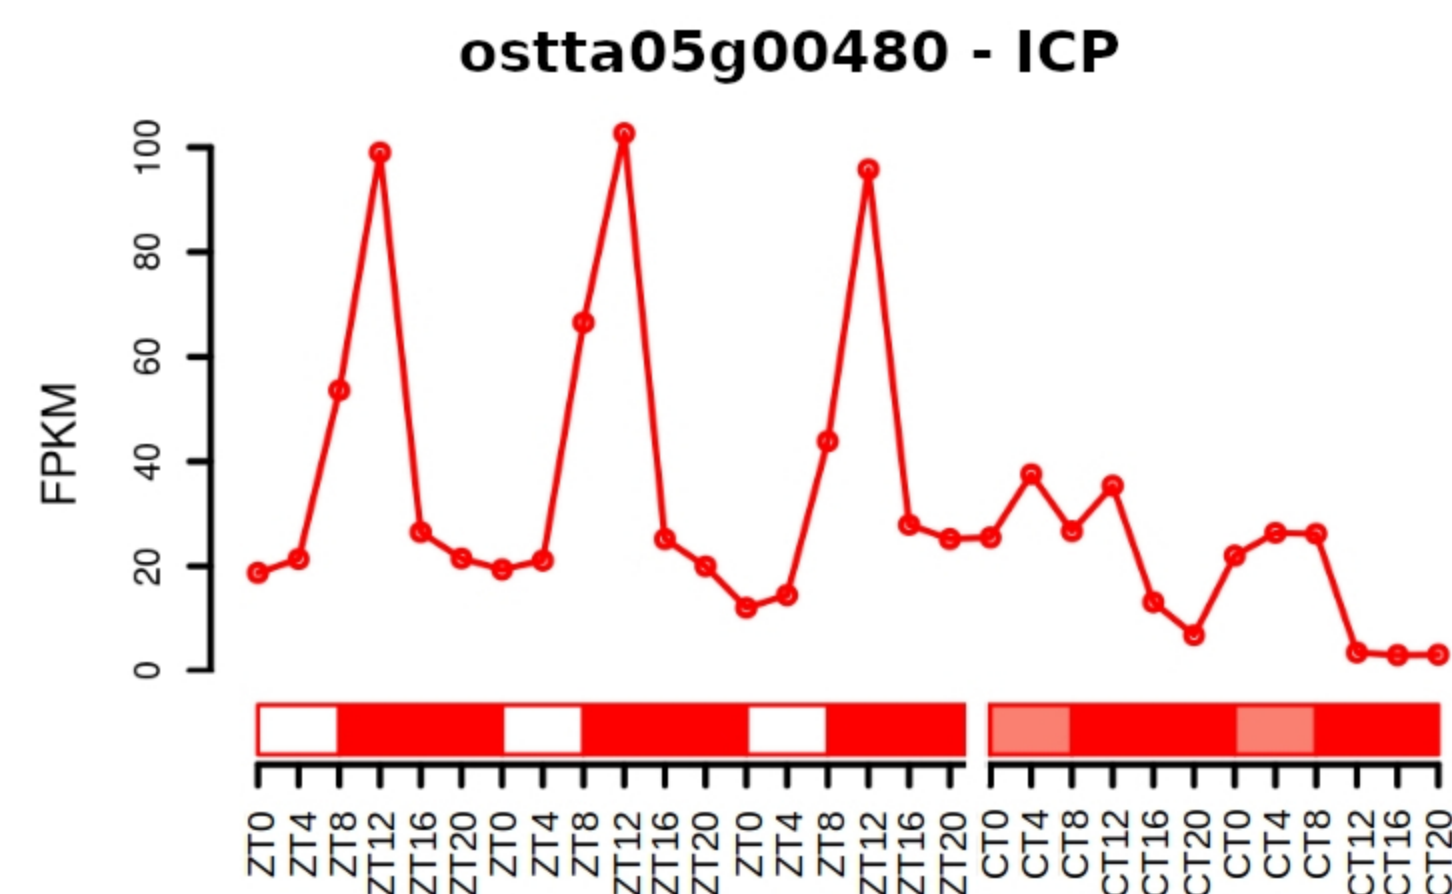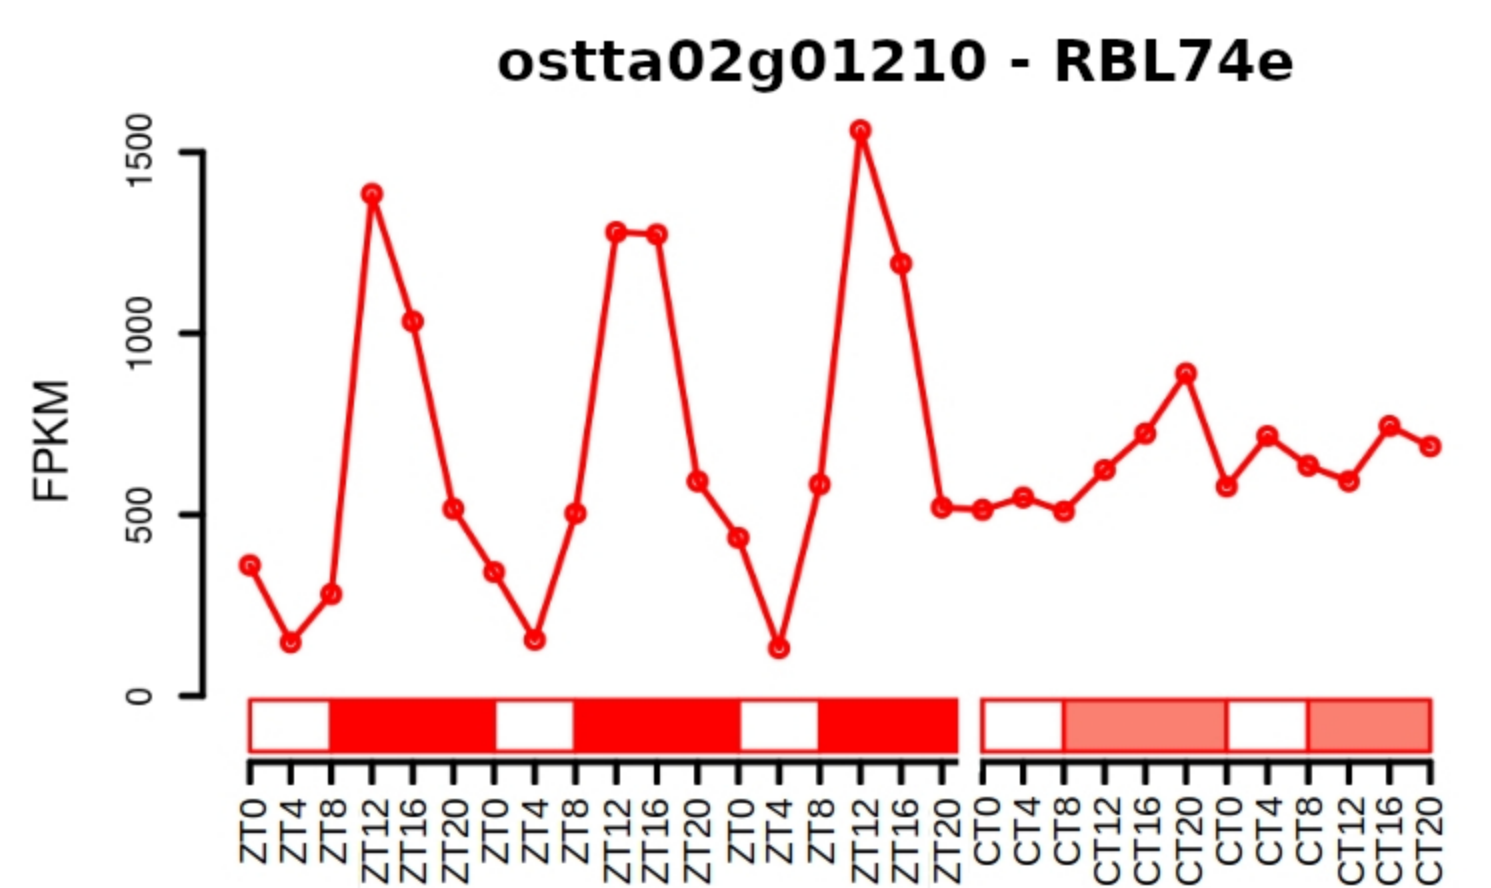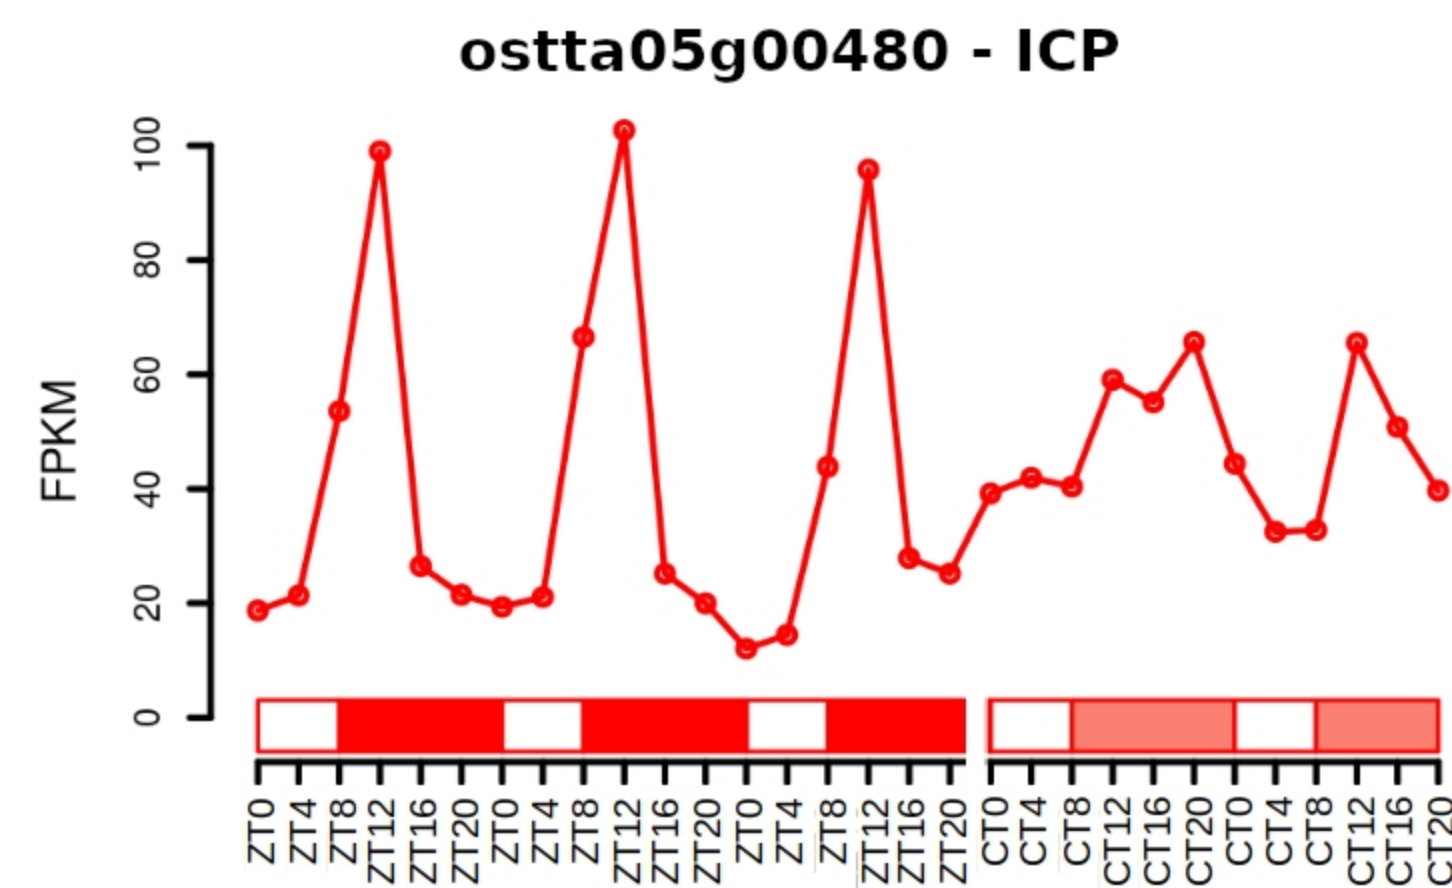

Supplementary Figure S5. Functional enrichment over circadian genes after LD and SD entrainment. Supports Figure 2. **(A)** Barplot representing significantly enriched Gene Ontology (GO) terms over the circadian genes identified after LD conditions. Bar lengths represent the number of genes annotated with the corresponding term. Bar colors represent the level of significance. **(B)** Similarly for circadian genes identified after SD conditions. **(C)** Example of circadian gene identified after LD entrainment, *Ribosomal protein L7Ae (ostta02g01210)*, losing its rhythmicity under constant light after SD entrainment. White rectangles represent photoperiods, blue and red filled rectangles correspond to skotoperiods under LD and SD, light blue rectangles mark subjective days or nights under LL and DD respectively after LD entrainment. Three consecutive days are considered under LD and SD and two under LL and DD. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). CTN, Circadian Time N, marks the time point N hours after subjective dawn under free-running conditions. A discontinuity is shown on the time axis to indicate that samples were collected after 24h acclimation to the corresponding free-running conditions. **(D)** Example of circadian gene identified after SD entrainment, *Inner centromere protein (ostta05g00480)*, losing its rhythmicity under constant light after SD entrainment.

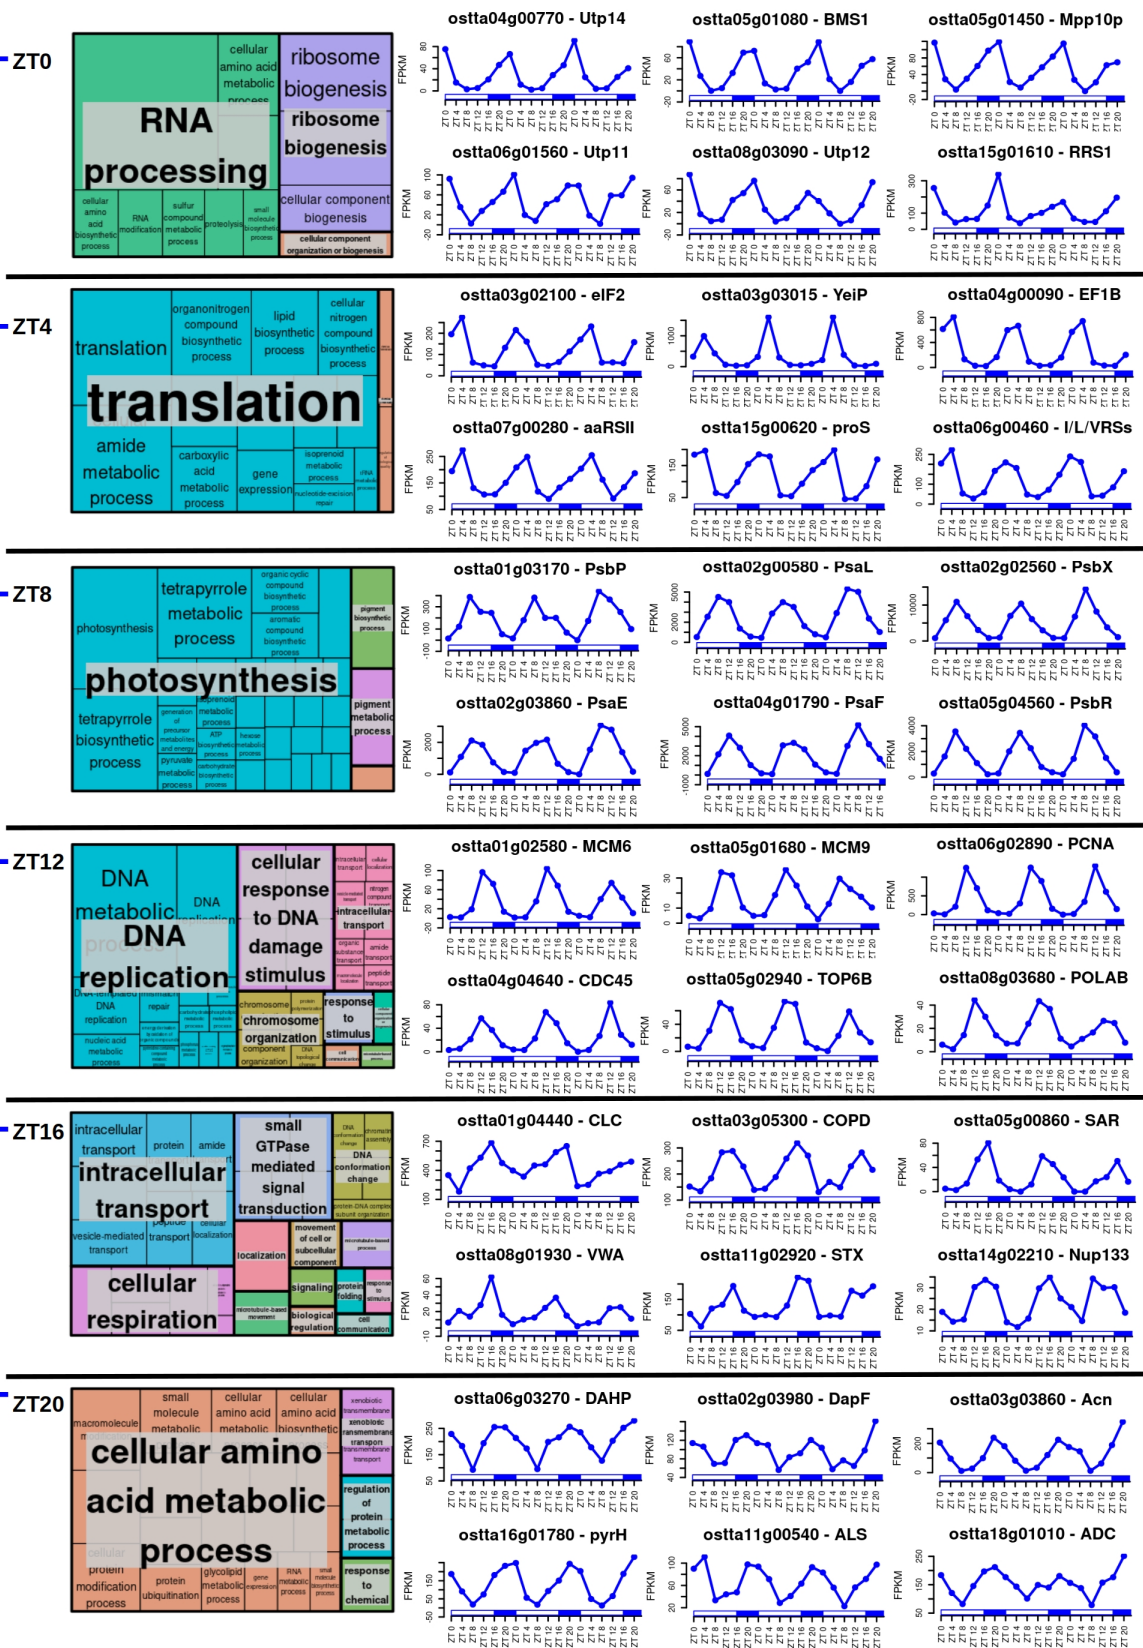

Supplementary Figure S6. Transcriptional temporal program of the distribution of biological processes over diel cycles under long day conditions (16h light / 8h dark). Supports Figure 3. Three consecutive days are represented. The white rectangle represent the photoperiod (light period or day) whereas the blue filled rectangle corresponds to the skotoperiod (dark period or night). ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). Treemaps summarizing the significantly enriched biological processes at each time point. Semantically similar biological processes are grouped into the same colored rectangles. The most representative biological processes are shown for each rectangle. Specific gene expression profiles are represented for each time point illustrating the different biological processes. Gene expression levels are measured as FPKM (Fragments Per Kilobase of transcript per Million fragments mapped). **(ZT0)** RNA processing and ribosome biogenesis are the two most prominent biological processes whose genes reach maximum expression level at dawn under LD conditions. Examples for such genes involved in ribosome biogenesis are *U3 small nucleolar RNA-associated protein 14* (*Utp14*, *ostta04g00770*), *Ribosome Biogenesis Factor BMS1* (*BMS1*, *ostta05g01080*), *M-phase phosphoprotein 10* (*Mpp10p*, *ostta05g01450*), *U3 small nucleolar RNA-associated protein 11* (*Utp11*, *ostta06g01560*), *U3 small nucleolar RNA-associated protein 12* (*Utp12*, *ostta08g03090*) and *ribosome biogenesis regulator 1* (*RRS1*, *ostta15g01610*). **(ZT4)** Translation is the most prominent biological process whose genes reach maximum expression level early in the morning four hours after dawn under LD conditions. Examples for such genes are *eukaryotic Initiation Factor 2* (*eIF2*, *ostta03g02100*), *translation elongation factor P* (*YeiP*, *ostta03g03015*), *Elongation Factor 1 B* (*EF1B*, *ostta04g00090*), *alanyl-tRNA synthase II* (*aaRSII*, *ostta07g00280*), *proline-tRNA ligase* (*proS*, *ostta15g00620*) and *isoleucyl, leucyl and valyl-tRNA synthetase* (*I/L/VRs*, *ostta06g00460*). **(ZT8)** Photosynthesis is the most prominent biological process whose genes reach maximum expression level at midday, eight hours after dawn under LD conditions. Examples for such genes are *Photosystem II subunit P* (*PsbP*, *ostta01g03170*), *Photosystem I subunit L* (*PsaL*, *ostta02g00580*), *Photosystem II subunit X* (*PsbX*, *ostta02g02560*), *Photosystem I subunit E* (*PsaE*, *ostta02g03860*), *Photosystem I subunit F* (*PsaF*, *ostta04g01790*) and *Photosystem II subunit R* (*PsbR*, *ostta05g04560*). **(ZT12)** DNA replication and chromosome organization are two prominent biological processes whose genes reach maximum expression level late during the day four hours before dusk under LD conditions. Examples for such genes are *Minichromosome Maintenance 6* (*MCM6*, *ostta01g02580*), *Minichromosome Maintenance 9* (*MCM9*, *ostta05g01680*), *Proliferating Cell Nuclear Antigen* (*PCNA*, *ostta06g02890*), *Cell Division Cycle protein 45* (*CDC45*, *ostta04g04640*), *Topoisomerase 6 subunit B* (*TOP6B*, *ostta05g02940*) and *DNA Polymerase Alpha subunit B* (*POLAB*, *ostta08g03680*). **(ZT16)** Intracellular transport and cellular respiration are the two most prominent biological processes whose genes reach maximum expression level at dusk under LD conditions. Examples for such genes are *Clathrin light chain* (*CLC*, *ostta01g04440*), *Coatomer delta subunit* (*COPD*, *ostta03g05300*), *Secretion-associated and Ras-related protein* (*SAR*, *ostta05g00860*), *von Willebrand factor, type A* (*VWA*, *ostta08g01930*), *Syntaxin/epimorphin* (*STX*, *ostta11g02920*), *Nucleoporin 133* (*Nup133*, *ostta14g02210*). **(ZT20)** Cellular aminoacid metabolic process is the most prominent biological process whose genes reach maximum expression level at midnight four hours before dawn under LD conditions. Examples for such genes are *3-Deoxy-D-arabinoheptulosonate 7-phosphate synthase* (*DAHP*, *ostta06g03270*), *Diaminopimelate epimerase* (*DapF*, *ostta02g03980*), *Aconitase/3-isopropylmalate dehydratase* (*Acn*, *ostta03g03860*), *Uridylate kinase* (*pyrH*, *ostta16g01780*), *Acetolactate synthase* (*ALS*, *ostta11g00540*) and *Orn/DAP/Arg decarboxylase* (*ADC*, *ostta18g01010*).

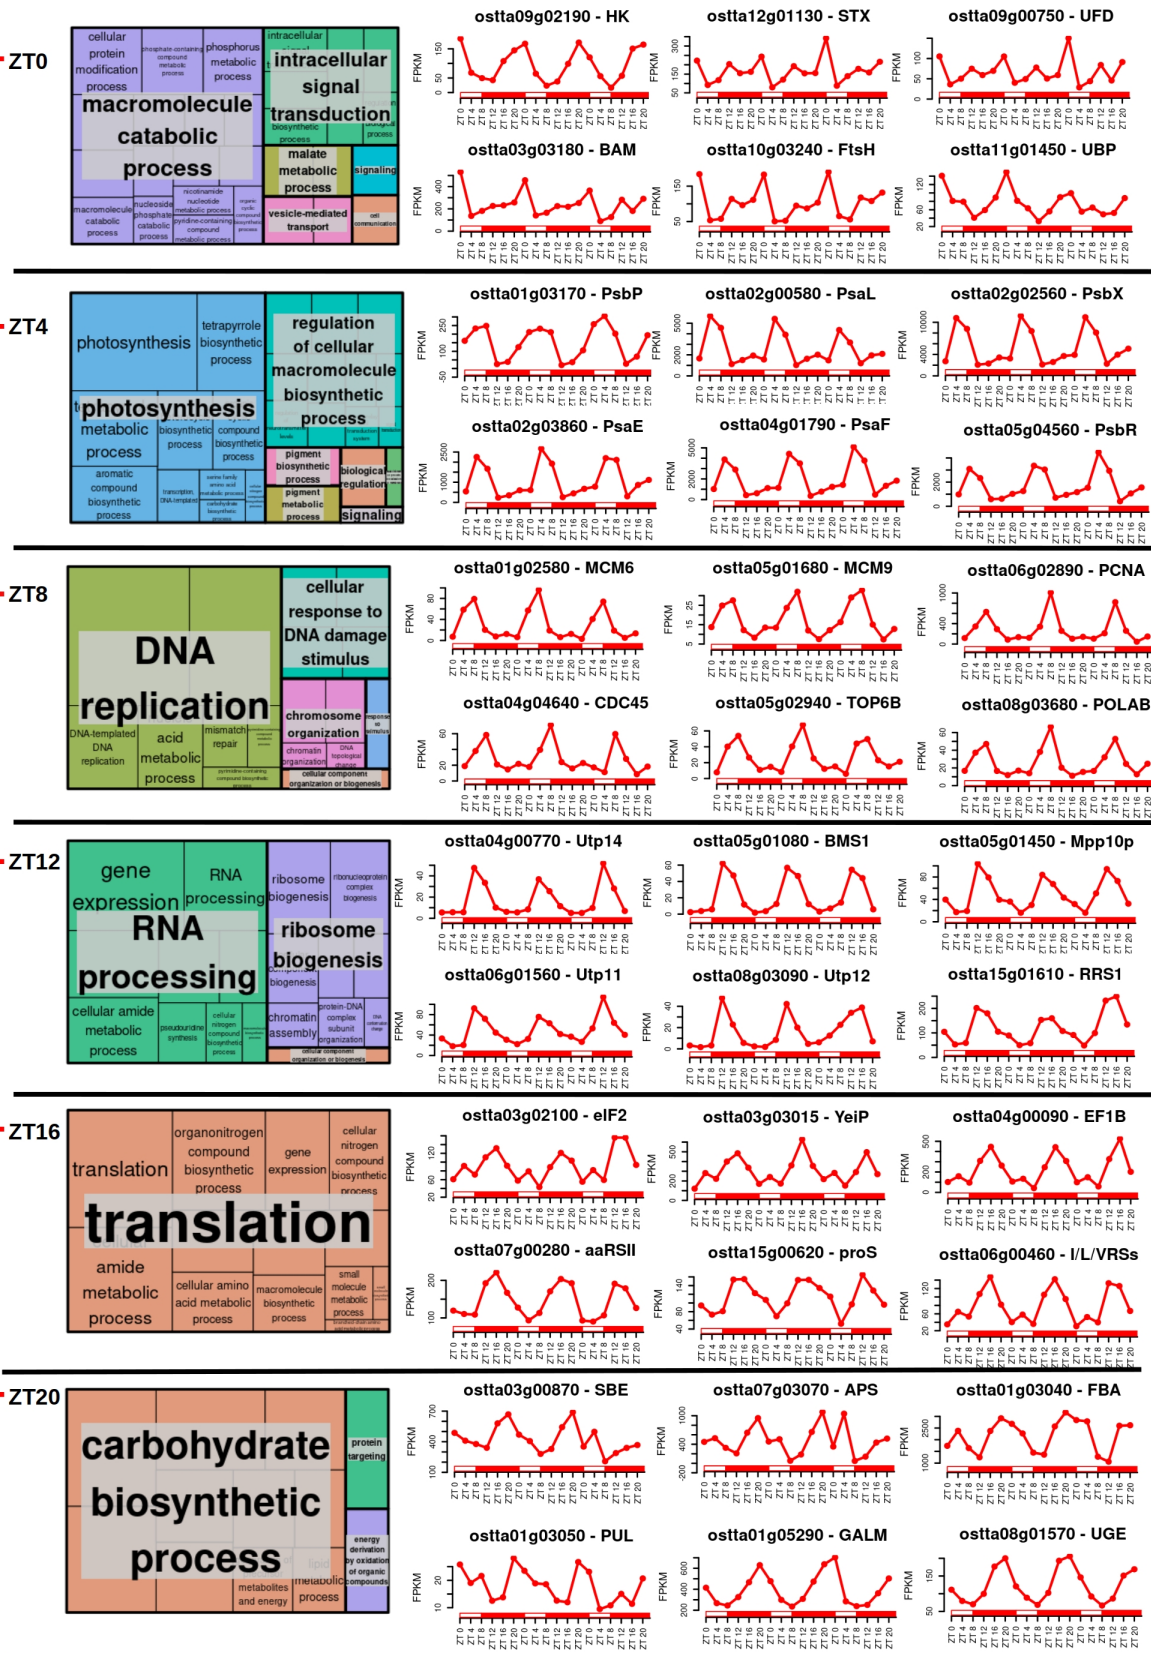

Supplementary Figure S7. Transcriptional temporal program of the distribution of biological processes over diel cycles under short day conditions (8h light / 16h dark). Supports Figure 3. Three consecutive days are represented. The white rectangle represent the photoperiod (light period or day) whereas the red filled rectangle corresponds to the skotoperiod (dark period or night). ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). Treemaps summarizing the significantly enriched biological processes at each time point. Semantically similar biological processes are grouped into the same colored rectangles. The most representative biological processes are shown for each rectangle. Specific gene expression profiles are represented for each time point illustrating the different biological processes. Gene expression levels are measured as FPKM (Fragments Per Kilobase of transcript per Million fragments mapped). **(ZT0)** Macromolecule catabolism is the most prominent biological process whose genes reach maximum expression level at dawn under SD conditions. Examples for such genes are *Signal transduction Histidine Kinase* (HK, *ostta09g02190*), *Syntaxin/epimorphin* (STX, *ostta12g01130*), *Ubiquitin Fusion Degradation protein* (UFD, *ostta09g00750*), *Beta amylase* (BAM, *ostta03g03180*), *AAA protease FtsH* (FtsH, *ostta10g03240*) and *Ubiquitin carboxyl-terminal hydrolase* (UBP, *ostta11g01450*). **(ZT4)** Photosynthesis is the most prominent biological process whose genes reach maximum expression level at midday, four hours after dawn under SD conditions. Examples for such genes are *Photosystem II subunit P* (PsbP, *ostta01g03170*), *Photosystem I subunit L* (PsaL, *ostta02g00580*), *Photosystem II subunit X* (PsbX, *ostta02g02560*), *Photosystem I subunit E* (PsaE, *ostta02g03860*), *Photosystem I subunit F* (PsaF, *ostta04g01790*) and *Photosystem II subunit R* (PsbR, *ostta05g04560*). **(ZT8)** DNA replication and chromosome organization are two prominent biological processes whose genes reach maximum expression level at dusk eight hours after dawn under SD conditions. Examples for such genes are *Minichromosome Maintenance 6* (MCM6, *ostta01g02580*), *Minichromosome Maintenance 9* (MCM9, *ostta05g01680*), *Proliferating Cell Nuclear Antigen* (PCNA, *ostta06g02890*), *Cell Division Cycle protein 45* (CDC45, *ostta04g04640*), *Topoisomerase 6 subunit B* (TOP6B, *ostta05g02940*) and *DNA Polymerase Alpha subunit B* (POLAB, *ostta08g03680*). **(ZT12)** RNA processing and ribosome biogenesis are the two most prominent biological processes whose genes reach maximum expression level early during the night four hours after dusk under SD conditions. Examples for such genes involved in ribosome biogenesis are *U3 small nucleolar RNA-associated protein 14* (Utp14, *ostta04g00770*), *Ribosome Biogenesis Factor BMS1* (BMS1, *ostta05g01080*), *M-phase phosphoprotein 10* (Mpp10p, *ostta05g01450*), *U3 small nucleolar RNA-associated protein 11* (Utp11, *ostta06g01560*), *U3 small nucleolar RNA-associated protein 12* (Utp12, *ostta08g03090*) and *ribosome biogenesis regulator 1* (RRS1, *ostta15g01610*). **(ZT16)** Translation is the most prominent biological process whose genes reach maximum expression level during midnight eight hours before dawn under SD conditions. Examples for such genes are *eukaryotic Initiation Factor 2* (eIF2, *ostta03g02100*), *translation elongation factor P* (YeiP, *ostta03g03015*), *Elongation Factor 1 B* (EF1B, *ostta04g00090*), *alanyl-tRNA synthase II* (aaRSII, *ostta07g00280*), *proline-tRNA ligase* (proS, *ostta15g00620*) and *isoleucyl, leucyl and valyl-tRNA synthetase* (I/L/VRSs, *ostta06g00460*). **(ZT20)** Carbohydrate biosynthesis is the most prominent biological process whose genes reach maximum expression level at the end of the night four hours before dawn under SD conditions. Examples for such genes are *Starch Branching Enzyme* (SBE, *ostta03g00870*), *ADP-glucose Pyrophosphorylase Small subunit* (APS, *ostta07g03070*), (FBA, *ostta01g03040*), (PUL, *ostta01g03050*), (GALM, *ostta01g05290*) and (UGE, *ostta08g01570*).

osta08g01440 - BEST

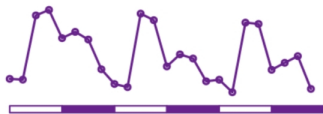

osta11g02060 - SDE2

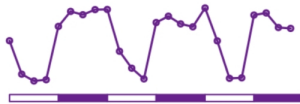

osta13g00825 - HAD

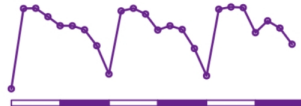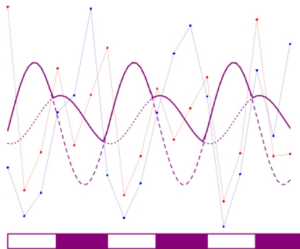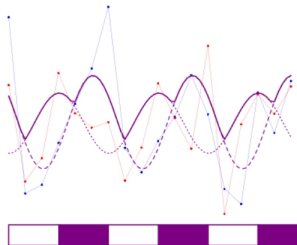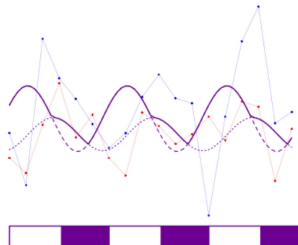

Supplementary Figure S8. Validation of predicted emergence of bimodal rhythmic profiles under neutral day conditions. Supports Figure 3. Three genes exemplifying the prediction of our model related to the emergence of bimodal expression profiles. Top, microarray data generated under neutral day condition (ND, 12h light / 12h dark) during three consecutive days used to validate our model. Bottom, our model prediction is shown using continuous purple line. Dotted and dashed purple lines represent the two independent waves whose combination produces the observed bimodal rhythmicity. Red and blue line represent the expression profile under short day condition (SD, 8h light / 16h dark) and long day condition (LD, 16h light / 8h dark) during three consecutive days respectively used to generate our predictive model.

A

LD Proteomics Data Before Normalization

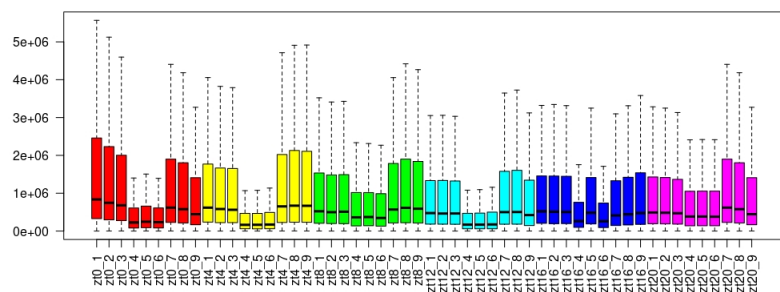

LD Proteomics Data After Normalization

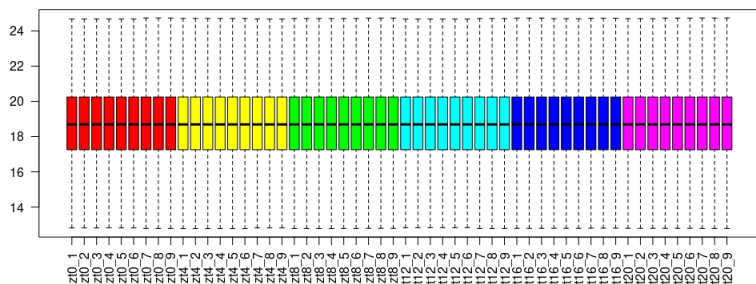

SD Proteomics Data Before Normalization

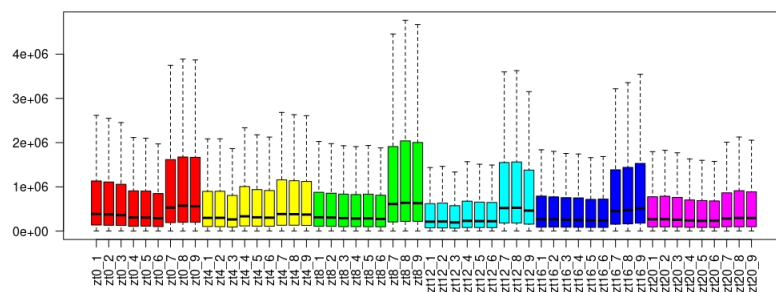

SD Proteomics Data After Normalization

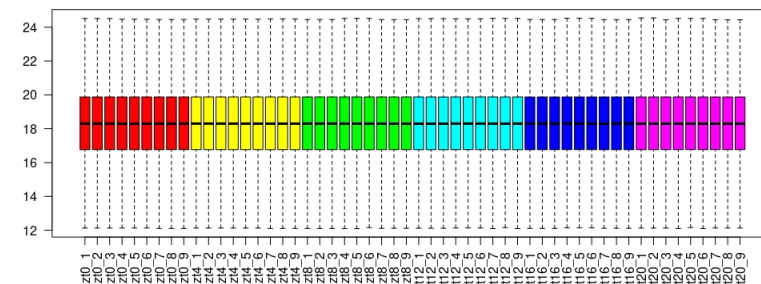

B

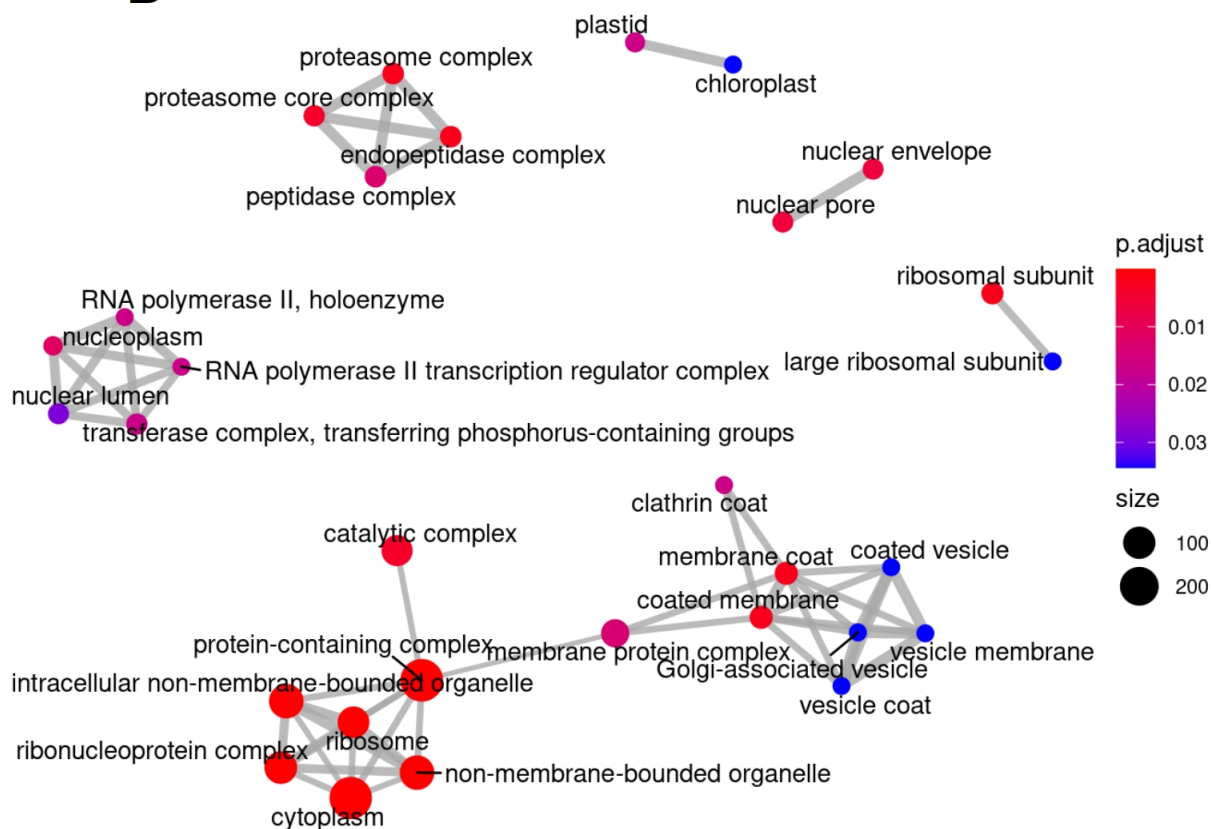

C

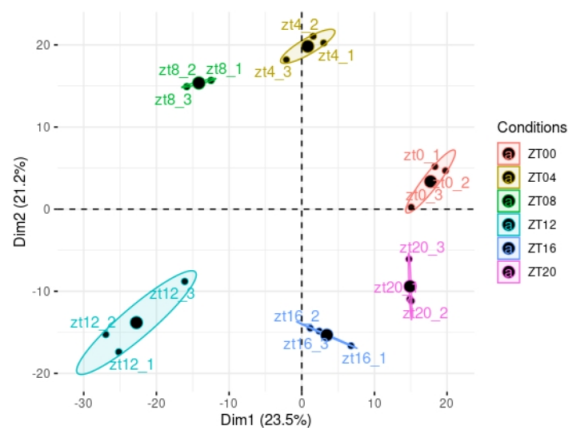

D

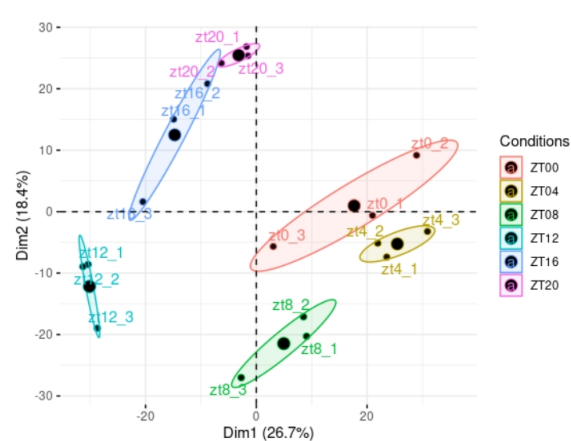

Supplementary Figure S9. Proteomic data normalization and reliability. Supports Figure 4. **(A)** Boxplots representing global distributions of protein abundances over the three technical replicates of the six time points corresponding to three consecutive days under long day conditions (LD, 16h light / 8h dark) on the left and under short day conditions (SD, 8h light / 16h dark) on the right. Top graphs correspond to raw data and bottom graphs correspond to log2 quantile normalized data. Medians are represented by central horizontal lines, upper and lower quartiles by boxes, minimum and maximum values by whisker ends. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on). **(B)** Enrichment map representing the cellular components or organelle significantly covered by the proteins detected in our data. Dots or nodes sizes represent the number of proteins identified located in the corresponding organelle. A blue to red gradient is used to represent the level of significance. Lines or edges link dots or nodes representing related organelle. **(C)** Principal Component Analysis of the time point global rhythmic proteomes under LD conditions. Small dots correspond to the 2D projection of each time point global rhythmic proteome. Big dots correspond to the average of the three replicates 2D projections for each time point. Ellipses mark the 95% confidence regions corresponding to each time point global rhythmic proteome. **(D)** Principal Component Analysis of the time point global rhythmic proteomes under SD conditions. Points and ellipses are used as described before.

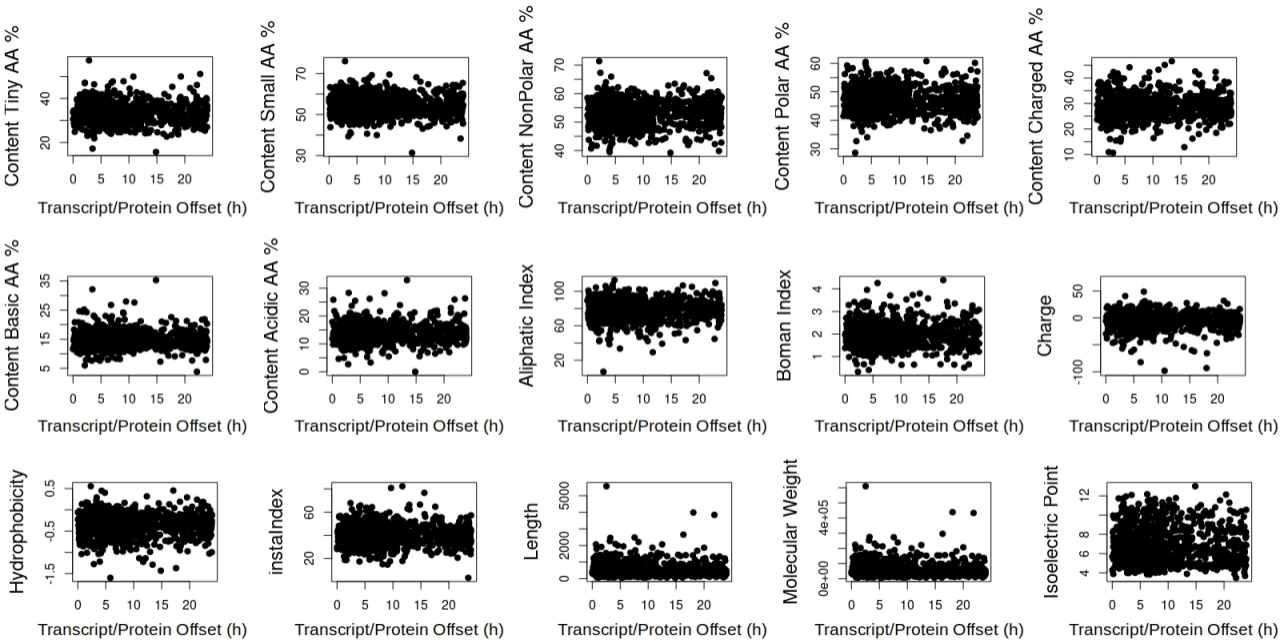

Supplementary Figure S10. Transcript/protein phase offsets did not correlate to any biochemical properties computed from protein sequences. Supports Figure 5. Scatter plots where each dot stands for a protein, x-coordinates represent transcript/protein offsets and y-coordinates different protein indexes or properties computed from their amino acid sequences.

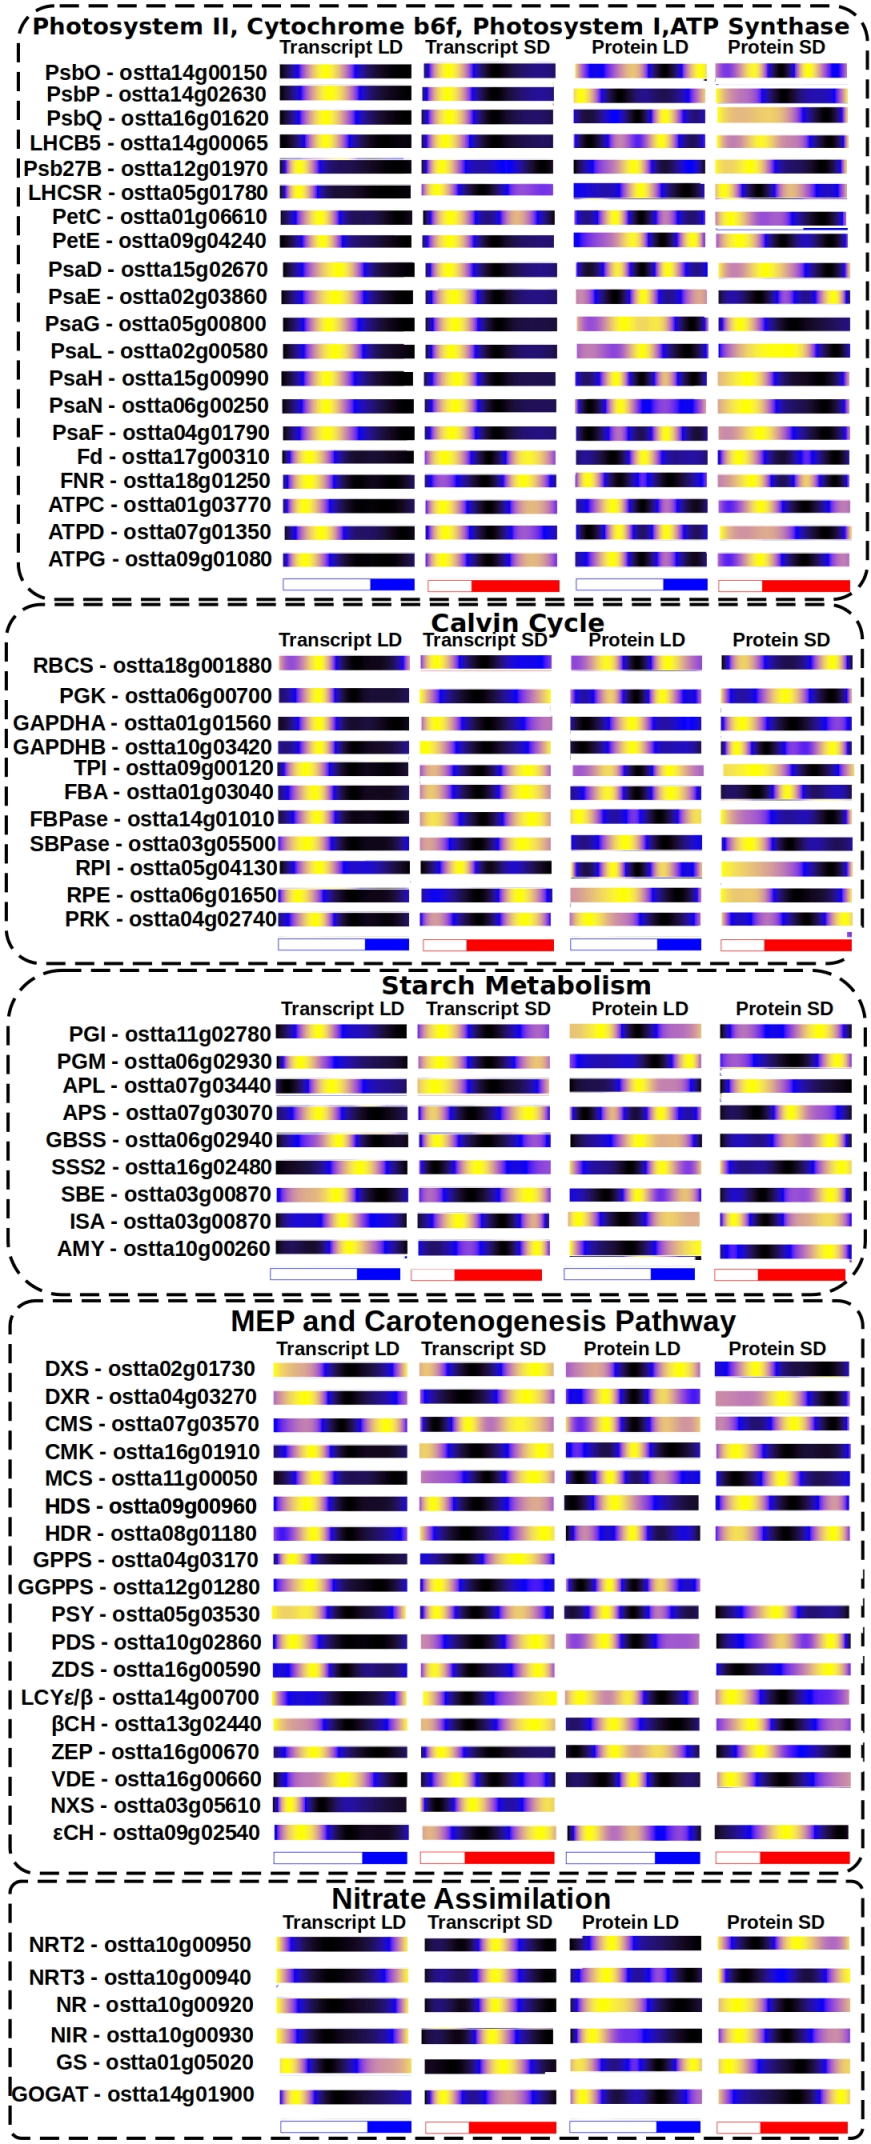

Supplementary Figure S11. Heatmaps integrating transcript and protein abundance under LD and SD conditions for different biological processes. Supports Figures 7, 8, 9 and 10. For each enzyme its corresponding protein and transcript abundances under LD, in blue, and SD conditions, in red, are represented using heatmaps. Black represents low, blue medium and yellow high abundances. White rectangles represent photoperiods, blue and red filled rectangles correspond to skotoperiods under LD and SD, respectively.

A**ostta06g02340 - CCA1**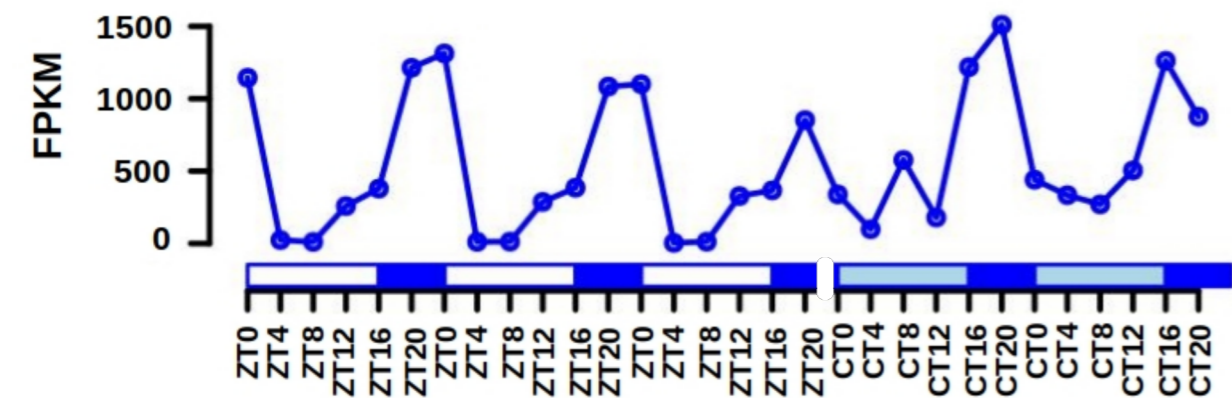**B****ostta06g02340 - CCA1**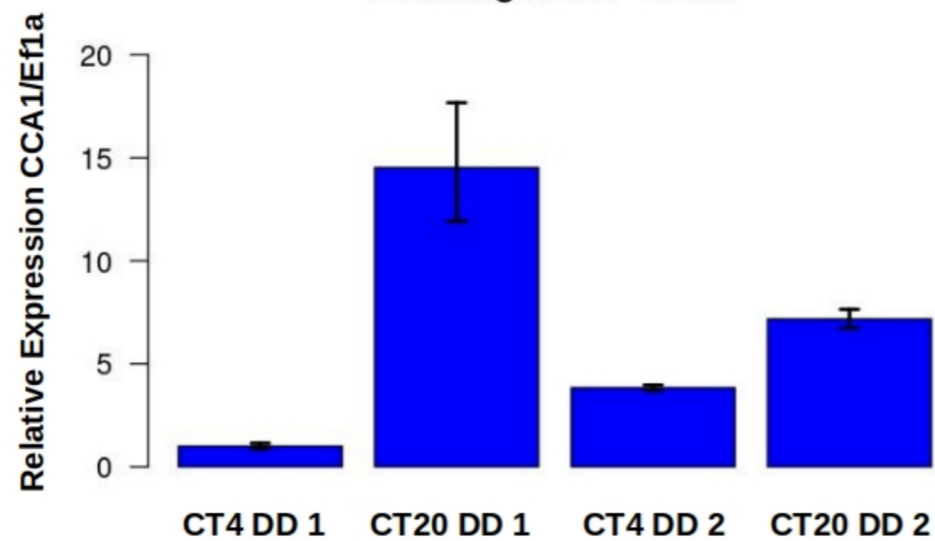**C**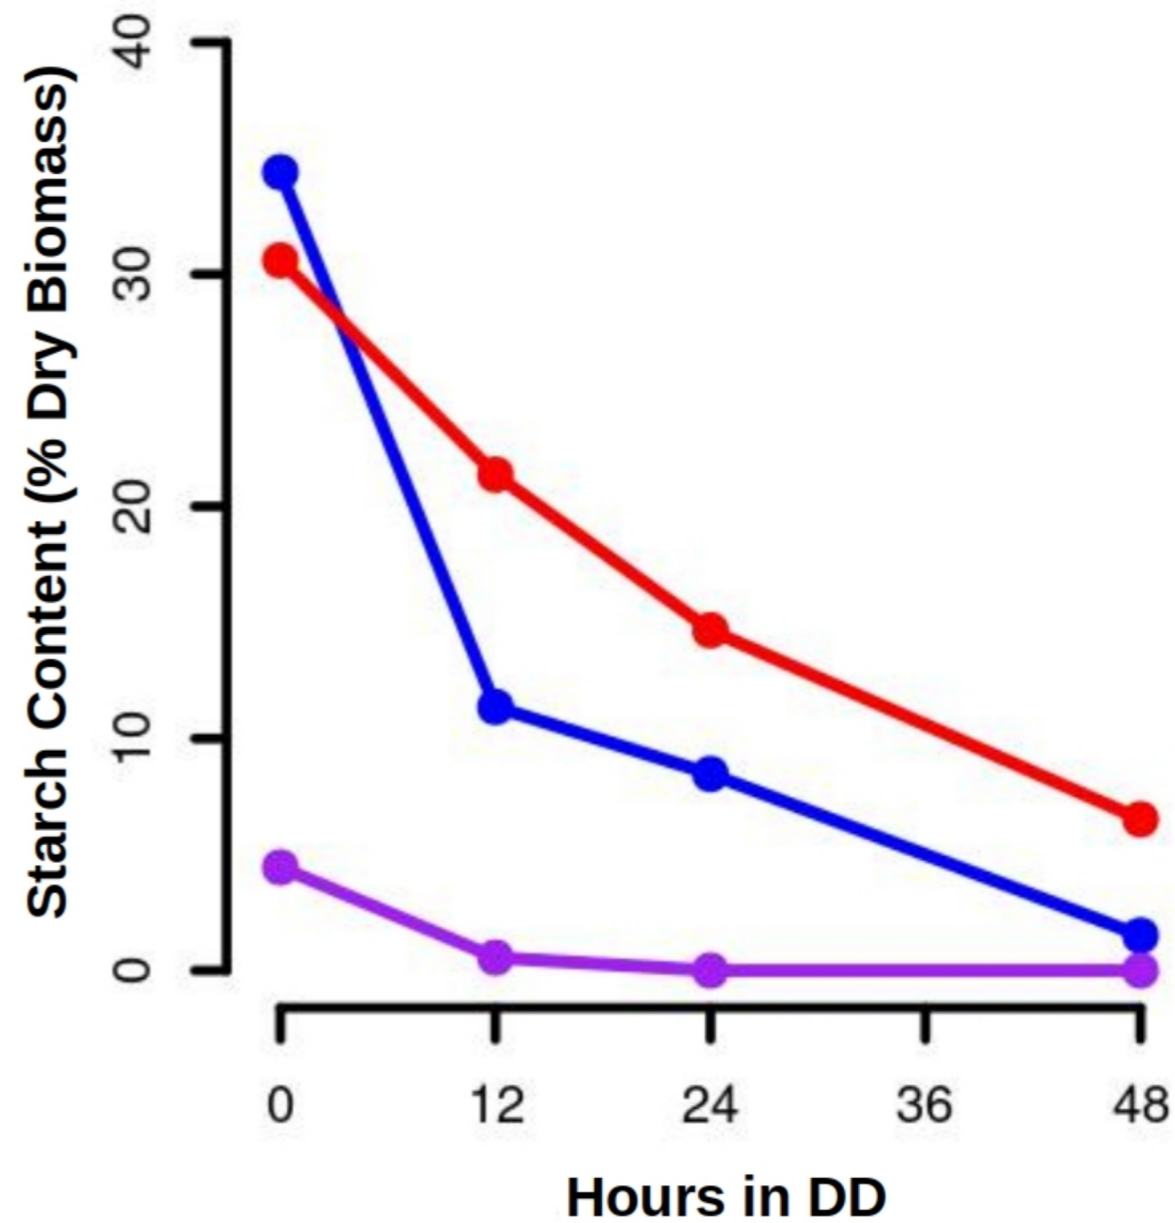

Supplementary Figure S12. Gene expression and Starch content under constant dark. Supports Figure 8. **(A)** RNA-seq gene expression profile during three consecutive days under long day (LD, 16h light / 8h dark) and two consecutive days under constant dark (DD) of *Ostreococcus* CCA1 ortholog (ostta06g02340). White rectangles represent photoperiods (light periods or days), blue filled rectangles correspond to skotoperiods (dark periods or nights) under LD, light blue rectangles mark subjective days under DD. ZTN, Zeitgeber Time N, marks the time point N hours after dawn (lights on, ZT0). CTN, Circadian Time N, denotes the time point N hours after subjective dawn. A discontinuity is shown on the time axis to indicate that samples were collected after 24h acclimation to the corresponding free-running conditions. **(B)** CCA1 RT-qPCR gene expression estimates relative to *Ef1a* (Elongation factor 1a) at CT4 and CT20 for two consecutive days under DD. Vertical lines represent standard errors. **(C)** Starch content profile measured during two consecutive days under DD. Blue and red lines represent starch content in LD and SD entrained cultures grown in continuous mode with CO₂ injection on demand and high nitrate medium. Purple line represents starch content in neutral day condition (12h light / 12h dark) entrained cultures grown in batch mode without aeration and low nitrate medium.

A

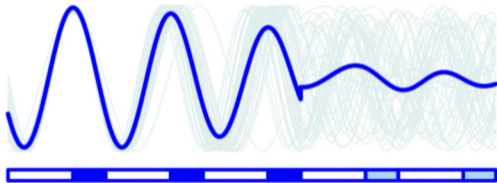

B

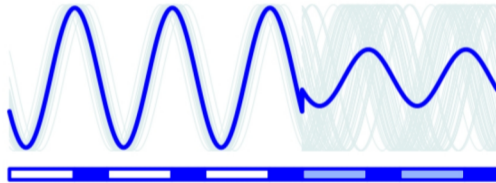

Supplementary Figure S13. Reductions in amplitude under free running conditions can be explained by a decline in culture synchrony. Supports Figure 2. **(A)** Culture average gene expression profile during three consecutive days under long day (LD, 16h light / 8h dark) and during two days under constant light (LL) is represented by a thick blue line. Examples of individual cell gene expression profiles under LD and LL are represented by thin grey lines. White rectangles represent photoperiods (light periods or days), blue filled rectangles correspond to skotoperiods (dark periods or nights) and light blue filled rectangles stand for subjective nights under LL free running conditions. When cultures are transferred to LL, cells get desynchronized and their individual gene expression profiles become largely out of phase. This results in a drastic reduction in the amplitude of the culture average gene expression profile although individual gene expression profiles maintain the same amplitude. **(B)** Culture average gene expression profile under LD and constant dark (DD) is represented by a thick blue line. Examples of individual cell gene expression profiles under LD and DD are represented by thin grey lines. When cultures are transferred to DD, cells get mildly desynchronized and their individual gene expression profiles become moderately out of phase. This results in a slight reduction in the amplitude of the culture average gene expression profile although individual gene expression profiles maintain the same amplitude.

How the deposited data were processed for this re-analysis (not part of the article)

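RNA was measured in 84 libraries of O. tauri strain RCC4221 from 6 regimes: LD, SD, and LL and DD after each of them. Samples were taken at 6 time points, 4 h apart, with 3 samples per time point under the diel cycles and 2 in free running. Regime, time and sample number were taken from the sample labels and the paper, and no sample was left out or reassigned. Times in free running count from the subjective dawn and are written CT.

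The authors checked the reads with FastQC, mapped them with HISAT2 to the v3.0 genome, and assembled and quantified transcripts with StringTie and Ballgown. The labels give no versions of these tools. The values the authors deposited are FPKM, which divide reads by transcript length and by the mapped reads of the same library, and no scaling across libraries is stated. In the tables, 7661 of the 7668 gene IDs matched the annotation of the reference genome by locus tag. Between 0 pairs of libraries all values were identical. Mapped reads per library were estimated from the 250 lowest values above 0. Times gene length, these were taken as multiples of 1 aligned base, with a tolerance of 0.1 of that step and reads of 75 nt. In the table of DD, 182 values were whole numbers without decimals, and 181 of them were divided by 1000 because this brought them nearer to the other values of the gene. Genes at an FPKM of 0 numbered 42 to 1007 per library, and values near 0 rest on few reads.

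Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. RAIN was not installed, so its idea was written anew: for each of 6 trough times and peaks 8, 12 or 16 h later, samples are ranked and pairs in the right order counted, and the largest standardized count is compared with that of permuted ranks. A 12 h period was tested alike with 3 time classes. For the replicate block, the mean of each sample number was subtracted from log2(FPKM + 1) before the rank test. The permutations did not keep the block, so a permutation p with the block can be too small. Cosine fits on FPKM gave amplitude and peak time, their standard errors, and a delta method test of differences, adjusted over genes. limma used log2(FPKM + 1), group means per time point and regime, and eBayes with a trend. Contrasts of the mean over the time points gave level changes, and an F test of the photoperiod by time terms gave profile changes. A harmonic limma fit with 24 h cosine and sine terms served as the second rhythm test. Adjusted p follow Benjamini and Hochberg over all genes, with 0.05 as the threshold.

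Both tests were tested on simulated data with the spread of these samples and with noise drawn independently for each library. Of 50 genes changed by a log2 of 1, limma called 49 between LD and SD, 43 between LD and LL, 50 between SD and LL, and 48 and 46 between LL and DD after LD and SD. Among the unchanged genes limma called 11, 13, 10, 6 and 12. These simulations lack the shared variation of libraries of the same sample number, so they cannot show how many false calls it would cause. Of 50 simulated rhythms with a peak 8 times the trough, the rank test called 44 in LD and 43 in SD, but 0 and 27 in LL and 0 and 1 in DD after LD and SD, so it missed nearly all rhythms kept by few genes in 3 of the 4 regimes with 12 samples and part of them in LL after SD.

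Genes are named where the paper's text or the legends of its Supplementary Figures name them by ID, or where they belong to lists from those sources or Table S6. Their values in the paper's tables had been seen. For the profile between LD and SD and the levels SD against LD, LL against LD and LL against SD, the 10 largest changes are named too. These had to pass the threshold, average at least 10 FPKM, go in one direction in every sample number and carry an annotation in the paper's tables. Further gene lists were drawn up from annotation words. List members among a class of rhythmic genes were compared with the other rhythmic genes of the paper's tables by Fisher's exact test, adjusted over lists and classes.

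Sample numbers mark days of sampling. Whether they pair the samples was checked on deviations from the mean of each time point, over genes of at least 10 FPKM. They did in DD, where the correlations between same-numbered samples of DD after LD and DD after SD were 0.325 to 0.633 in 12 of 12 pairs. The pairing comes from these values and not from a statement of the paper. LD with SD, and LL after LD with LL after SD, did not show it. Within a regime, same-numbered libraries of different time points also correlated over 0.1 in 30 of 30 pairs in DD after LD (median 0.582) and 30 of 30 in DD after SD (median 0.401), in 18 and 26 of 30 in LL, and in 20 and 32 of 45 in LD and SD. The fits of levels treat the libraries of a regime as independent, so their p values are too small where this holds, and levels were fitted again on 1 value per regime and sample number.

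Alternatives were another rhythm test, a filter at a mean of 1 FPKM, an adjusted p threshold of 0.01, upper-quartile scaling of each library, the sample number as a replicate block, pseudocounts of 0.1 and 10, another definition of the peak, and leaving out each sample number. The closing section gives their effect. The search for the evening element in promoters was not run, since no genome sequence was at hand. Proteins, physiology and microscopy were not analysed here, and libraries of other studies were not used.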

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

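The comparison of the change from LL to DD between the 2 entrainments was chosen after the data were seen, and so were its fit with the sample number as a block, the fits on 1 value per sample number, the splits of whole sample numbers, the test without sample number 3 of LD, the test of the S list and the arithmetic means of the lists of division.

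The difference between DD and LL was not the same after LD and after SD in tests on single libraries, which stood out as a difference between groups that was itself tested. In 1123 genes the change from LL to DD was more positive after LD than after SD and in 484 more negative, 1607 in all (limma interaction term over 48 samples, adjusted p under 0.05). In the G1 list, 7 of 11 genes differed, all of them more positive after LD (6 with upper-quartile scaling, and 0 by limma on 1 value per sample number, with 4 at an unadjusted p under 0.05). CDC6 (ostta04g01050), which loads the replicative helicase, had the largest difference of the list (log2 2.52, standard error 0.55, adjusted p = 0.0015, limma), and the G1 cyclin CYCD differed as well (log2 1.47, standard error 0.26, adjusted p = 2.1e-04, limma). The clock gene TOC1 had a difference of log2 1.80. The counts were 234 and 134 without sample number 4 of LL, 851 and 331 without 5, 1305 and 517 without 6 of DD and 1451 and 794 without 7, so the difference can lie in LL as much as in DD. With upper-quartile scaling they were 1041 and 703, and with the number as a block 1713 and 688, 2401 in all. These fits treat 48 libraries as independent, although those of the same number vary together in DD. On 1 value per regime and sample number, limma called 12 and 4 genes, and TOC1 (adjusted p = 0.52), CDC6 (0.17) and CYCD (0.32) were not among them. Splits of single libraries, 100 with and without the block, gave as many genes in 1 case each, the real one (highest other 1036, and 1568 with the block), but they break up the sample numbers. Of 18 splits of whole sample numbers 4 gave at least 1607 genes, the real one included, and the highest other gave 2737 by setting number 6 of DD against number 7. With the block it was 2 of 8 splits for 2401 genes, and the highest other gave 3345. Such splits are too few for a share under 0.05. A difference between entrainments cannot be told apart from differences between sample numbers here.

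A pair of genes the paper does not discuss was higher in constant light after LD than in LD, picked out as a signal in genes outside those it analyses. The zinc/iron permease gene ostta06g02310 rose from 219 to 1214 FPKM (log2 2.83, standard error 0.23, adjusted p = 2.3e-08, limma), and the CobW-like gene ostta06g02290, of a family tied to metal handling, from 1639 to 5798 FPKM (log2 2.13, standard error 0.17, adjusted p = 1.7e-08, limma). Across all genes, 1431 were higher and 293 lower in LL than in LD by limma (207 and 20 on 1 value per sample number, with this pair among them at an adjusted p of 0.024 and 0.031), and filled troughs could raise a mean of logs without raising the mean level. Among the genes called higher the median log2 ratio of arithmetic means was 0.31 (0.27 to 0.33 with a sample number left out), and 1274 of 1431 had a higher arithmetic mean. The chlorophyll a/b-binding gene ostta16g00450, which prompted the test, is a case of filled troughs. These genes were picked for a higher mean of logs in the same libraries, which favours a higher arithmetic mean. Arithmetic means were not counted over all genes, so whether filled troughs make the excess of higher over lower genes is not decided. Without sample number 3 of LD, 1662 genes were higher and 617 lower, 72.9% of the calls against 83.0% with it. The median log2 change of all genes was 0.07 without it and 0.14 with it. So an excess remained without its shallow libraries, which may make up part of it. Longer light per day may account for the excess as a hypothesis, and cultures sampled on other days stay open too.

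Core histone genes, whose levels the paper does not report, were lower in SD than in LD: 11 of 20 by limma, with 3 higher (4 and 2 on 1 value per sample number). Their median mean level was 104, 103 and 249 FPKM in sample numbers 1 to 3 of LD and 72.8, 68.9 and 91.5 FPKM in SD, and 9, 9 and 14 genes were lower without numbers 1, 2 and 3. The median log2 change stayed at -0.62 or below whichever number was left out, so no single number sets it. A smaller share of cells in S phase, which the paper measured, stays open: the S list had a median log2 change of 0.35 by means of logs, which filled troughs raise, but -0.0735 by arithmetic means (-0.15 to 0.0514 with a number left out), beside -0.14 for DNA replication factors, -0.26 for G2-M and -0.89 for the histones. Reads that histone copies may share were not tested, and neither was the lower dilution rate in SD.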

How the results depend on the processing

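Of 88 results on groups of genes, 427 values under another setting kept direction and call or stayed within the bounds of the result, 176 moved, 5 lost the call and 1 reversed. For 1239 results on single genes, 10518 values kept direction and call, 889 lost and 265 gained the call in the same direction, and 8 reversed. Alternatives were set before the data were examined, except the limma fit with the block, the 2 adjustments over peak shapes, the unadjusted p, the values as deposited, the means of each sample number, the gene sets for amplitude and peak time, and all settings of the difference between entrainments in the change from LL to DD, chosen after the data were seen. The values as reported stand in parentheses, and for each change below the cause was not tested, though leaving out a sample number by construction leaves fewer samples. Depth limits most the values of LD, whose shallowest libraries are those of sample number 3, and genes near 0 FPKM.

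With limma harmonic regression, rhythmic genes were 20 (4) in LL after SD and 2311 (0) in DD after LD. Sets of genes cycling together were 3332 (5321) in LD but in neither LL nor DD, 1993 (0) in LD and DD but not LL, 9 (2) in SD and LL but not DD and 10 (0) in SD, LL and DD. The ratio of highest expression was 1.71 (1.61) in SD. Percentage points above the background for genes cycling in DD after SD were 41.5 (54.8) in ribosome biogenesis examples of the legends and 33.9 (42.3) in chlorophyll and haem synthesis. The pseudocount was changed in limma alone, and against limma at a pseudocount of 1 it changed DD after LD little. At a pseudocount of 0.1 limma called 1 rhythmic genes in LL after SD and 2284 in DD after LD, and at a pseudocount of 10 it called 22 and 2346, against 20 and 2311 at 1 (4 and 0 by the rank test). With 12 h terms in limma, genes with a 12 h rhythm were 1117 (1) in LD and 2228 (289) in SD. Limma harmonic regression without replicate 4 or 5 called 0 genes in LL after SD, and without replicate 6 it called 786 in DD after LD, with 1 sample per time point left and its spread pooled over times.

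At an adjusted p under 0.01, rhythmic genes were 2612 (3945) in SD and 300 (2788) in DD after SD. Genes cycling in several regimes were 1874 (3128) in LD and in SD, 1 (2) in SD and LL but not DD and 154 (1639) in SD and DD but not LL. Percentage points above the background for genes cycling in DD after SD were -6.37 (54.8) in ribosome biogenesis examples of the legends, -3.38 (-20.9) in ribosomal proteins, 5.17 (29.8) in ribosome biogenesis and 2.73 (42.3) in chlorophyll and haem synthesis. With upper-quartile scaling, rhythmic genes were 480 (0) in DD after LD. By set, genes numbered 374 (0) in LD and DD but not LL and 1 (2) in SD and LL but not DD. Genes with a 12 h rhythm were 0 (1) in LD and 103 (289) in SD. The same scaling changed the split of higher and lower levels from 2219 and 1026 to 1727 and 1355 in LL against SD, and from 1760 and 3477 to 2399 and 2817 in DD against LL after SD. In genes averaging at least 1 FPKM, the ratio of highest expression was 1.96 (2.27) in LD.

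With the sample number as a replicate block, rhythmic genes were 616 (0) in LL after LD, 59 (4) in LL after SD, 3594 (0) in DD after LD and 4199 (2788) in DD after SD. The permutations behind these calls did not keep the block, so their p can be too small. Sets of genes cycling together were 2421 (5321) in LD but in neither LL nor DD, 203 (0) in LD and LL but not DD, 2604 (0) in LD and DD but not LL, 341 (0) in LD, LL and DD, 12 (2) in SD and LL but not DD, 2582 (1639) in SD and DD but not LL and 17 (0) in SD, LL and DD. Genes with a 12 h rhythm were 0 (1) in LD and 659 (289) in SD. Genes with a higher level were 1713 (1123) in genes higher, the change from LL to DD, after LD minus after SD. In limma with the replicate block, rhythmic genes were 113 (0) in LL after LD, 41 (4) in LL after SD, 4465 (0) in DD after LD and 4766 (2788) in DD after SD. Genes cycling in several regimes were 1726 (5321) in LD but in neither LL nor DD, 14 (0) in LD and LL but not DD, 3522 (0) in LD and DD but not LL, 90 (0) in LD, LL and DD, 1434 (2304) in SD but in neither LL nor DD, 7 (2) in SD and LL but not DD, 2467 (1639) in SD and DD but not LL and 26 (0) in SD, LL and DD. Levels between SD and LD gave 2052 higher and 1401 lower genes with the block (2003 and 1363) and profiles 4927 genes (4639). Between LD and SD, 7 of 18 same-numbered pairs had a correlation over 0.1 (median 0.0528), and 18 of 36 samples correlated best with their own number, against 12 by chance. Between LL after LD and after SD it was 0 of 12 pairs (median -0.0465) and 8 of 24 samples, so there the samples share only a number. LL shares no sample number with LD or SD, nor DD with LL, so those levels have no paired analysis. For the change from LL to DD, after LD minus after SD, the block (numbers 4 and 5 in LL, 6 and 7 in DD) gave 1713 higher and 688 lower genes (1123 and 484).

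In limma on the mean of each sample number, 1 value per regime and number, genes with a higher level were 1125 (2003) in genes higher, SD minus LD, 207 (1431) in genes higher, LL after LD minus LD, 824 (2219) in genes higher, LL after SD minus SD, 836 (2127) in genes higher, DD minus LL after LD, 857 (1760) in genes higher, DD minus LL after SD and 12 (1123) in genes higher, the change from LL to DD, after LD minus after SD. Genes with a lower level were 733 (1363) in genes lower, SD minus LD, 20 (293) in genes lower, LL after LD minus LD, 223 (1026) in genes lower, LL after SD minus SD, 1117 (2874) in genes lower, DD minus LL after LD, 1667 (3477) in genes lower, DD minus LL after SD and 4 (484) in genes lower, the change from LL to DD, after LD minus after SD. These fits have 2 values per regime in LL and DD and 3 in LD and SD. They were made because libraries of the same sample number vary together over the day in DD, with a median correlation of 0.582 after LD and 0.401 after SD (0.188 and 0.290 in LL).

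With the smallest p over peak shapes, adjusted over genes alone, rhythmic genes were 6675 (3945) in SD, 4470 (0) in LL after LD, 1082 (4) in LL after SD, 5192 (0) in DD after LD and 6005 (2788) in DD after SD. By set, genes numbered 6143 (3128) in LD and in SD, 941 (5321) in LD but in neither LL nor DD, 1124 (0) in LD and LL but not DD, 1735 (0) in LD and DD but not LL, 3096 (0) in LD, LL and DD, 1189 (2304) in SD but in neither LL nor DD, 203 (2) in SD and LL but not DD, 4524 (1639) in SD and DD but not LL, 759 (0) in SD, LL and DD and 398 (0) in all 6 regimes. Genes with a 12 h rhythm were 1290 (289) in SD. At an unadjusted p under 0.05, rhythmic genes were 1696 (0) in LL after LD, 747 (4) in LL after SD and 2713 (0) in DD after LD. Sets of genes cycling together were 2615 (5321) in LD but in neither LL nor DD, 701 (0) in LD and LL but not DD, 1488 (0) in LD and DD but not LL, 764 (0) in LD, LL and DD, 204 (2) in SD and LL but not DD, 284 (0) in SD, LL and DD and 73 (0) in all 6 regimes. Genes with a 12 h rhythm were 230 (1) in LD and 1382 (289) in SD. With adaptive adjustment over peak shapes, rhythmic genes were 0 (4) in LL after SD. Genes cycling in several regimes were 0 (2) in SD and LL but not DD. Genes with a 12 h rhythm were 0 (1) in LD.

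With the time point of the highest mean as the peak, which moves in steps of 4 h, the median shift (h) was -8 (-6.32) in SD against LD, 0 (1.22) in LL after LD against LD, 8 (4.90) in LL after SD against SD and -4 (-2.68) in DD after LD against LD. Median shifts (h) from LD to SD were -4 (-5.72) for the list S, -4 (-6.16) for the list G2-M, -12 (-9.98) for ribosomal proteins, -12 (-7.40) for ribosome biogenesis, -4 (-4.62) for photosystem and PsbP-family genes, -4 (-5.86) for chlorophyll and haem synthesis, -4 (-1.08) for proteasome, -4 (-4.96) for core histones, -4 (-5.92) for DNA replication factors, -4 (-2.64) for the respiratory chain, -8 (-6.44) for heat shock and DnaJ proteins and -8 (-5.82) for protein kinases. The set rhythmic in both regimes held no genes for LL after LD and DD after LD, so it gave no value there. In the genes rhythmic in both regimes by the rank test, the median amplitude ratio was 0.539 (0.260) in LL after SD against SD. The median shift (h) was 5.88 (4.90) in LL after SD against SD. In those rhythmic in both by limma, the median amplitude ratio was 0.645 (0.260) in LL after SD against SD and 0.622 (0.498) in DD after LD against LD. The median shift (h) was 2.68 (4.90) in LL after SD against SD. In the genes Table S1 lists for LL, the median amplitude ratio was 0.405 (0.344) in LL after LD against LD. In those it lists for DD, the median amplitude ratio was 0.616 (0.498) in DD after LD against LD. In genes at an unadjusted p under 0.05 in free running, the median amplitude ratio was 0.411 (0.344) in LL after LD against LD, 0.437 (0.260) in LL after SD against SD and 0.604 (0.498) in DD after LD against LD. In all genes rhythmic in SD, the median amplitude ratio was 0.818 (1.16) in DD after SD against SD. With the whole numbers of DD as deposited, the zeaxanthin epoxidase gene had 0.0362 (-0.79) for ostta16g00670 log2 level, DD minus LL after SD, and -0.0655 (0.76) for ostta16g00670 log2 level, change from LL to DD after LD minus that after SD, both reversed.

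Leaving out each sample number in turn, rhythmic genes were 3240 to 4867 (5321) in LD and 1564 to 4473 (3945) in SD. Sets of genes cycling together were 1040 to 3056 (3128) in LD and in SD, 3240 to 4867 (5321) in LD but in neither LL nor DD, 773 to 2813 (2304) in SD but in neither LL nor DD, 1 to 2 (2) in SD and LL but not DD, 790 to 1657 (1639) in SD and DD but not LL and 0 to 1 (0) in SD, LL and DD. The ratio of highest expression was 2.00 to 2.16 (2.27) in LD and 1.55 to 1.65 (1.61) in SD. The median amplitude ratio was 0.620 to 0.672 (0.650) in SD against LD, 0.323 to 0.422 (0.344) in LL after LD against LD and 0.254 to 0.389 (0.260) in LL after SD against SD. The median shift (h) was 0.500 to 2.16 (1.22) in LL after LD against LD and -3.10 to -2.52 (-2.68) in DD after LD against LD. Genes with a 12 h rhythm were 0 (1) in LD and 0 to 33 (289) in SD. Genes with a higher level were 1283 to 2416 (2003) for SD minus LD, 600 to 1662 (1431) for LL after LD minus LD, 1271 to 3049 (2219) for LL after SD minus SD and 234 to 1451 (1123) for the change from LL to DD, after LD minus after SD. Genes with a lower level were 651 to 2360 (1363) for SD minus LD, 118 to 617 (293) for LL after LD minus LD, 599 to 1662 (1026) for LL after SD minus SD and 134 to 794 (484) for the change from LL to DD, after LD minus after SD. Genes with a changed daily profile were 2773 to 5400 (4639) in LD and SD. Log2 changes were -0.25 to 0.17 (0.00) for ostta01g03170 log2 level, SD minus LD, -0.27 to 0.33 (0.09) for ostta04g00290 log2 level, SD minus LD, -0.98 to 1.20 (-0.21) for ostta08g01920 log2 level, LL after LD minus LD, -0.24 to 0.25 (0.01) for ostta04g00110 log2 level, DD minus LL after LD, -0.31 to 0.41 (0.05) for ostta08g01110 log2 level, DD minus LL after LD and -0.60 to 0.49 (-0.05) for ostta17g00310 log2 level, DD minus LL after SD. Median shifts (h) from LD to SD were -6.38 to -5.52 (-6.16) for the list G2-M, -4.80 to -4.20 (-4.62) for photosystem and PsbP-family genes, -5.50 to -4.84 (-4.96) for core histones and -3.76 to -1.12 (-2.64) for the respiratory chain.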

Differences from the paper's values

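Counts here use the threshold the paper states, an adjusted p of 0.05, with another rank test than RAIN. Settings called added below were chosen after seeing the values: limma with the replicate block, the smallest p and the adaptive adjustment over peak shapes, the unadjusted p and the values as deposited. Where an added setting is not named for a value, it lies outside 1.5 times the paper's, and the paper's lists for SD entrainment were read here in part, so genes dropped from them cannot be counted. Alternatives set before the data were examined were limma harmonic regression, the filter at 1 FPKM, the adjusted p of 0.01, upper-quartile scaling, the replicate block and leaving out each sample number, with pseudocounts where they apply.

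In SD the paper gives about 80% of genes as rhythmic, and 51.5% were found here by the 24 h test alone. Of 289 genes with a 12 h call in SD, 4 also had a 24 h call. The paper shows genes with 2 peaks apart from arrhythmic ones, and whether its 80% includes them is not stated. With the replicate block (59.1%) and without replicate 3 (58.3%) the share by the 24 h test lies within 1.5 times the paper's, and under the other alternatives it does not. Of the added settings, chosen after seeing the values, the smallest p over peak shapes gives 87.0% and the unadjusted p 58.1%, both within.

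For genes rhythmic only under diel cycles after LD entrainment, the paper gives about 21% and the value here is 69.4%, and every alternative set before the data were examined differs too, the nearest being the replicate block with 31.6%. The added limma fit with replicate block gives 22.5%, chosen after seeing the values, and drops 906 of the paper's 1732 genes of this kind.

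Rhythmic in LL but not DD, the paper's values are 15% after LD and 6% after SD, against 0% and 0.0261% here, with every alternative set before the data were examined differing as well (replicate block 2.65% and 0.157%). The added smallest p gives 14.7% after LD, chosen after seeing the values, and drops 550 of the paper's 1157 genes, while no added setting comes within 1.5 times after SD.

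In the set rhythmic in DD but not LL, the paper gives 22% after LD and 39% after SD, and 0% and 21.4% were found. After LD limma harmonic regression (26.0%) lies within 1.5 times the paper's value, with the replicate block at 34.0% and the others outside. After SD only the replicate block (33.7%) lies within among those alternatives. Added settings within, chosen after seeing the values, are after LD the smallest p (22.6%, dropping 710 of the paper's 1663 genes) and the unadjusted p (19.4%, dropping 617), and after SD limma with replicate block (32.2%) and the unadjusted p (27.4%).

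The paper counts 1647 genes after LD and 1034 after SD that cycle in both LL and DD, and 0 and 0 were called here by the rank test. limma called 0 and 10, the replicate block gave 341 and 17, and all alternatives set before the data were examined differ. With unadjusted p there were 764 and 284. The added smallest p gives 759 after SD, within 1.5 times and chosen after seeing the values, and 3096 after LD, outside. In every regime the paper counts 350 genes and 0 were called here by the rank test, by limma and under every other alternative set before. With unadjusted p there were 73, and the added smallest p, chosen after seeing the values, gives 398, within 1.5 times.

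Genes with 2 peaks number 376 in LD and 1855 in SD in the paper, against 1 and 289 here. In LD all alternatives set before the data were examined differ, with 1117 under 12 h terms in limma, and no added setting comes within 1.5 times. In SD the 12 h terms in limma (2228) lie within and the others do not. The added smallest p (1290, dropping 568 of the paper's 1855 genes) and unadjusted p (1382, dropping 479) lie within too, chosen after seeing the values.

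The highest expression of rhythmic genes is 3 times that of other genes in the paper, and in SD the ratio here was 1.61, which differs under every alternative set before the data were examined as well. The groups are unlike, since 3723 of 7668 genes had no 24 h call in SD here, while the paper has about 80% of genes as rhythmic. In LD, where the ratio of medians is 2.27, it does not differ except with the filter at 1 FPKM.

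Of 44 peak times the text of the paper states for single genes, 33 fell on the same time point here, 5 lay one time point apart and 6 further, 1 of them in LD and 5 in SD. Where the paper gives several times for a gene, the nearest counted. These genes, GBSS, SBE, NRT2, NRT3, NR, NIR, GS and GOGAT in SD, were all scored as the same time point. DXS and HDR were counted by what the paper states for most genes of their pathway, dawn in LD. The highest mean of HDR was at ZT8. In SD it has CYCA in the late night, FtsZ and AMY at dusk, and FBA and APS at midday, while their highest means lay at ZT4, ZT0, ZT20, ZT20 and ZT20. For FBA and APS the legend of Supplementary Figure S7 itself gives ZT20 in SD, as found here, so these 2 differ from the text of the paper only.

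For the clock genes the paper reports rhythms in LL. Of CCA1 and TOC1, the rank test and limma called 0 of 2 in LL after LD and 0 of 2 after SD, the replicate block TOC1 after LD, and the added smallest p and unadjusted p both genes after LD and none after SD. It reports them in DD too, where the rank test called both after SD and neither after LD, while limma, the added limma with block and the added smallest p called both after LD, and the unadjusted p CCA1. The light receptors are rhythmic in LL and DD in the paper. In LL the rank test, limma and the block called 0 of 3, the added smallest p and unadjusted p UVR2 after LD. In DD the rank test called CRY1 and UVR2 after SD, limma, the block, the added limma with block and the added unadjusted p did so after both, and the added smallest p called CRY3 too after LD. With the added adaptive adjustment UVR2 alone was called, in DD after SD. GAPDHA and FBA cycle in every regime in the paper. Here they did in DD after SD by the rank test and in DD after LD by limma, the block, the added limma with block, smallest p and unadjusted p, while in LL the block called FBA after LD, the added unadjusted p FBA after both, and the added smallest p both genes after LD and FBA after SD. The added adaptive adjustment called neither gene in LL or DD after either entrainment. The paper finds PsbO, PsbP, PsbQ, PetC, Fd and ATPD rhythmic in LL after LD and in DD. The block called 3 of 6 in LL after LD, the added limma with block 1, the added smallest p 5 and the unadjusted p 3, and in DD the rank test called 5 of 6 after SD (all but Fd), limma, the block, the added limma with block and the added smallest p 6 after both, and the unadjusted p 5 after either.

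Genes of DNA replication oscillate in LL after both entrainments in the paper. Of 24 replication factors the rank test and limma called 0 in LL after LD and 0 after SD, with 9 and 6 at an unadjusted p under 0.05. The block called 14 and 1. MCM6, CDC45 and PCNA, and TOP6B outside that list, were called after LD with the block. FNR, rhythmic in LL after SD in the paper, was called there with the block and not by the rank test or limma.

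For nitrate assimilation the paper reports rhythms in LL alone. Of the 6 genes the rank test and limma called 0 in LL and in DD after either entrainment. In LL after LD the block called 3, the added smallest p 5 and the added limma with block 1 (NRT3), and after SD the smallest p called 3 and the unadjusted p 2. In DD after LD the block called 5, the added unadjusted p 5, and the added smallest p and limma with block 6.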

Other observations

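The arithmetic means of lists, the fits on 1 value per sample number and the splits of whole sample numbers were chosen after the results were seen, and so were most tests of the last 3 paragraphs, as given there.

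Means of logs of genes of light harvesting and translation were higher in LL after LD than in LD. Of 24 chlorophyll a/b-binding genes 18 were higher and 0 lower in LL after LD than in LD by limma, as were 30 of 41 aminoacyl-tRNA synthetases, 45 of 90 ribosomal protein genes and 14 of 32 proteasome genes, with none lower (18, 30, 38 and 10 with upper-quartile scaling). On 1 value per sample number limma called 12, 5, 5 and 1 of these lists higher. By arithmetic means the median log2 ratio was 0.13 for chlorophyll a/b-binding genes (-3.14e-03 to 0.31 with a sample number left out, 14 of 24 higher), so a higher mean level of that list is not shown. It was 0.23 for the synthetases, 0.25 for ribosomal protein genes and 0.18 for the proteasome. TOC1 rose from 254 to 398 FPKM (log2 2.61, standard error 0.16, adjusted p = 3.7e-10, limma), and a gene with WD40 repeats (ostta02g04060) fell from 467 to 78.8 FPKM (log2 -2.38, standard error 0.55, adjusted p = 0.0034, limma). On 1 value per sample number TOC1 passed (adjusted p = 0.024) and the latter gene did not (adjusted p = 0.14). After SD, 2219 genes were higher and 1026 lower in LL, and genes of cell division were among the largest changes: the CDK subunit CKS rose from 188 to 354 FPKM (log2 2.80, standard error 0.49, adjusted p = 9.3e-05, limma), the mitotic kinase CDKB from 111 to 187 FPKM (log2 2.38, standard error 0.24, adjusted p = 1.0e-07, limma) and CYCB from 78.1 to 114 FPKM (log2 2.36, standard error 0.19, adjusted p = 5.4e-09, limma). In the G2-M list 11 of 16 were higher and 2 lower, in the S list 21 of 35 and 5, and of 20 core histones 15 and 2. With 1 value per sample number limma called 8, 12 and 9 of these lists higher and 0, 0 and 1 lower (2, 4 and 2 at an unadjusted p under 0.05), against 824 and 223 of all genes. These log2 changes are of mean logs, which filled troughs raise beyond the change in mean FPKM. The SNF2-related gene ostta09g01150 fell from 216 to 6.46 FPKM (log2 -2.77, standard error 0.25, adjusted p = 2.2e-08, limma). The lists of the cell cycle were chosen by the study, and the cultures in LL were sampled on other days than those in LD and SD.

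From LL to DD, across the 2 tables, 18 of 24 chlorophyll a/b-binding genes were lower after LD and 20 after SD, 75 and 63 of 90 ribosomal protein genes, and 33 and 32 of 41 aminoacyl-tRNA synthetases by limma (62 and 55 ribosomal protein genes with upper-quartile scaling). On 1 value per sample number these counts were 15 and 19, 35 and 25, and 21 and 11. Of the catabolism genes of the legends, 5 and 6 of 6 were higher in DD (5 and 5 on 1 value per sample number). In the G1 list 6 genes were higher and 3 lower after LD, and 0 and 7 after SD. In limma on 1 value per sample number these were 1 and 0 after LD (2 and 2 at an unadjusted p under 0.05), and 0 and 5 after SD.

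The tests below were chosen after their results were seen, except the one without the shallow library. The rank test called 0 genes in LL after LD and 4 in LL after SD, with 1696 and 747 at an unadjusted p under 0.05, and limma called 0 and 20. LD with a sample number left out, also 12 samples, gave at least 3240 genes, so 12 samples are no bar where most genes cycle as strongly as in LD. They stay a possible cause where rhythms are few or weak. Of 50 simulated rhythms with a peak 8 times the trough, 0 were called in LL after LD and 27 after SD. Without the shallow library at CT0 of LL after LD, limma called 0 genes there, which argues against that library. Damped or less synchronous rhythms in constant light may explain it as a hypothesis, and a count of 0 here does not show that no gene cycled.

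Other splits of the samples, 100 per result with the real one among them, show how many genes redrawn labels give. As many rhythmic genes as in the real order of times were called in 1 split in LD (5321 genes, highest other 1), 1 in SD (3945, 695) and 1 in DD after SD (2788, 112). These splits would exclude chance only if libraries of a sample number varied independently. Same-numbered libraries correlated over 0.1 in 20 of 45 pairs in LD, 32 of 45 in SD and 30 of 30 in DD after SD. So such splits alone do not decide these counts. In LL after SD the real count was reached in 1 split too, but with 4 genes against 2 in the highest other. Adaptive adjustment over peak shapes called 0 genes there, and limma none of the 4. At an unadjusted p under 0.05, 4 of 100 splits reached the real count of 747 genes. So chance is not excluded in LL after SD. In LL after LD and in DD after LD, where 0 genes were called, all 100 and 100 splits reach that count by construction, so the splits say nothing about chance there. Their highest other splits called 16 and 221 genes, and the cause of these was not tested. A 12 h rhythm was called as often in 3 splits in LD (1 gene, highest other 2) and in 2 in SD (289, highest other 550). Fewer than 5 splits meets the bound used here for both, under the same condition of independent libraries. Yet in each of them another split called more genes than the real one, so these 12 h calls are weak. Under an unadjusted p of 0.05 the highest other split gave 1369 genes in LL after LD (1696 in the real order), 1217 in LL after SD (747) and 2485 in DD after LD (2713).

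For the profiles between LD and SD, 1 of 100 splits reached the count of 4639 genes, the real one (highest other 1986). Chance can be excluded by this as far as libraries of a sample number vary independently. For levels 1 of 100 splits of single libraries did so each time, with 3366 genes for SD against LD (highest other 459), 1724 for LL against LD (256), 3245 for LL against SD (252), 5001 for DD against LL after LD (592) and 5237 after SD (2094). These splits would exclude chance only if libraries of a sample number varied independently. In DD same-numbered libraries correlated over 0.1 in all pairs. They did so in 26 of 30 pairs in LL after SD and 32 of 45 in SD. In LL after LD it was 18 of 30, and in LD 20 of 45. So none of these level counts is decided by such splits. Splits of whole sample numbers are too few for a share under 0.05, and 1 split, the real one, reached the count each time. The highest other split called 159 genes among 10 splits for SD against LD, 89 of 10 for LL against LD, 2610 of 10 for LL against SD, and 5 and 0 of 3 and 3 for DD against LL after LD and after SD. In LL against SD that split joined number 3 of SD to the LL samples.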
